# scRNA-seq generates a molecular map of emerging cell subtypes after sciatic nerve injury in rats

**DOI:** 10.1038/s42003-022-03970-0

**Published:** 2022-10-19

**Authors:** Ditte Lovatt, Alex Tamburino, Alicja Krasowska-Zoladek, Raul Sanoja, Lixia Li, Vanessa Peterson, Xiaohai Wang, Jason Uslaner

**Keywords:** Neuroscience, Transcriptomics

## Abstract

Patients with peripheral nerve injury, viral infection or metabolic disorder often suffer neuropathic pain due to inadequate pharmacological options for relief. Developing novel therapies has been challenged by incomplete mechanistic understanding of the cellular microenvironment in sensory nerve that trigger the emergence and persistence of pain. In this study, we report a high resolution transcriptomics map of the cellular heterogeneity of naïve and injured rat sensory nerve covering more than 110,000 individual cells. Annotation reveals distinguishing molecular features of multiple major cell types totaling 45 different subtypes in naïve nerve and an additional 23 subtypes emerging after injury. Ligand-receptor analysis revealed a myriad of potential targets for pharmacological intervention. This work forms a comprehensive resource and unprecedented window into the cellular milieu underlying neuropathic pain and demonstrates that nerve injury is a dynamic process orchestrated by multiple cell types in both the endoneurial and epineurial nerve compartments.

## Abstract (web summary)

Single-cell RNA-seq analysis of naive and injured sensory nerves in a rat model provide further insight into the molecular pathways underlying nerve injury, regeneration, and repair.

## Introduction

Neuropathic pain is caused by damage or disease to the peripheral somatosensory nervous system and is diagnosed when non-noxious temperature or tactile stimuli is experienced as painful. Frequent causes include metabolic, viral, or chemical disruption leading to debilitating conditions such as diabetic neuropathy, postherpetic neuralgia, and chemotherapy-induced neuropathic pain, respectively. Gabapentinoids, tricyclic antidepressants, opioids, and serotonin-norepinephrine reuptake inhibitors are among available treatments that demonstrate modest efficacy, however, they also produce a range of unwanted adverse effects limiting their use, including lethargy, nausea, and potential for addiction^1^. A common cellular target of analgesic therapies involve managing neuronal excitation directly without addressing dysfunctional signaling of nerve-resident non-neuronal cell types, which may be involved in precipitating neuropathic pain. Hence, studies exploring novel mechanisms of neuropathic pain and identifying strategies for interfering with non-neuronal peripheral signals could accelerate the development of long-needed therapies into the clinic^2^. Given the poor management of neuropathic pain by available treatments, this clearly defines an area of medical need.

The highly complex and heterogenous microenvironment of nerve tissue has historically challenged efforts pinpointing the molecular changes that accompany nerve injury with cellular resolution. In turn, this has compromised the ability to clearly identify cellular subtypes that reside within naive nerve and that emerge after injury, and has led to controversies regards the cellular origins of promising targets and how to experimentally validate them. For instance, controversy exists as to the cellular origin of the drug target AT2R^3,4^. Over the past decades only a limited number of novel drug targets have entered the clinic, only to fail in demonstrating robust efficacy. Therefore, in order to devise a clear and actionable strategy for the discovery of novel analgesics, we must obtain a better understanding for the molecular changes in nerve after insult and the cellular underpinnings that may develop into persistent neuropathic pain.

Recently, the development of single-cell RNA-sequencing (scRNA-seq) has allowed for detailed discovery of cell subtypes in tissues and have enabled a substantial expansion of cell type classification in many tissues, including the CNS^5^. Application of scRNA-seq to nerve tissue specimens^6–9^ have recently provided novel insight into the cellular composition of nerve tissues. However, the limited sizes of these studies prevented in depth identification of any scarce cell subtypes that reside in naive nerve or arise after insult.

Here, in our study, we analyzed high-quality transcriptomes in more than 112,000 individual cells from sciatic nerve tissue, which enabled deciphering the cellular composition of naive nerve among five major cell groups including Schwann cells, fibroblasts, lymphoid cells, myeloid cells, and vascular cells. Further, we also investigated the molecular consequences after injury using the chronic constriction injury (CCI) model^10–12^ in which rats develop chronic neuropathic pain within days of injury. Our study reports on the identification of 45 different cell subtypes in naive tissue, and 23 transient or persistent cell subtypes that emerge after injury, and reveals the ligand–receptor interactions among them. This study provides a foundational resource for the exploration of cellular interactions that accompany nerve injury, and may inspire future studies exploring novel drug targets as well as the causality that underlie the emergence and persistence of nociception in painful conditions.

## Results

To investigate the cellular subtypes in naive nerve and those that emerge after nerve injury, we used scRNA-seq of enzymatically dissociated naive and injured rat sciatic nerve at three discrete timepoints post chronic constriction injury (CCI; 3, 12, and 60 days post CCI) (Fig. 1a). 

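The constriction injury ties loose ligatures around the sciatic nerve, so that the nerve swells, its fibres degenerate and it is then repaired. Cells were dissociated from the nerves of 3 naive rats and of 4, 7 and 4 rats killed 3, 12 and 60 days after the injury, and their polyadenylated RNA was captured from the 3′ end in droplets on the 10x Genomics platform, where a molecular identifier marks each captured molecule. The authors made 33 libraries, aligned the reads to the rat genome build Rn6 with Cell Ranger 3.0.0 and deposited a table of molecule counts (UMI counts) per library, with 128214 barcodes in all. Where an animal had a second library, both were summed, since they are technical repeats of 1 animal. Barcodes with 200 to 5500 genes and under 10% mitochondrial counts were kept, as in the paper, which left 116914 cells. From these, 3768 putative doublets (3.22%) were removed. The remaining 113146 cells were corrected for differences between libraries with Harmony, clustered, and named by marker genes; the markers, gene lists, main tests and most alternatives were written down before the data were examined. Some checks were added later, and the rule that turns markers into cluster names was revised while looking at the clusters. A named class was given to 104680 cells.
Gene expression was compared between animals, not cells. The counts of a class were summed per animal and fitted with edgeR, and each injury time was compared with naive by a two-sided quasi-likelihood test, adjusted over all genes of the class by Benjamini and Hochberg. Fold changes are on the log2 scale against naive, and levels are CPM (counts scaled to the same total in every animal and class) as mean ± SD over animals, with n = 3 naive animals and 4, 7 and 4 animals at day 3, 12 and 60 unless another n is given. For a list of genes, the set was also tested with camera. Shares of cells were compared as log2 odds with limma, also over animals and two-sided. The naive libraries were the shallowest, with 4438606 to 8922765 UMIs each, against 11505897 to 29570340 at day 3, 25002045 to 46944245 at day 12 and 12737915 to 27183498 at day 60. For shares of cells that carry marker genes, each cell was therefore thinned to 1000 UMIs, and cells with fewer were left out. This removed 563 of 2702 naive Schwann cells against 54 of 8549 at day 12, so the cells behind these shares are not an even sample of the groups. Naive and day 3 libraries share a batch in the sample names, day 12 libraries fall in that batch and in another, and all day 60 libraries form a batch of their own, so that batch and time cannot be told apart at day 60.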

We chose these timepoints based on the development of mechanical allodynia and thermal hyperalgesia in the CCI model present at day 3, 12, and 60 post-injury^10–12^. At day 3 and 12, early and late phases of acute inflammation, respectively, is also relevant for the development of edema, cell infiltration, and proliferation. At day 60 post-injury, acute inflammation have subsided, some animals may experience a partial recovery of nociceptive hypersensitivity, but scarring of nerve persists. To ensure only tissue-adherent cells were profiled, but not circulating cells, we transcardially perfused the animals before tissue extraction, which resulted in a near elimination of red blood cells indicative of removal of circulating blood cells (Supplementary Fig. 1). 

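Few cells were named red blood cells, while hemoglobin RNA was seen in more cells, most of all at day 3. A single erythrocyte cluster of 97 cells was removed, with 1 naive cell and 40, 36 and 20 at day 3, 12 and 60. Hbb, a beta chain of hemoglobin, reached 3 or more UMIs in 9 of 10797 naive cells (0.0834%), 295 of 19396 cells at day 3 (1.52%), 63 of 55226 at day 12 (0.114%) and 32 of 27727 at day 60 (0.115%). Hba-a2, an alpha chain, reached that level in more cells, 2.10%, 20.6%, 4.37% and 3.68% in the same order. Alas2, the heme synthesis enzyme of red blood cell precursors, reached it in 0 of 10797 naive cells, which allows a share of up to 0.0278%, and in 27, 42 and 17 cells after injury. A cell with hemoglobin UMIs need not be a red blood cell, and no background share was set for RNA from broken cells. The limit covers counting error only.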

From each timepoint, we sampled between 10,351 and 62,101 cells, and between 3 and 7 biological replicates (Supplementary Table 1) totaling 112,521 cluster-assigned cells for the entire dataset. 

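Day 12 contributed the most cells and naive nerve the fewest. Cells kept after removal of doublets numbered 10797 in naive nerve, 19396 at day 3, 55226 at day 12 and 27727 at day 60. The filters removed 2254 barcodes for few genes, 144 for many genes and 9675 for mitochondrial counts. Doublets made up 1.80%, 2.57%, 3.85% and 2.97% of the cells in the order of time.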

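Cells from injured nerve held more genes and molecules than cells from naive nerve. The median cell of a named class held 982 genes and 2244 UMIs in naive nerve, 1748 genes and 6098 UMIs at day 3, 1929 and 6521 at day 12, and 1648 and 5223 at day 60. Over all times the median cell held 1725 genes, and the median of the cluster medians was 1579 genes.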

We achieved high-quality data enabling us to identify ~2600 median genes per cluster across the entire dataset (Supplementary Fig. 1). Given the high number of cells and multiple timepoints assayed, our annotation strategy consisted of first using unsupervised clustering of all cells from all timepoints to classify every cell as a member of a major cell group (Fig. 1b), and then subsequently re-cluster individual major cell groups to explore biology within them.

**Fig. 1:**
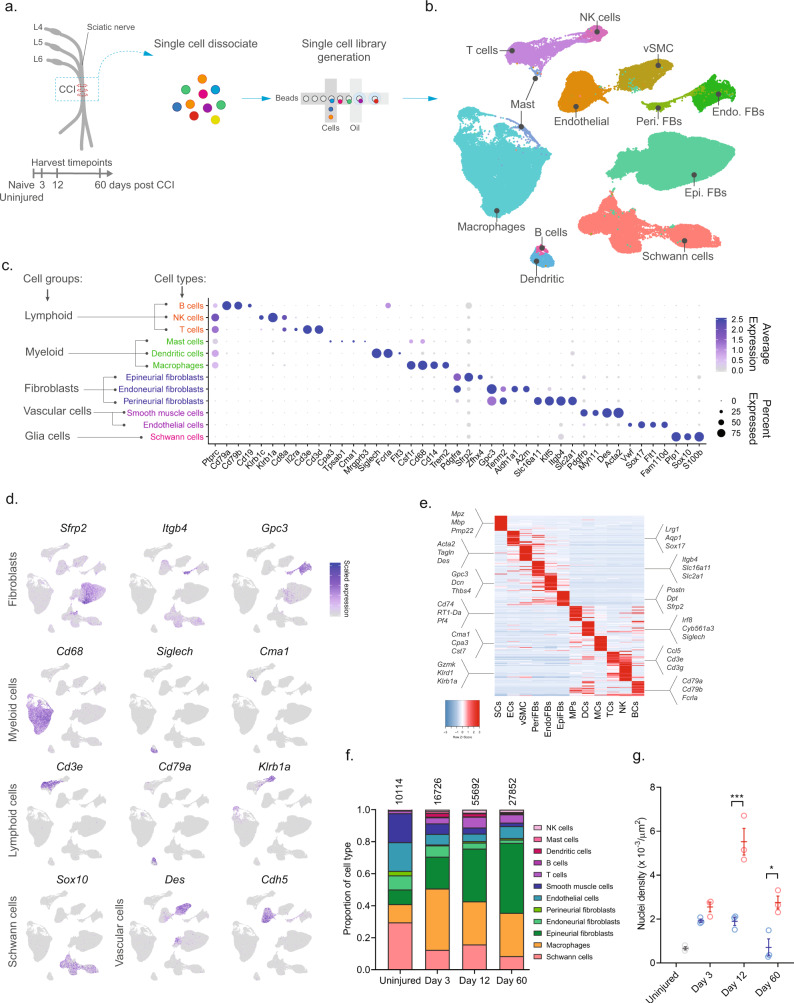
Classification of major cell types within rat sciatic nerve. **a** Experimental outline of dissociation of sciatic nerve from naive animals and from CCI injured animals at 3, 12, and 60 days post-injury. **b** UMAP plot of clustered cells from all timepoints (*n* = 112,521 cells, *n* = 33 10X libraries, *n* = 18 animals, *n* = 4 timepoints). **c** Dot plot of scaled expression of genes differentiating major cell types and classification of their group. **d** Feature plot of cell type markers. Cells plotted in random order. **e** Heat map displaying scaled expression of top 20 differentially expressed genes among major cell types using cluster average expression values. **f** Proportion of cell types in scOmics data at each timepoint. **g** Nuclei density in nerve tissue at each timepoint quantified by histology (blue = contralateral, red = ipsilateral, gray = uninjured, individual values and mean ± SD, *n* = 5 technical replicates per animal, *n* = 3 animals, two-way ANOVA with Sidak’s multiple comparisons test, ***p < 0.0001, *p < 0.0035).

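The nerve held Schwann cells, fibroblasts of its 3 sheaths, blood vessel cells and immune cells, each set apart by marker genes of known function. Schwann cells expressed the myelin gene Mbp. Epineurial fibroblasts expressed Sfrp2 and Dpt, endoneurial fibroblasts Apod and Gpc3, and perineurial fibroblasts the tight junction gene Cldn1 and the integrin gene Itgb4. Endothelial cells expressed the junction gene Cdh5, vascular smooth muscle cells the contractile genes Myh11 and Acta2, and pericytes Rgs5. Macrophages expressed the complement gene C1qa and the lysozyme gene Lyz2, T cells the receptor gene Cd3e, NK cells Nkg7 and B cells the receptor gene Cd79a. The classes held 14837 Schwann cells, 35465 epineurial, 4498 endoneurial and 1163 perineurial fibroblasts, 4479 endothelial cells, 1717 smooth muscle cells, 3799 pericytes and 27388 macrophages or monocytes. There were 5533 T cells, 1717 NK cells and 274 B cells. Cells left without a name, mixed or removed made up 7.48% of all cells, and 11.9%, 15.0%, 4.38% and 6.69% of the cells of naive nerve and of day 3, 12 and 60.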

Unsupervised clustering identified 32 clusters (Supplementary Figs. 2 and 3) that based on known markers and differentially expressed genes could be classified into five major cell groups described as lymphoid cells (B cells, NK cells, and T cells), myeloid cells (dendritic cells, mast cells, and monocytes), fibroblasts (epineurial, perineurial, and endoneurial fibroblasts), vascular cells (smooth muscle cells and endothelial cells), and Schwann cells (Fig. 1c–e). Using this approach, we classified >99% of the cells. Each cell type comprised cells from all timepoints, except for a very small group of cells which we termed mast cells based on markers expressed in the uninjured state (Supplementary Fig. 4). 

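Most classes held cells of every time, and neutrophils held none from naive nerve. Mast cells, which carry the proteases Cma1 and Cpa3, numbered 6 in naive nerve and 21, 36 and 10 at day 3, 12 and 60. Neutrophils, marked by S100a8 and S100a9, numbered 0 of 9517 named naive cells, which allows a share of up to 0.0315%, and 174, 187 and 20 after injury. Plasmacytoid dendritic cells went from 7 naive cells to 405 and 1024 cells.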

The resulting identification of cell types was consistent with previously published descriptions of the cellular anatomy of sciatic nerve, suggesting our protocols recovered cells irrespective of type. We did not recover neurons, for which the cell body reside in the dorsal root ganglion and were not within scope of the current effort and have been published elsewhere^13^.

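No cluster took the name of neurons, although the neurofilament gene Nefl was among the 10 leading genes of 2 Schwann clusters. Of 113146 cells, 715 (0.632%) carried 3 or more of 7 neuronal markers, and 547 of these were Schwann cells. In these 715 cells Rbfox3, a nuclear protein of neurons, was seen in 11 and the synaptic gene Snap25 in 12. Prph, a filament gene of peripheral neurons, was in 161, and the neurofilament genes Nefl and Nefm, Tubb3 and Uchl1 were in 493, 499, 505 and 547. Such cells numbered 4 in naive nerve, 144 at day 3, 563 at day 12 and 4 at day 60.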

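Vascular cells were the largest group of the naive nerve, ahead of Schwann cells and fibroblasts, and lymphoid cells the smallest. As means over the 3 naive animals, vascular cells made up 34.7% ± 4.75 (SD) of named cells, Schwann cells 26.6% ± 7.73, fibroblasts 24.3% ± 4.34, myeloid cells 12.3% ± 2.60 and lymphoid cells 2.19% ± 0.592. Schwann cells varied most between the animals, from 17.8% to 32.2%. Among single types, endothelial cells made up 14.6% ± 2.00, pericytes 10.5% ± 0.683 and macrophages and monocytes 11.8% ± 2.47.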

In the naive nerve, we identified 36.1% vascular cells, 29.6% Schwann cells, 20.6% fibroblasts, 11.5% myeloid cells, and 2.2% lymphoid cells. 

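Injury raised the share of immune cells and epineurial fibroblasts and lowered that of vascular cells, Schwann cells and the fibroblasts inside the nerve fascicles. Myeloid cells went from 12.3% of the named cells in naive nerve to 39.6% ± 4.37 (SD, n = 4) at day 3, the highest of any time (log2 odds ratio 2.25, adjusted p = 1.28e-08, 4 of 4 animals beyond every naive animal). Lymphoid cells, the T, B, NK and innate lymphoid cells, reached 9.47% ± 3.51 (SD, n = 7) at day 12 (log2 odds ratio 2.18, adjusted p = 6.13e-06, 7 of 7 animals beyond every naive animal). Vascular cells fell to 11.2% ± 4.07, 6.59% ± 1.42 and 6.72% ± 1.38 at day 3, 12 and 60 (log2 odds ratios -2.14, -2.93 and -2.90, adjusted p = 2.62e-06, 1.28e-08 and 5.24e-08). Schwann cells, which wrap axons, fell to 14.1% ± 7.07, 15.4% ± 4.37 and 6.26% ± 2.14 (adjusted p = 0.0140, 0.0213 and 3.5e-05). Fibroblasts made up 29.3% ± 6.29 at day 3, which did not pass the test (adjusted p = 0.189), 38.6% ± 5.37 at day 12 (log2 odds ratio 0.97, adjusted p = 9.44e-04, 7 of 7 animals beyond every naive animal) and 50.9% ± 4.18 at day 60 (log2 odds ratio 1.71, adjusted p = 7.04e-06, 4 of 4 animals beyond every naive animal).
The fall of Schwann cells was not past the threshold at day 3 in the exact permutation test (adjusted p = 0.122, with 0.0286 the smallest unadjusted p that 3 animals against 4 allow), with the stricter cell filter of 500 genes and 5% mitochondrial counts (adjusted p = 0.0853) or without naive animal 22, naive animal 24 or day 3 animal 6 (adjusted p = 0.0549, 0.0708 and 0.0529). At day 12 it was lost without naive animal 22 or 24 (adjusted p = 0.0859 and 0.113) and within the batch that holds naive and day 3 libraries (adjusted p = 0.114), as was the rise of fibroblasts (adjusted p = 0.180). With libraries in place of animals the share of fibroblasts at day 3 passed the test (adjusted p = 0.0384), and with the stricter filter the share of myeloid cells at day 60 went the other way (log2 odds ratio -0.22, against 1.51). All of these are shares of the cells recovered, not numbers of cells in the tissue.

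**Figure D1:**
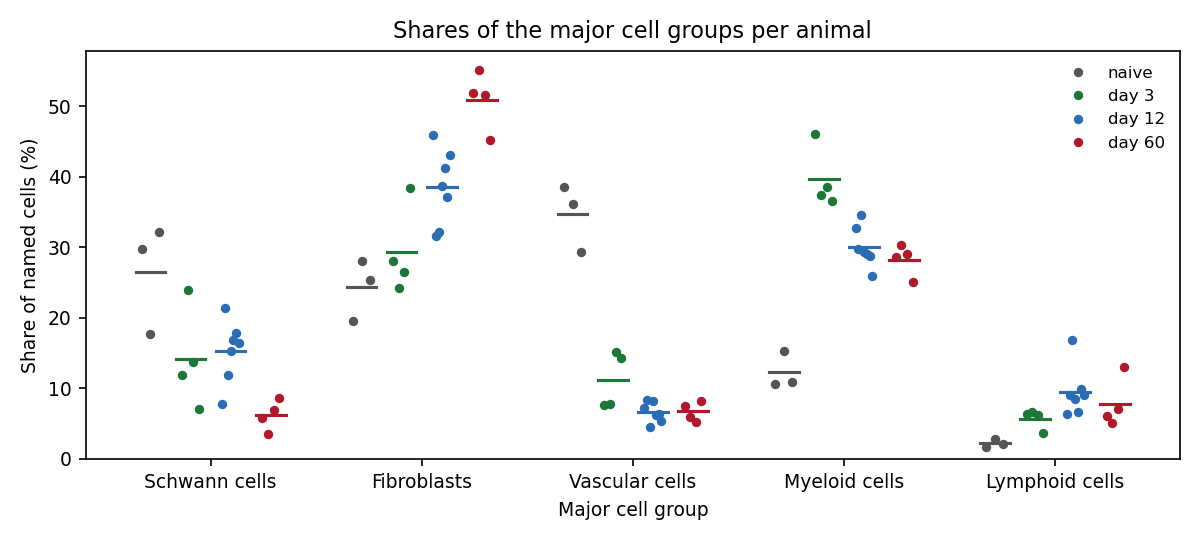
Share of each of the 5 major cell groups among named cells, in percent, with 1 point per animal and a bar at the mean, in naive nerve (n = 3) and at day 3 (n = 4), day 12 (n = 7) and day 60 (n = 4). Vascular cells stand lower in every injured animal than in every naive animal, and myeloid cells higher.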

While every major cell type was represented at each timepoint, there were significant changes in the proportion among them after injury (Fig. 1f). Importantly, using histology we determined that a significant increase in cell density was elicited by injury at days 12 and 60 (Fig. 1g), which may be explained by infiltration and proliferation of cells and should factor into the interpretation of relative proportion of type in Fig. 1f.

### Schwann cells respond to injury by proliferation and differentiation into a transient repair-like phenotype

To explore biology within cellular subtypes in each major cell group including cell proliferation and infiltrating types before and after injury, we next subclustered individual cell groups across all timepoints. We first subclustered the Schwann cell group (16,259 cells) and identified 15 clusters all of which expressed pan-Schwann cell markers (*S100b* and *Sox10*), except for cluster 9 (746 cells) which comprised putative doublets (Fig. 2a and Supplementary Fig. 5). Based on known markers, we were able to further classify each cluster into one of the following subtypes: myelinating Schwann cells (*Prx*^14^), non-myelinating Remak Schwann cells (*Gfap*^15^), dividing Schwann cells (*Mki67*^16^), repair cells (*Ngfr*, also known as p75NTR^17^), as well as a cluster of cells we termed transition cells (Fig. 2b, c and Supplementary Fig. 5). All the Schwann cell subtypes expressed specific gene signatures further supporting they are subtypes, except for the transition type, which likely consisted of multiple transitional phenotypes with a temporal signature (Fig. 2d, e).

**Fig. 2:**
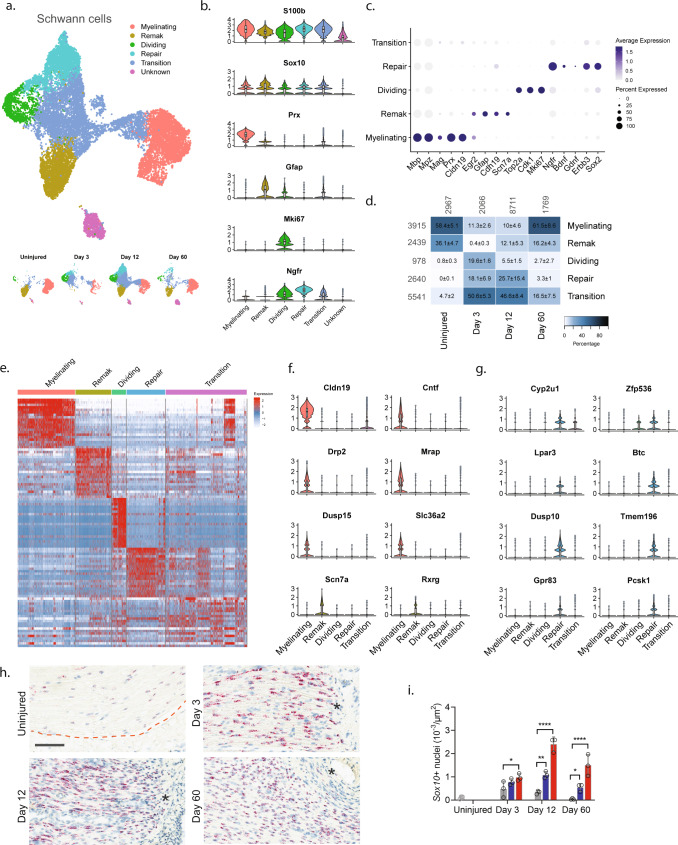
Identification of molecular subtypes of Schwann cells in naive and injured nerve. **a** UMAP plot of Schwann cells from all timepoints (*n* = 16,259 cells). Top: All timepoints. Bottom: Individual timepoints. **b** Violin plot with boxplot overlay and outliers (dots) of markers identifying Schwann cell subtypes across all timepoints. **c** Dot plot of scaled expression of markers identifying subtypes. **d** Heat map of the distribution (percentage) of each subtype normalized to each timepoint. Mean ± SD superimposed on each cell. Left row labels and top column labels indicate cell number in cluster and timepoint, respectively. **e** Heat map displaying scaled expression of top 20 differentially expressed genes among Schwann cell subtypes across all timepoints. Expression is scaled. **f** Violin plot with boxplot overlay and outliers (dots) of specific markers identifying myelinating and Remak Schwann cell subtypes among Schwann cells. **g** Violin plot with boxplot overlay and outliers (dots) of specific markers identifying Repair Schwann cell subtypes among Schwann cells. **h** ISH of *Sox10* RNA on uninjured and injured (3, 12, and 60 days post CCI) nerve. Dashed line indicates the perineurial barrier with the endoneurium above. Injured timepoints show only endoneurium and asterisks indicate ligature-induced necrosis. Scale bar, 100 µm. **i** Bar chart with dots of *Sox10* + nuclei density in uninjured (dark gray), contralateral (light gray), ipsilateral whole area (blue), and ipsilateral proximal to necrotic area (red) (*n* = 3 animals, mean ± SD, two-way ANOVA with Dunnett’s multiple comparison test, *p < 0.05, **p < 0.01, ****p < 0.0001).

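Most Schwann cells of the naive nerve carried myelin genes, and a smaller part carried genes of the Remak cells that bundle small axons without making myelin. After thinning to 1000 UMIs, 93.3% ± 2.98 (SD, n = 3) of naive Schwann cells had 2 or more of the myelinating markers, among them Mbp, Prx and Mag, which encode myelin proteins, and Egr2, which encodes a regulator of myelination. Remak markers, among them the intermediate filament gene Gfap and the adhesion genes Ncam1 and L1cam, reached 2 or more in 11.1% ± 6.26. Myelin transcripts were also found in cells that do not make them: 11.2% ± 6.69 of naive fibroblasts and 14.2% ± 7.17 of naive macrophages passed the same test, against 0.374% and 0.353% at day 3. The median UMIs per cell of the naive animals had a median of 1455 in Schwann cells and 2937 in fibroblasts. By cluster, 51.7% ± 4.87 of naive Schwann cells lay in myelinating and 37.6% ± 3.52 in Remak clusters; the cluster shares rest on the markers that named the clusters, and on a bound on the subtype score that was raised with the paper's Remak shares in view.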

In naive nerve, 94% of Schwann cells classified as either myelinating (58.4%) or non-myelinating Remak Schwann cells (36.1%) (Fig. 2d). 

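Few naive Schwann cells carried genes of cell division. Of 2139 naive Schwann cells thinned to 1000 UMIs, 18 had 2 or more of Mki67, Top2a, Cdk1, Birc5, Ccna2 and Cenpf, which act in DNA replication and mitosis, a mean of 0.962% ± 0.462 (SD, n = 3). In other naive classes the same test found 0.364% ± 0.242 of fibroblasts, 0.630% ± 0.801 of macrophages, 0.500% ± 0.209 of endothelial cells and 0.586% ± 0.644 of smooth muscle cells and pericytes.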

We furthered identified 0.8% dividing Schwann cells and 4.7% transitional cells suggesting that ~1% of Schwann cells undergo homeostatic renewal in naive nerve. We also identified several markers that were selective to naive Remak and myelinating Schwann cells, respectively, compared to all Schwann cell subtypes and all major cell types across all timepoints. In myelinating Schwann cells, we identified 14 markers which included *Prx* and several other markers harboring a more selective profile including *Cldn19*, *Cntf*, *Drp2*, *Mrap*, *Dusp15*, and *Slc36a2* (Fig. 2f and Supplementary Fig. 6). 

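Genes that had no part in naming the clusters separated the myelinating from the Remak clusters of naive nerve. All 6 tested for the myelinating side were higher there: Cldn19, a tight junction protein of myelin (log2 fold change 5.25, standard error 0.17, adjusted p = 3.14e-38), Cntf, a trophic factor for neurons (3.65), Drp2, which links myelin to the basal lamina (5.07), Mrap, an accessory protein of melanocortin receptors (6.16), the phosphatase gene Dusp15 (5.84) and the amino acid transporter gene Slc36a2 (6.35). Cldn19 stood at 1148 ± 52.5 CPM in myelinating clusters and at 30.4 ± 11.2 in Remak clusters (SD, n = 3), and each of these genes was higher in 3 of 3 animals. Prx was among the markers that named the clusters. In all Schwann cells together, the 6 genes fell at day 3, Mrap from 539 ± 258 to 54.0 ± 2.60 CPM (log2 fold change -3.30, standard error 0.45, adjusted p = 1.72e-05, 4 of 4 animals below every naive animal) and Cntf with a log2 fold change of -2.64.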

Surprisingly, while *Gfap* could be identified as a Remak subtype marker, we failed to identify any markers with properties better than *Gfap* in terms of higher selective expression compared to other Schwann subtypes and all major cell groups. However, markers that were similar to *Gfap* included *Rxrg*, *Grin2b*, *Fxyd7*, *Ninj2*, and *Scn7a*^18^ (Fig. 2f and Supplementary Fig. 6).

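The Remak side was set apart as clearly by genes held out of the naming. Scn7a, a sodium channel gene, was at 9.64 ± 5.71 CPM in myelinating and 561 ± 120.3 in Remak clusters of naive nerve (log2 fold change -5.99, standard error 0.20, adjusted p = 7.1e-38). The retinoid receptor gene Rxrg (-6.13), the glutamate receptor gene Grin2b (-3.97), Fxyd7, a regulator of the sodium pump (-4.34), and Ninj2, an adhesion protein (-5.02), were also higher in Remak clusters, each in 3 of 3 animals. Counting both sides, 11 of 11 held-out genes passed. Gfap, which helped to name the clusters, fell in all Schwann cells together, with log2 fold changes of -1.46, -1.79 and -2.38 at day 3, 12 and 60, and so did Ninj2 (-3.70, -3.52 and -2.66).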

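Over all Schwann cells, myelin and sterol synthesis genes were lower after the injury and genes of cell division were higher. Trophic factor genes split, with more of them higher than lower. Myelinating clusters held 51.7% of Schwann cells in naive nerve and 10.3% at day 3. Values over the class therefore also carry the change in its mix of clusters. Of 9979 genes tested, 5167 changed at day 3 (2561 higher, 2606 lower), 4636 at day 12 and 1954 at day 60. The largest rises at day 3 were in Cd24, a surface glycoprotein (6.02), Pcsk1, a protease that matures prohormones (5.74), Runx2, a transcription factor known from bone (5.21), Ptprn, a protein of secretory granules (5.01), and Pmepa1, a target of TGF-beta signaling (4.86). The largest falls were in Sfrp5, a secreted inhibitor of Wnt signaling (from 942 ± 168 to 22.1 ± 11.9 CPM, log2 fold change -5.40, standard error 0.58, adjusted p = 1.61e-06, 4 of 4 animals below every naive animal), the lipid transporter gene Abca8a (-5.26), Irf1, a transcription factor of the interferon response (-4.89), Cnmd (-4.80) and Sparcl1 (-4.40).
Of 18 myelin genes, 17 fell at day 3 and 17 at day 12, and 2 at day 60, with the same counts adjusted over the list alone (17, 17 and 2). Their median log2 fold changes were -3.03, -1.75 and -0.28, and the set call is lost with an estimated correlation (adjusted p = 0.160 and 0.326 with an estimated correlation at day 3 and 12). Ugt8, the enzyme that makes the main glycolipid of myelin, had log2 fold changes of -2.78 at day 3 and -1.67 at day 12, and Egr2, the transcription factor that drives myelination, -1.80 at day 12. Sterol synthesis, which supplies the cholesterol of myelin, fell with them: 19, 18 and 14 of 19 genes were lower at day 3, 12 and 60 (19, 19 and 17 adjusted over the list alone; adjusted p = 0.130, 0.169 and 0.215 with an estimated correlation). Hmgcs1, which makes the precursor of the sterol pathway, fell from 947 ± 50.4 to 61.9 ± 9.96 CPM (log2 fold change -3.94, standard error 0.28, adjusted p = 6.61e-09, 4 of 4 animals below every naive animal). Cyp51 and Tm7sf2, enzymes of later steps, stood at -2.28 and -2.01 at day 3.
Genes of the immediate-early response, which stimulation and tissue handling both induce, were lower too, 12 of 13 at day 3 and 13 at day 12 (12 and 13 adjusted over the list alone; adjusted p = 0.0908 and 0.0292 with an estimated correlation). Egr1, Fosb and Btg2, all regulators of transcription or growth, stood at -3.16, -3.42 and -3.71 at day 3. Trophic factor genes split at day 3 into 6 higher and 1 lower of 12, and at day 12 into 9 and 2 (6, 1, 9 and 2 adjusted over the list alone; adjusted p = 0.393 and 0.334 with an estimated correlation). Mdk, a growth factor for neurites, rose from 16.4 ± 4.01 to 159.7 ± 31.8 CPM (log2 fold change 3.31, standard error 0.38, adjusted p = 1.93e-06, 4 of 4 animals above every naive animal), and Tgfb1 by 2.38. Glycolytic genes split into 7 higher and 2 lower of 13 at day 3 (7 and 2 adjusted over the list alone; adjusted p = 0.187 with an estimated correlation), with Pgk1 at 1.85 and Eno1 at 1.58. Of 85 ribosomal protein genes, 72 were higher at day 3 (72 adjusted over the list alone), with a median of 0.92 and Rps2 at 1.74 (adjusted p = 0.160 with an estimated correlation).
Genes of other cell types moved in Schwann cells too. Of 10 contractile genes of vascular muscle, 9 fell at day 3 (10 adjusted over the list alone; adjusted p = 0.160 with an estimated correlation), Myh11 from 24.1 ± 6.65 to 2.46 ± 1.16 CPM, at the time when the share of vascular cells was at 11.2% against 34.7%. With the strict cell filter 172 genes changed at day 60 and 1245 with the first library of each animal alone.

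**Figure D2:**
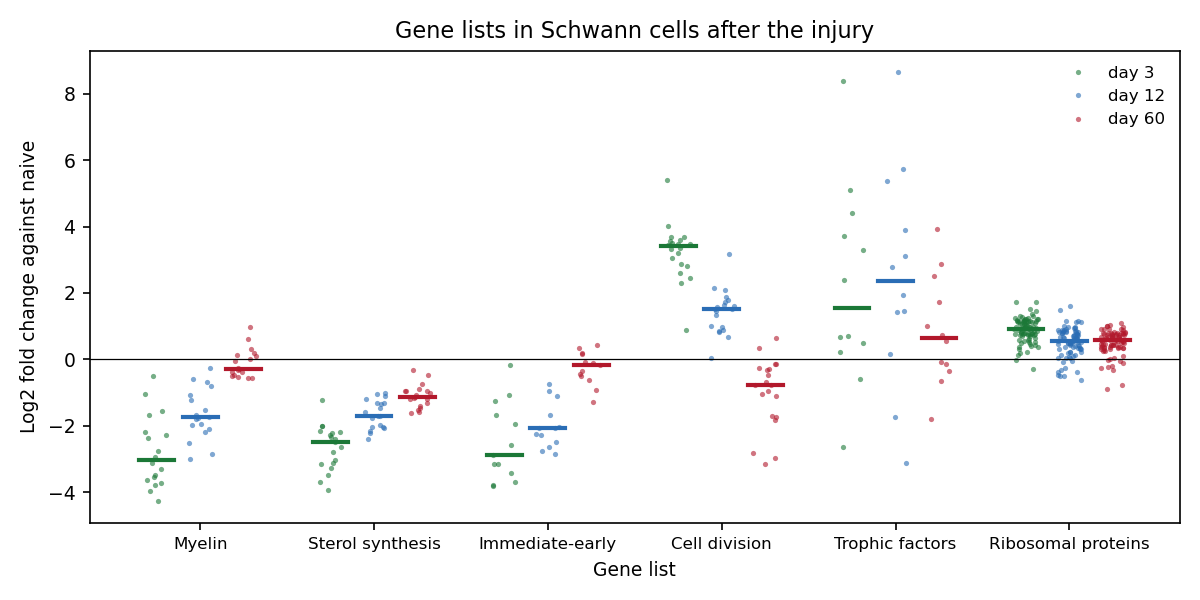
Log2 fold change against naive of each gene of 6 lists in Schwann cells at day 3, 12 and 60, with 1 point per gene and a bar at the median. Myelin and sterol synthesis genes lie below 0 at day 3 and 12, with myelin medians of -3.03 and -1.75, and cell division genes above 0, with medians of 3.40 and 1.52.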

Interestingly, Schwann cell clusters displayed strong temporal patterning, suggesting that injury triggers molecular changes in Schwann cells. In particular, injury induced the emergence of a transient repair type and a steep increase among dividing Schwann cells (Fig. 2a, d). At day 3 after injury, there was a significant change in the proportion of Schwann cell subtypes including an increase in dividing cells from ~1% to ~20%. This was consistent with histological analysis demonstrating an increase in the density of *Sox10* + nuclei within the endoneurium after injury (Fig. 2h, i). 

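The share of Schwann cells with genes of cell division rose at day 3. It reached 11.2% ± 0.468 (SD, n = 4) in cells thinned to 1000 UMIs (log2 odds ratio 3.70, adjusted p = 1.03e-06, 4 of 4 animals above every naive animal). The size depends on the measure. Without thinning the share was 31.2% at day 3 and 1.13% in naive nerve, and dividing clusters held 37.3% and 2.06%. All 20 of 20 cell division genes rose over the class (20 adjusted over the list alone; adjusted p = 0.133 with an estimated correlation). Mki67, the marker of cycling cells, went from 9.63 ± 0.905 to 104 ± 6.28 CPM (log2 fold change 3.47, standard error 0.46, adjusted p = 7.91e-06, 4 of 4 animals above every naive animal). Tpx2, which builds the mitotic spindle, and Aurkb, a mitotic kinase, rose by 3.19 and 3.46, and Mcm2, a part of the helicase of DNA replication, by 2.60. In endoneurial fibroblasts the same test found 0.187% of cells at day 3.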

The surge of dividing cells coincided with emergence of a neighboring cluster to the dividing one. This injury-specific subtype comprised ~18% of all Schwann cells at day 3 and expressed *Ngfr* consistent with previously described repair cells^19,20^. These injury-specific repair cells could be distinguished from others by many differentially expressed genes (Fig. 2e, g and Supplementary Fig. 7). 

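Ngfr, the neurotrophin receptor p75, rose in Schwann cells from 44.8 ± 17.8 to 855 ± 121 CPM at day 3 (log2 fold change 4.16, standard error 0.51, adjusted p = 6.32e-06, 4 of 4 animals above every naive animal). At day 12 it stood at 590.4 ± 241 CPM (log2 fold change 3.62), and at day 60 at 105 ± 61.3, which did not pass the test (adjusted p = 0.132). Cells with 2 or more of the markers Ngfr, Shh, Gdnf, Olig1, Runx2, Fgf5 and Gap43 made up 0.0590% ± 0.103 of naive Schwann cells and 7.51% ± 2.75 at day 3 (log2 odds ratio 5.80, adjusted p = 1.08e-10). Fibroblasts, with more UMIs per cell, reached 0% and 0.383% by the same test. Median depths were 7250 UMIs in Schwann cells and 11503 in fibroblasts at day 3. Of 15 genes listed for repair cells, 8 were higher and 4 lower at day 3 (8 and 4 adjusted over the list alone; adjusted p = 0.656 with an estimated correlation). Among the lower ones was Jun, a transcription factor of the repair response that is also an immediate-early gene, which went from 1216 ± 141 to 505 ± 102 CPM (log2 fold change -1.27).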

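At day 12, genes held out of the naming marked the repair clusters against the other Schwann clusters, and at day 3 part of them did. Of 10 held-out genes, 9 were higher in repair clusters at day 12 (n = 7). At day 3, 6 of 9 tested were higher and 1, Pcsk1, was lower (log2 fold change -0.78, n = 4). Without the Harmony correction, 3 were higher at day 3 and 4 lower. The transcription factor gene Sox2 was higher in repair clusters by 0.78 (standard error 0.05, adjusted p = 8.56e-13) at day 12.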

While repair cells were abundant after injury, only one cell among all naive Schwann cells classified as a repair cell, emphasizing that the repair cluster was injury specific. However, the repair subtype was only transient, emerging at 3 days (~18%), persisting at 12 days (~26%), and only sparsely present at 60 days (~3%). 

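Cells with repair markers remained at day 12 and were few at day 60. By 2 or more of the repair markers, 6.80% ± 3.24 (SD, n = 7) of Schwann cells were positive at day 12 (log2 odds ratio 5.56, adjusted p = 4.17e-11) and 0.951% ± 0.658 (SD, n = 4) at day 60 (log2 odds ratio 2.76, adjusted p = 1.36e-04). By cluster, 0.0830% of naive Schwann cells lay in repair clusters, and 14.0%, 24.4% and 0.765% at day 3, 12 and 60. The small rise at day 60 was not past the threshold with 1 or more markers (log2 odds ratio 0.95, adjusted p = 0.0616) or with 3 or more (0.77, adjusted p = 0.405).
Between day 3 and day 12, 4374 genes changed in Schwann cells, 2208 up and 2166 down. Myelin genes came back in part, with 12 of 18 higher at day 12 (13 adjusted over the list alone; adjusted p = 0.593 with an estimated correlation) and Mag, an adhesion protein of myelin, at 2.50 (6 of 7 animals above every day 3 animal). Of 20 cell division genes, 20 fell (20 adjusted over the list alone; adjusted p = 0.0811 with an estimated correlation), Plk1 and Ccna2 with log2 fold changes of -2.23 and -2.50. Of 13 glycolytic genes, 11 fell (11 adjusted over the list alone; adjusted p = 0.0129 with an estimated correlation). Among the largest falls were Hmox1, which degrades heme (-3.51), the alarmin gene Il33 (-3.35), Igfbp5 (-3.37) and the peptide gene Ucn2 (-2.61). Ednrb, an endothelin receptor, rose from 11.7 ± 4.36 to 103 ± 22.1 CPM (log2 fold change 3.15, standard error 0.27, adjusted p = 1.28e-07, 7 of 7 animals above every day 3 animal). Csrp2, Kif19, the matrix protein gene Postn and the cell cycle inhibitor gene Cdkn1c rose by 2.91, 2.70, 2.68 and 2.65. With batch 5 alone 2512 genes changed, and 2183 with the strict cell filter.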

Interestingly, dividing cells followed a similar pattern (0%, ~20%, ~6%, and ~2% at naive, 3, 12, and 60 days post injury, respectively). 

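Dividing Schwann cells declined after day 3. They made up 2.80% ± 1.14 (SD, n = 7) at day 12, still above naive (log2 odds ratio 1.50, adjusted p = 0.0136), and 0.343% ± 0.396 (SD, n = 4) at day 60 (log2 odds ratio -1.44, adjusted p = 0.0300). Without naive animal 22 the day 12 value was not past the threshold (adjusted p = 0.0913). The fall below naive at day 60 was lost without naive animal 23 or day 60 animal 33 or 34 (adjusted p = 0.149, 0.0689 and 0.151), without thinning (adjusted p = 0.126) and with 1 or more markers (adjusted p = 0.0613). Over all Schwann cells, 14 of 20 cell division genes were higher at day 12 and 0 at day 60 (14 and 0 adjusted over the list alone, with 0 lower at day 60; adjusted p = 0.417 with an estimated correlation at day 12). Mki67 stood at a log2 fold change of 1.51 at day 12 and -0.31 at day 60 (adjusted p = 0.785).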

At day 60 post-injury, the proportion of Remak and myelinating Schwann cells had been partially replenished, suggesting that injury triggers cell division and a transient repair cell type in Schwann cells.

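By day 60 myelin expression was near its naive level, and part of the lipid and Remak genes was not. Cells with 2 or more myelin markers made up 32.4% ± 5.18 (SD, n = 4) of Schwann cells at day 3 (log2 odds ratio -4.97, adjusted p = 1.08e-10), 68.0% ± 5.65 (SD, n = 7) at day 12 (log2 odds ratio -2.80, adjusted p = 2.95e-06) and 93.8% ± 2.37 (SD, n = 4) at day 60 (adjusted p = 0.902). Prx, a scaffold protein of myelin, stood at log2 fold changes of -3.50, -1.52 and 0.13 (adjusted p = 0.882 at day 60). Cells with 2 or more Remak markers made up 12.9% ± 2.35 at day 3 and 13.5% ± 1.74 at day 12, neither past the threshold (adjusted p = 0.573 and 0.477), and 5.12% ± 2.51 at day 60 (log2 odds ratio -1.21, adjusted p = 0.0467). Among the largest changes at day 60 were rises of Gpx3, an extracellular antioxidant enzyme (3.22), Fn1, fibronectin (2.95), and Dpt (2.93), and falls of Cenpf (-2.81, a call lost under 6 of 9 alternatives) and Itm2a (-2.27). Dpt is also a marker of the epineurial fibroblasts, whose share was highest at day 60, and C1qa and C1qc, marker genes of macrophages, were higher by 2.49 and 2.44, as were 6 of 10 complement genes (9 adjusted over the list alone; adjusted p = 0.215 with an estimated correlation).
Without thinning, the myelin share at day 12 went the other way (log2 odds ratio 0.85) and the share at day 60 was past the threshold (1.35), and the Remak share passed the threshold as a rise at day 3 (3.20) and day 12 (2.86). The fall of the share with Remak markers at day 60 was lost without thinning (adjusted p = 0.417) and with 1 or more markers (adjusted p = 0.0673), and without naive animal 22 or day 60 animal 31 or 33 (adjusted p = 0.200, 0.0933 and 0.153). From the loss and return of myelinating and Remak cells with a passing repair type in between, the paper proposes that the injury sets off division of Schwann cells and a short-lived repair state.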

We next looked for differentially expressed markers that would selectively label repair cells in injured nerve. 

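In all Schwann cells together, genes tied to pain signaling or to injured Schwann cells rose at day 3 or day 12. Pcsk1 rose from 1.13 ± 0.977 to 60.2 ± 35.2 CPM at day 12 (log2 fold change 6.16, standard error 1.02, adjusted p = 1.39e-04, 7 of 7 animals above every naive animal), Btc, a ligand of epidermal growth factor receptors, by 4.31 at day 3 and 3.50 at day 12, and Lpar3, a receptor for lysophosphatidic acid, by 2.49 and 2.46. The phosphatase gene Dusp10 rose by 3.88 and 3.71, and Tmem196 by 3.30 and 4.77. Gpr83, a G protein-coupled receptor, was at 0.130 ± 0.225 CPM in naive nerve and at 53.4 ± 20.4 at day 12 (adjusted p = 3.43e-06). Cyp2u1, a fatty acid hydroxylase, and the transcription factor gene Zfp536 did not pass the test at day 3 (log2 fold changes 0.05 and 0.11, adjusted p = 0.823 and 0.711) and rose by 0.66 and 1.05 at day 12. Within day 12, repair clusters exceeded the other Schwann clusters for Dusp10 (log2 fold change 2.30, standard error 0.16, adjusted p = 7.54e-06), Tmem196 (2.34), Pcsk1 (1.98), Btc (1.67), Lpar3 (1.26), Zfp536 (0.98) and Cyp2u1 (0.89), and Gpr83 missed the threshold (1.11, adjusted p = 0.0539).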

Among the 15 most selective genes, we identified several with a known role in neuropathic pain (*Cyp2u1* and *Lpar3*^21^), or in injured and differentiating Schwann cells (*Zfp536*^22^*, Btc,* and *Pcsk1*^23^), while other selective genes had a more subtle profile associated with nociception (*Gpr83*^24,25^, *Dusp10*, and *Tmem196*) (Fig. 2g and Supplementary Fig. 7). We also identified a significant increase in genes previously described^17,26^ in repair cells including *Ngfr*, *Bdnf*, *Erbb3*, and *Sox2* (*p* < 6.4 × 10^−214^, Fig. 2e) further establishing that these cells are repair cells. 

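Bdnf, a neurotrophin for sensory and motor neurons, rose in Schwann cells at day 12, while its level at day 3 did not pass the test. It stood at 0.260 ± 0.451 CPM in naive nerve (SD, n = 3), 0.460 ± 0.571 at day 3 (n = 4) and 22.7 ± 14.2 at day 12 (n = 7; adjusted p = 0.00108 against naive and 4.34e-05 against day 3), with 7 of 7 animals above every naive animal. In repair clusters it was higher than in the other Schwann clusters at day 12 (log2 fold change 3.46, standard error 0.21, adjusted p = 5.7e-07). Erbb3, the receptor for neuregulin, rose over the class by 0.85 at day 12, against 0.15 at day 3 (adjusted p = 0.434). Sox2, which keeps Schwann cells immature, did not pass the test over the class at day 3 or day 12 (log2 fold changes 0.30 and 0.37, adjusted p = 0.301 and 0.170).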

Altogether, our data show that in naive injured nerve most Schwann cells comprise Remak or myelinating cells which undergo a low level of renewal during homeostasis. After injury, however, a dramatic increase is evident in cell renewal, which is followed by the emergence of a transient repair cell type at which the nerve undergo elimination of necrotic cells and remodeling.

### Anatomically restricted fibroblasts display distinct phenotypical changes after injury

We next subclustered all fibroblasts (40,361 cells) and identified 23 clusters all of which expressed *Pdgfra* (Fig. 3a, b and Supplementary Fig. 8), except for one cluster which we later identify as injured endoneurial fibroblasts (iEndoFBs type 2577 cells).

**Fig. 3:**
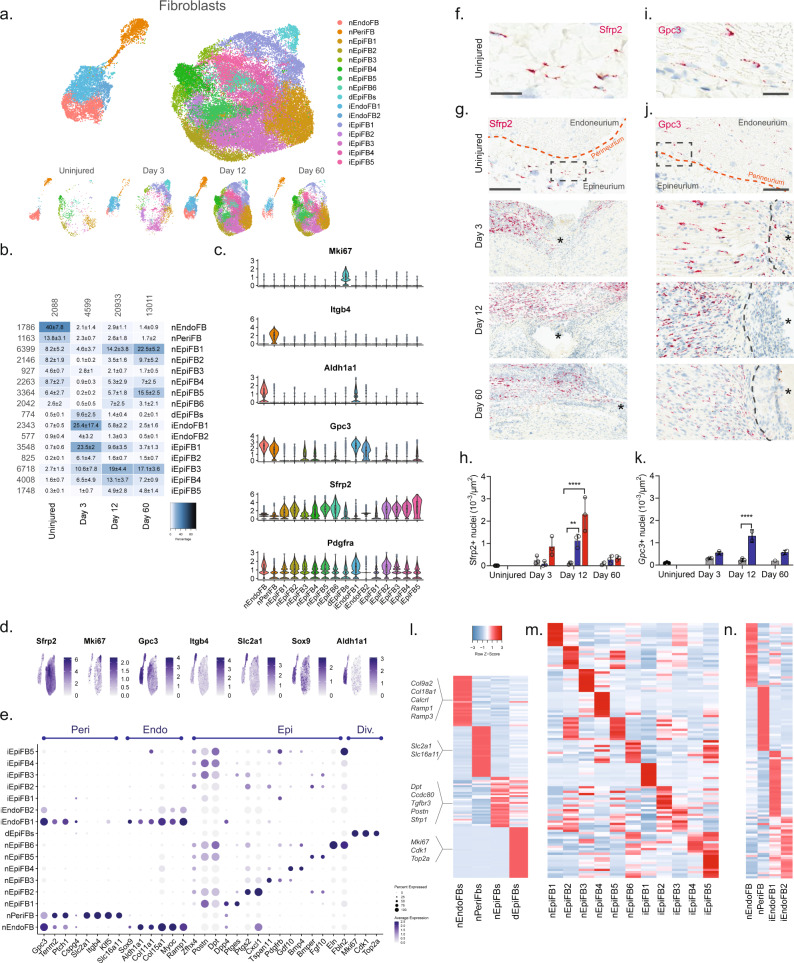
Identification of molecular subtypes of fibroblast cells in naive and injured nerve. **a** Dimensional reduction plot (UMAP) of subclustered fibroblasts from all timepoints (*n* = 40,361 cells). Top: All timepoints. Bottom: Individual timepoints. **b** Heat map of the distribution of fibroblast subtypes at each timepoint (percentage, mean ± SD). Left row labels and top column labels indicate cell number in cluster and timepoint, respectively. **c** Violin plot with boxplot overlay and outliers (dots) of fibroblast subtype markers. **d** Feature plot of key markers differentiating epi-, peri- and endoneurial fibroblasts. **e** Dot plot of scaled expression of fibroblast subtype markers. **f**, **g** ISH of *Sfrp2* (Scale bar: **f**, 75 µm; **g**, 300 µm) and **i**, **j** *Gpc3* (Scale bar: **i**, 25 µm; **j**, 100 µm) in uninjured and injured (3, 12, and 60 days post-CCI) sciatic nerve. Asterisk: Necrotic area. The dashed boxes in (**g**) and (**j**) display the image in (**f**) and (**i**), respectively. **h**, **k** Bar chart with individual values displaying ISH data in (**g**) and (**j**) in uninjured (dark gray), contralateral nerve (light gray), ipsilateral - whole area (blue), and ipsilateral - epineurial area (red) for each timepoint (mean ± SD, *n* = 2–3 animals, two-way ANOVA with Sidak’s multiple comparison test, **p < 0.01, ****p < 0.0001). **l**, **n** Heatmaps of top differentially expressed genes in: **l** the four major fibroblast types, **m** naive and injured epineurial subtypes, and **n** naive and injured peri- and endoneurial subtypes. Normalized Z-score.

We first classified each of the 23 clusters into major cell types based on markers associated with the three subanatomical compartments within nerve: epineurial (*Sfrp2*), perineurial (*Gpc3*, *Itgb4*, and *Slc2a1*), and endoneurial (*Gpc3, Sox9*, and *Aldh1a1*) fibroblasts in agreement with previous studies^6,27^ (Fig. 3c–e and Supplementary Fig. 8). 

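Sheaths of connective tissue hold the nerve, and the fibroblasts of each carried genes of their own. In naive nerve there were 1135 fibroblasts of the outer sheath (epineurial), 270 of the barrier around each fascicle (perineurial) and 889 from between the axons (endoneurial). Genes held out of the naming were compared between the 3 types in naive nerve. All 8 tested between endoneurial and epineurial fibroblasts passed, as did all 10 between endoneurial and perineurial and all 2 between perineurial and epineurial, each in 3 of 3 animals. Sox9, a transcription factor of progenitor and cartilage cells, was at 123 ± 30.7 CPM in endoneurial and 6.33 ± 3.53 in epineurial fibroblasts (log2 fold change 4.31, standard error 0.27, adjusted p = 2.54e-11). Without naive animal 23, 7 of the 8 genes passed between endoneurial and epineurial fibroblasts.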

Further, a subset of the epineurial fibroblasts were labeled as dividing (*Sfrp2* and *Mki67*^16^). We confirmed the spatial patterning of these three major fibroblast types in nerve by histology which demonstrated that *Sfrp2* exclusively labeled cells in the epineurium, and *Gpc3* exclusively labeled cells in the endoneurium and perineurium, respectively (Fig. 3f–k). These three anatomical types were clearly distinguished by dimensional reduction, regardless of injury state, and displayed differential gene expression when compared to one another (Fig. 3a, l).

In uninjured naive nerve, ~93% of fibroblasts classified as either perineurial (~41%), endoneurial (~13%), or epineurial (~36%) fibroblasts. 

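Epineurial and endoneurial fibroblasts were the main types of naive nerve, with perineurial fibroblasts the fewest. Of all named naive cells, epineurial fibroblasts made up 12.3% ± 2.62 (SD, n = 3), endoneurial 8.96% ± 1.80 and perineurial 3.02% ± 1.22.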

The remaining cells included dividing and transitional epineurial types. Perineurial fibroblasts establish a physical barrier shielding the endoneurial compartment from the environment outside the nerve. 

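Perineurial fibroblasts of naive nerve stood out by genes that carry fuel across the nerve barrier. Slc2a1, the glucose transporter of barrier cells, was at 739 ± 124 CPM in perineurial and 14.9 ± 7.19 in epineurial fibroblasts (log2 fold change 5.61, standard error 0.19, adjusted p = 6.21e-12). Slc16a11, of the monocarboxylate transporter family, was at 613 ± 29.0 and 8.04 ± 7.01 (log2 fold change 6.49, standard error 0.36, adjusted p = 1.78e-06). Against perineurial fibroblasts, endoneurial fibroblasts had log2 fold changes of -4.52 for Slc2a1 and -6.88 for Slc16a11.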

Supporting a role in this function, we identified that perineurial cells expressed several metabolic transporters including glucose (*Slc2a1*) and monocarboxylate (*Slc16a11*) transporters (Fig. 3e, l). Endoneurial fibroblasts on the other hand expressed collagens supporting extracellular matrix maintenance (*Col9a2*, *Col11a1*, *Col15a1*, and *Col18a1*), receptors for CGRP signaling (*Calcrl*, *Ramp1*, *Ramp3*), and *Sox9* suggesting a role in stemness^28^.

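Endoneurial fibroblasts of naive nerve carried collagens that were lower in the other fibroblasts, and receptors for the pain peptide CGRP. Over epineurial fibroblasts, Col9a2, a collagen of cartilage, was higher by 7.49 (standard error 0.27, adjusted p = 2.91e-15) on the log2 scale, Col11a1 by 4.88, and the basement membrane collagens Col15a1 and Col18a1 by 2.64 and 2.48. The CGRP receptor gene Calcrl was higher by 3.19, and its partners Ramp1 and Ramp3 by 5.23 and 6.32.
After injury most of these genes fell in endoneurial fibroblasts. Col9a2 went from 266 ± 108 to 4.75 ± 2.80 CPM at day 3 (log2 fold change -5.82, standard error 0.53, adjusted p = 7.98e-07, 4 of 4 animals below every naive animal), with log2 fold changes of -5.53 and -3.88 at day 12 and 60. Col11a1 stood at -0.88, -1.94 and -3.02, Col15a1 at -0.64, -1.59 and -1.26, and Calcrl at -0.84, -1.11 and -1.07 (at day 3 a call lost under 5 of 11 alternatives). Col18a1 fell at day 12 (-0.58) and day 60 (-0.71). Aldh1a1, which makes retinoic acid, fell by 2.02 at day 3 and 1.83 at day 12. Sox9 passed the test at no time (adjusted p = 0.170, 0.558 and 0.938).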

In contrast, to the limited types of peri- and endoneurial fibroblasts, epineurial fibroblasts displayed much broader diversity. To this end, we identified six subtypes of epineurial fibroblasts in naive nerve based on dimensional reduction and differential gene expression (Fig. 3a, m).

Interestingly, nEpiFB (naive epineurial fibroblast) type 1 was enriched for genes (*Dpp4*, *Ptges* (PGE2), and *Car8*^29–31^) with a role in inflammation, while nEpiFB type 2 was enriched for triggers of pain and neutrophil recruitment (*Ptgs2* (Cox-2), *Cxcl1*^32^, and *Irf1*^33^) (Fig. 3m). 

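Naive epineurial fibroblasts fell into clusters that differed in inflammatory genes. A cluster of 244 cells had the highest levels of Dpp4, a peptidase and progenitor marker (166 ± 42.0 CPM against 55.4 ± 70.7 in the next), Ptges, which makes prostaglandin E2 (112 ± 54.0), and Car8, a carbonic anhydrase-related gene (69.6 ± 30.3), each in 3 of 3 animals. The prostaglandin enzyme gene Ptgs2, the neutrophil attractant Cxcl1 and the interferon factor Irf1 were spread over clusters: the highest, of 139 cells, had Ptgs2 at 1159 ± 222 CPM against 1012 ± 201 in the next, and Irf1 at 189 ± 50.4 CPM against 181 ± 18.6 in the next. In all epineurial fibroblasts together these genes fell at day 3, Cxcl1 from 2610.4 ± 234 to 428 ± 75.9 CPM (log2 fold change -2.61, standard error 0.33, adjusted p = 1.25e-05, 4 of 4 animals below every naive animal), Irf1 with a log2 fold change of -2.00 and Ptgs2 of -0.99, and Car8 and Dpp4 of -2.48 and -1.49 (for Dpp4 a call lost under 5 of 11 alternatives).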

Subtype nEpiFB type 3 expressed many genes involved in development (*Tspan11, Spry1*^34^*, Cldn1*^35^), while type 4 expressed genes with a role in differentiation of progenitors (*Gdf10*^36^, *Bmp4*^37^). 

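Genes of development marked separate epineurial clusters of naive nerve, and they fell after injury. In the cluster of 139 cells, Tspan11, a tetraspanin, was at 302 ± 17.3 CPM against 88.3 ± 24.8 in the next, and Spry1, a brake on growth factor signaling, at 359 ± 58.3 CPM against 93.6 ± 40.1 in the next, both highest in 3 of 3 animals. Cldn1, a tight junction gene, was highest in another cluster, of 52 cells, in 1 of 3 animals (176 ± 274). A cluster of 174 cells had the most Gdf10 (237 ± 44.5 CPM against 135 ± 96.0 in the next) and Bmp4 (167 ± 33.2 CPM against 112 ± 23.6 in the next), ligands of the TGF-beta and bone morphogenetic protein family. At day 3, Bmp4 fell from 79.5 ± 20.9 to 4.17 ± 1.67 CPM (log2 fold change -4.13, standard error 0.40, adjusted p = 8.83e-07, 4 of 4 animals below every naive animal), Gdf10 with a log2 fold change of -3.80, Cldn1 of -3.61, Spry1 of -1.81 and Tspan11 of -1.36.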

Type 5 expressed genes with known function in regulating mesenchymal mobilization and angiogenesis (*Bmper*^38^ and *Fgf10*^39,40^), as well as Neurotrophin signaling in regeneration (*Ntrk2*^41^, *Ntf3*^42^), positioning these cells with a role in axonal regeneration and nerve repair. 

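A cluster of 148 naive epineurial fibroblasts was set apart by genes of growth factor and neurotrophin signaling. Ntrk2, the receptor for BDNF, was at 257 ± 27.3 CPM against 139 ± 13.5 in the next, Fgf10, a growth factor for epithelia and mesenchyme, at 120.4 ± 32.9 CPM against 50.3 ± 87.0 in the next, and Bmper, a regulator of BMP signaling in vessels, at 90.1 ± 21.1 CPM against 37.4 ± 30.8 in the next. Ntf3, a neurotrophin, was at 38.0 ± 21.9 CPM against 5.81 ± 10.1 in the next. All 4 genes were highest there in 3 of 3 animals. In all epineurial fibroblasts Ntrk2 fell from 128 ± 10.4 to 13.9 ± 9.71 CPM at day 3 (log2 fold change -3.15, standard error 0.48, adjusted p = 9.29e-05, 4 of 4 animals below every naive animal), as did Ntf3 (-3.44) and Fgf10 (-1.77), and at day 60 none of the 3 differed from naive by the test (adjusted p = 0.846, 0.260 and 0.487).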

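The matrix gene Fbln2 was highest in a small cluster of 39 naive epineurial fibroblasts, and 3 other matrix genes were less clearly tied to it. Fbln2, a glycoprotein, was at 494 ± 89.9 CPM against 289 ± 114 in the next, in 3 of 3 animals, and Eln, elastin, at 2868 ± 1728 CPM against 1214 ± 406 in the next, in 2 of 3. The collagen gene Col8a1 was at 248 ± 262 CPM against 112 ± 97.9 in the next, in 2 of 3. Ogn, osteoglycin, was highest in the cluster of 174 cells by its mean (2622 ± 1502) and in this small cluster in 2 of 3 animals. After injury, Fbln2 rose in epineurial fibroblasts by 0.60, 0.75 and 0.93 at day 3, 12 and 60, while Eln and Ogn fell at day 3 (-3.11 and -3.26).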

The last type, type 6, expressed genes involved in extracellular matrix formation including fibulin, elastin, collagen, and osteoglycin (*Fbln2*^43^, *Eln*^44^, *Col8a1*, *Ogn*^8^). Injury triggered a sharp change in the proportion of cells across the different subtypes compared to naive which in part was due to cell proliferation or infiltration (Fig. 3b). 

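Fibroblasts with genes of cell division were few in naive nerve and rose at day 3. By 2 or more of 6 cell division markers in cells thinned to 1000 UMIs, they made up 3.25% ± 0.819 (SD, n = 4) of fibroblasts (log2 odds ratio 3.01, adjusted p = 1.36e-04), and 0.320% ± 0.279 (SD, n = 7) at day 12 (adjusted p = 0.311). At day 60 they were below naive, 0.124% ± 0.0950 (SD, n = 4; log2 odds ratio -1.76, adjusted p = 0.0205). By cluster, dividing fibroblasts were 2.43% of naive and 12.8% of day 3 fibroblasts. Most were epineurial: 4.63% of epineurial fibroblasts passed at day 3. Of 21 cell division genes, 14 rose in epineurial fibroblasts at day 3 (15 adjusted over the list alone; adjusted p = 0.416 with an estimated correlation), Mcm6, Mcm5 and Mcm3 of the replication helicase by 1.78, 1.98 and 2.38, and 13 were lower at day 60 (14 adjusted over the list alone; adjusted p = 0.0418 with an estimated correlation), Ccnb1, which drives mitosis, by 3.30. Ccnb1 did not hold its fall under other clusterings or cells: it stood at 0.53 without Harmony, -1.65 at the lower resolution and -1.24 with the strict filter (adjusted p = 0.838, 0.185 and 0.445). The fall of the dividing share at day 60 was lost without naive animal 22 or 23, or day 60 animal 33 or 34 (adjusted p = 0.0569, 0.120, 0.0689 and 0.0744), and with 3 or more markers (adjusted p = 0.282).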

At day 3, the relative proportion of dividing cells among all fibroblast types had increased from 0.5% to ~10%. This coincided and preceded a significant increase in the density of *Sfrp2* + cells of ~3, ~21, and ~4 fold at day 3, 12, and 60 post-CCI, respectively, when examined by histology (Fig. 3h). Similarly, the density of *Gpc3* + cells increased ~2, ~6, and ~3 fold at day 3, 12, and 60 post-CCI, respectively (Fig. 3k). Intriguingly, the proportion of endoneurial fibroblasts decreased from ~40% to only ~2% at day 3. This coincided with the emergence of two previously sparsely populated iEndo types. 

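The fibroblasts of the outer sheath gained share after injury and those inside the fascicles lost it by day 12. Endoneurial fibroblasts made up 7.35% ± 2.86 (SD, n = 4) of named cells at day 3, which did not pass the test (log2 odds ratio -0.37, adjusted p = 0.454), 3.55% ± 0.714 (SD, n = 7) at day 12 (log2 odds ratio -1.43, adjusted p = 0.00424, 7 of 7 animals beyond every naive animal) and 2.23% ± 1.31 (SD, n = 4) at day 60 (log2 odds ratio -2.32, adjusted p = 1.54e-04). Perineurial fibroblasts fell to 0.794% ± 0.167, 0.921% ± 0.529 and 0.895% ± 0.859 (log2 odds ratios -1.88, -1.94 and -2.14, adjusted p = 0.0197, 0.00933 and 0.00933). Epineurial fibroblasts rose to 21.1% ± 8.37, 34.1% ± 5.91 and 47.8% ± 4.65 (log2 odds ratios 0.87, 1.88 and 2.72, adjusted p = 0.0383, 5.53e-05 and 4.78e-06).
The epineurial rise at day 3 was not past the threshold without naive animal 22 or 24 (adjusted p = 0.138 and 0.0838) or day 3 animal 1 or 6 (adjusted p = 0.0798 and 0.141), nor with the strict cell filter, without Harmony, within batch 5 or by exact permutation (adjusted p = 0.222, 0.208, 0.0969 and 0.144). The perineurial fall was lost without naive animal 23 at day 3 and 12 (adjusted p = 0.0793 and 0.0530) and by exact permutation at day 60 (adjusted p = 0.111).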

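Endoneurial fibroblasts lowered genes of sterol synthesis after injury and raised complement genes. In this class 2584 genes changed at day 3, 2468 at day 12 and 1493 at day 60. A cluster with a median of 867 UMIs per cell held 12.6% of the class in naive nerve and 24.2% at day 3. Of 17 genes of sterol synthesis, 15, 15 and 13 fell at day 3, 12 and 60 (15, 15 and 15 adjusted over the list alone; adjusted p = 0.00656, 0.00181 and 0.00643 with an estimated correlation). Idi1, an early enzyme of the pathway, went from 531 ± 119.7 to 23.9 ± 6.32 CPM at day 3 (log2 fold change -4.45, standard error 0.30, adjusted p = 6.0e-09, 4 of 4 animals below every naive animal). Msmo1, an enzyme of a later step, had log2 fold changes of -2.48, -2.82 and -2.66. Insig1, which senses sterols, fell by 3.57 at day 12, and the growth factor gene Clec11a by 3.96 at day 3.
Complement genes moved the other way, 7, 10 and 8 of 11 higher (7, 10 and 11 adjusted over the list alone; adjusted p = 0.120, 0.00531 and 0.00643 with an estimated correlation). Whether RNA of macrophages carries part of this rise was not tested. In epineurial fibroblasts Csf1r, a growth factor receptor of macrophages, was at 2.61 CPM in naive nerve and 20.0 at day 60 (pooled cells). In endoneurial fibroblasts C3, the central complement protein, rose from 3.04 ± 3.83 to 262 ± 99.7 CPM at day 12 (log2 fold change 7.23, standard error 1.06, adjusted p = 1.17e-04, 7 of 7 animals above every naive animal), and Serping1, an inhibitor of the complement cascade, by 2.03. Igfbp3, which binds insulin-like growth factors, rose by 5.98 at day 3. Of single genes that the paper ties to differentiation and wound repair, Ptprn, a protein of secretory granules, rose by 3.51 and 2.98 at day 3 and 12, Bmp7 and the immunoglobulin family gene Igsf3 at day 3 by 1.57 and 0.81, and Sox8, a transcription factor of the neural crest, at day 12 and 60 by 0.59 and 0.69. The call of Sox8 at day 12 was lost under 3 of 11 alternatives. Fgfr2 passed the test at no time (adjusted p = 0.145, 0.278 and 0.330).
Ribosomal protein genes were higher as well, 67 of 84 at day 3 with a median of 0.70 (68 adjusted over the list alone; adjusted p = 0.196 with an estimated correlation), Rps20, Rps2 and Rpl10a by 1.30, 1.28 and 1.17. At day 60 matrix genes were lower, 9 of 19 (10 adjusted over the list alone; adjusted p = 0.00643 with an estimated correlation), the fibrillar collagen gene Col5a2 by 3.18 and Lox, which crosslinks collagen, by 2.61, and 7 of 12 immediate-early genes were higher (9 adjusted over the list alone; adjusted p = 0.0127 with an estimated correlation), Fos by 2.01. Among the largest rises at day 60 were Sfrp2 and Sfrp4 (4.63 and 3.46), marker genes of epineurial fibroblasts, whose share was highest then. Without naive animal 24, 1585 genes changed at day 12 and 817 at day 60. At day 60 the count was 789 with the strict cell filter and 852 with first libraries alone.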

Type 1, which increased from ~1% in naive to 18%, 5%, and 2% at day 3, 12, and 60 post-CCI, respectively, expressed genes involved in differentiation and wound repair (*Sox8, Bmp7, Igsf3*^45^*, Fgf2r*^39^*, Ptprn*) (Fig. 3n). iEndo type 2, which changed from ~1% to 5%, 1%, and 0.5% at day 3, 12, and 60 post-CCI, respectively, display differential expression of tens of ribosomal proteins.

Distinct epineurial types also emerged after injury with some differences in the temporal signature when they emerged (Fig. 3b). iEpiFB type 1 cells emerged robustly from ~0.5% in naive nerve to ~24%, ~9%, and ~4% at day 3, 12, and 60 post-CCI, respectively. This cluster was the only neighbor to dEpiFBs in the dimensional reduction plot suggesting that this transient type were newly formed cells. iEpiFB type 1 cells expressed genes involved in fibrosis (*Acta2, Des, Tnc*^46^), neuromodulator signaling (*Npy1r*^47^*, Tac3*^48^), and neutrophil chemokine signaling (*Cxcl6*) (Fig. 3m). iEpiFBs type 2 and type 3 had some overlap of genes involved in B cell, neutrophil, and monocyte chemotaxis as well as hematopoietic stem cells migration (*Pdgfra*, *Tnfsf13b*^49^, *Cxcl12*^50^, *Ccl7*^51^). iEpiFBs type 4 and type 5 appeared to share some expression with nEpiFBs type 6 in addition to also expressing genes involved in remodeling (*Mmp11, Mmp14, Col8a1, Col11a1, Cilp*^52^*, Cilp2*).

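Epineurial fibroblasts changed most at day 3, when many genes of glycolysis rose. In this class 4935 genes changed at day 3, 2349 at day 12 and 2213 at day 60, out of 12287 tested. Its 2 largest clusters in naive nerve held 21.5% and 17.5% of its cells, and only the second of them was among the 2 largest at day 3, beside one with cell division markers in 63.3% of cells on average (17.3% and 17.1%). Values over the class therefore also carry the change in its mix of clusters. Of 14 glycolytic genes, 12 rose at day 3 (12 adjusted over the list alone; adjusted p = 0.218 with an estimated correlation), Eno1, Ldha and Pgam1 by 2.53, 2.08 and 1.46. The largest rises at day 3 were in Tnn, a tenascin of the matrix (4.43), the surface protein gene Msln (4.11), Lcn2, which binds iron carriers (3.77), the glutathione enzyme gene Mgst2 (3.68) and Lbp, which presents bacterial lipids (3.52). The largest falls were in Col4a4, a basement membrane collagen (from 129 ± 1.60 to 2.55 ± 1.56 CPM, log2 fold change -5.48, standard error 0.42, adjusted p = 1.35e-07, 4 of 4 animals below every naive animal), Smpd3, a sphingolipid enzyme (-5.43), Sparcl1 (-4.23) and the matrix gene Ltbp4 (-3.98). At day 12 Hmcn1, a matrix protein, rose by 4.69 and the adipokine-like gene C1qtnf3 by 4.09, while Myoc and the clock gene Nr1d1 fell (-2.62 and -2.49).
Immediate-early genes were lower at day 3, 9 of 13 (10 adjusted over the list alone; adjusted p = 0.0535 with an estimated correlation), Fosb by 2.29, and higher at day 60, 5 of 13 (7 adjusted over the list alone; adjusted p = 0.0235 with an estimated correlation), Fos by 1.98, Jun by 1.32 and Egr1 by 1.46. Genes that let leukocytes adhere were lower, 5 of 5 at day 3 and 4 at day 12 (5 and 5 adjusted over the list alone; adjusted p = 0.0535 and 0.0136 with an estimated correlation), Icam1 by 1.51 and 1.13. At day 60 contractile genes were lower, 7 of 13 (7 adjusted over the list alone; adjusted p = 0.00586 with an estimated correlation), Tagln by 3.42 and Myl9 by 2.55. Genes of macrophages were higher at day 60, Spp1 from 16.5 ± 2.89 to 385 ± 149.9 CPM (log2 fold change 4.56, standard error 0.61, adjusted p = 2.25e-04, 4 of 4 animals above every naive animal), Aif1 by 2.35 and Fcer1g by 2.14, at a time when macrophages held 27.0% of the cells. Without naive animal 23 or 24 the counts were 1458 and 1480 at day 12, and 1419 and 1170 at day 60, and within batch 5 929 at day 12.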

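Of the genes that the paper names in epineurial fibroblasts after injury, some rose over the class and others did not. Tnc, a matrix protein of wounds, went from 44.0 ± 13.0 to 372 ± 305 CPM at day 3 (log2 fold change 3.09, standard error 0.65, adjusted p = 0.00143, 4 of 4 animals above every naive animal) and stood at a log2 fold change of 2.27 at day 12. Acta2, the actin of myofibroblasts, rose by 1.63 at day 3 and was below naive at day 60 (-2.79), and Des, desmin, rose by 1.60 and 1.97 at day 3 and 12. At day 12 the matrix protease genes Mmp11 and Mmp14 were higher by 3.52 and 1.58, Mmp11 at 8.28 ± 2.18 CPM, and Col8a1 by 1.87 (5 of 7 animals above every naive animal). Cilp, a cartilage matrix protein, fell by 2.98 at day 3. The chemokine gene Cxcl12 passed the test at day 12 (1.10, adjusted p = 0.0496, 7 of 7 animals above every naive animal). The calls of Col8a1 and Cxcl12 were lost under 7 and 4 of 11 alternatives. Tac3, a tachykinin, did not at day 12 (1.18, adjusted p = 0.0511), and Cxcl6, a neutrophil chemokine, had adjusted p = 0.0649 at day 3 (3.11). The paper proposes that a short-lived injury type of epineurial fibroblasts was newly formed, since it was the only neighbour of the dividing epineurial fibroblasts in the plot of the cells.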

By subclustering ~40,000 nerve fibroblasts, we have identified nine subtypes of naive fibroblasts among three subanatomical regions within nerve. After injury we further identified the emergence of seven different types of fibroblasts based on genes with roles supporting immune infiltration, activation, and modulation as well as tissue remodeling. Altogether, our findings highlight the complexity of fibroblast heterogeneity, and shed light into their contribution to homeostasis and repair after nerve injury.

### Injury triggers myeloid cell differentiation and infiltration, and the generation of a myeloid scar

We next subclustered all myeloid cells (32,265 cells) which identified 24 clusters all of which expressed the pan-myeloid marker *Cd68*, except for cluster 19 (386 cells) (Fig. 4a, b and Supplementary Fig. 9). Based on known markers, we were able to classify clusters in naive nerve into the following subtypes: conventional dendritic cells type 1 (cDC1s, *Xcr1*^53^, and *Clec9a*^54,55^), mast cells (*Cpa3*^56^ and *Cma1*^57^), patrolling monocytes (*Nr4a1*^58,59^), dividing macrophages (*Mki67*^16^), and macrophages (nMPs1-4, *Trem2*) (Fig. 4b–e). 

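Macrophages and monocytes were the main myeloid cells of the naive nerve, with few dendritic cells and mast cells. There were 1070 naive macrophages or monocytes, 33 conventional dendritic cells and 7 plasmacytoid dendritic cells. Trem2, a lipid receptor of macrophages, was at 404 ± 61.8 CPM in naive macrophages and monocytes, and Nr4a1, a transcription factor of patrolling monocytes, at 315 ± 57.7. Nr4a1 fell at day 3 (-0.66) and day 12 (-0.56), and is an immediate-early gene as well. Mki67, which marks cycling cells, was at 11.8 ± 4.85 and rose to 43.8 ± 10.6 CPM at day 3 (log2 fold change 1.82, standard error 0.27, adjusted p = 3.05e-05, 4 of 4 animals above every naive animal).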

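Some naive macrophages had most of a scavenger receptor, and others most of the class II genes that present antigen. In a cluster of 250 cells Cd163, a scavenger receptor for hemoglobin, was at 1119.9 ± 179 CPM against 290.2 ± 34.1 in the next, highest in 3 of 3 animals. In another of 166 cells the class II gene RT1-Ba was at 11265 ± 664 CPM against 8392 ± 1969 in the next, highest in 3 of 3 animals. Over the whole class C1qc, a chain of complement C1q, fell at day 3 (-0.98) and C1qa did too (-0.59).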

Macrophages could be subdivided further into either complement expressing (*Cd163*^60^*, C1q*^61^) or MHC class II expressing (*RT1*^62^ genes). 

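Chemokine genes set the naive macrophage clusters apart. In the cluster with the most Cd163, Ccl7 and Ccl24, which draw monocytes and eosinophils, were at 8777 ± 1572 CPM against 3739 ± 1582 in the next and at 3133 ± 346 CPM against 929 ± 9.91 in the next, both highest in 3 of 3 animals. Ccl2, a monocyte attractant, was highest in a cluster of 31 cells (15101 ± 914, in 2 of 3 animals), with 12558 ± 2569 in the former. A cluster of 354 cells was highest in 3 of 3 animals for Ccl4, a chemokine for leukocytes (1318 ± 293 CPM against 361 ± 168 in the next), Cxcl16, a membrane-bound chemokine (551 ± 55.4 CPM against 161 ± 34.1 in the next), and Igfbp3 (174 ± 24.4 CPM against 67.0 ± 51.2 in the next). Cxcl2, a neutrophil attractant, was highest in this cluster too (2219 ± 433, against 2039 ± 419), and Ifngr1, the receptor for interferon gamma, in another, of 67 cells (272 ± 9.99, against 229.8 ± 35.6).
After injury some of these chemokines fell over all macrophages. Of 21 chemokine and cytokine genes, 11, 9 and 8 were lower at day 3, 12 and 60 (12, 9 and 9 adjusted over the list alone; adjusted p = 0.0235, 0.0458 and 0.263 with an estimated correlation). Ccl2 went from 7015 ± 375 to 1046 ± 357 CPM at day 3 (log2 fold change -2.75, standard error 0.28, adjusted p = 1.19e-06, 4 of 4 animals below every naive animal), Ccl7 had log2 fold changes of -2.28, -1.84 and -1.23, and Ccl4 of -1.28, -1.54 and -1.10. Il1b, the cytokine of early inflammation, stood at -2.58, -2.19 and -2.28, and the neutrophil attractant Cxcl1 at -1.65, -2.10 and -1.69. The cluster of 354 cells, with 33.1% of the class in naive nerve, was not among the 2 largest at day 3. Values over the class therefore also carry the change in its mix of clusters. Immediate-early genes fell in the class too, 9 of 13 at day 3. Whether tissue handling carries part of the chemokine fall was not tested.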

The complement expressing cells could be divided into two clusters based on differential expression of *Cd163*, *Ccl7*, *Ccl24*, *Ccl2*, *Cxcl1*, and *Cxcl2* (nMP1, naive macrophages type 1), or *Ccl4*, *Anxa3*, *Ifngr1*, *Cxcl16*, and *Igfbp3* (nMP2) suggesting their involvement in neutrophil and monocyte recruitment. 

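Clec10a, a lectin of tissue macrophages, ran across several naive clusters. It was at 1151 ± 139 CPM in a cluster of 26 cells, 887 ± 158 in the cluster with the most Cd163 and 543 ± 64.2 in the one with the most Ccl4. Class II genes were not confined to a single cluster: RT1-Bb was at 6630.0 ± 4296 and 6253 ± 4395 CPM in clusters of 26 and 166 cells.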

A third cluster of naive macrophages (nMP3) expressed both complement and MHC II molecules, and could not be distinguished based on additional selective molecules, suggesting their phenotype was less specialized. 

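Class II antigen presentation genes were high in naive macrophages, and several fell after injury. RT1-Db1 was at 15046 ± 4665 and 13425 ± 2643 CPM in the 2 naive clusters that held most of it. Ccl17, a T cell attractant, was at 1005 ± 211 in the larger of these, and higher by its mean in a cluster of 31 cells (1254 ± 1713, in 1 of 3 animals). The leukotriene genes Ltb4r and Lta4h were at 160.4 ± 11.9 and 206 ± 174 in the smaller. Over all macrophages, 5, 3 and 6 of 8 class II genes were lower at day 3, 12 and 60 (8, 7 and 7 adjusted over the list alone; adjusted p = 0.0848, 0.184 and 0.158 with an estimated correlation). Cd74, the class II chaperone, went from 26915 ± 4895 to 6533 ± 2169.9 CPM at day 3 (log2 fold change -2.04, standard error 0.27, adjusted p = 1.58e-05, 4 of 4 animals below every naive animal), and RT1-Ba and RT1-Da had log2 fold changes of -1.97 and -1.65. Ccl17 stood at -3.71, -1.92 and -3.54 (at day 12 a call lost under 3 of 11 alternatives), and Ltb4r at -2.42 at day 3 and -2.52 at day 60. These values are of the class, in which the mix of clusters changed with time. The naive cluster of 166 cells had Csf1r, a growth factor receptor of macrophages, in 19.3% of its cells. In the naive cluster with the most Cd163 it was in 98.0%, so class II and Ccl17 values may not be of macrophages alone.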

A fourth cluster (nMP4) could be identified by expression of MHC II genes (*RT1-Db1, RT1-Bb, RT1-Ba*^63^), consistent with previous studies^7^. nMP4 also expressed several pro-inflammatory mediators (*Ccl17*) and enzymes and receptors for leukotriene B4 signaling (*Ltb4r* and *Lta4h*) suggesting their involvement in neutrophil and leukocyte recruitment.

**Fig. 4:**
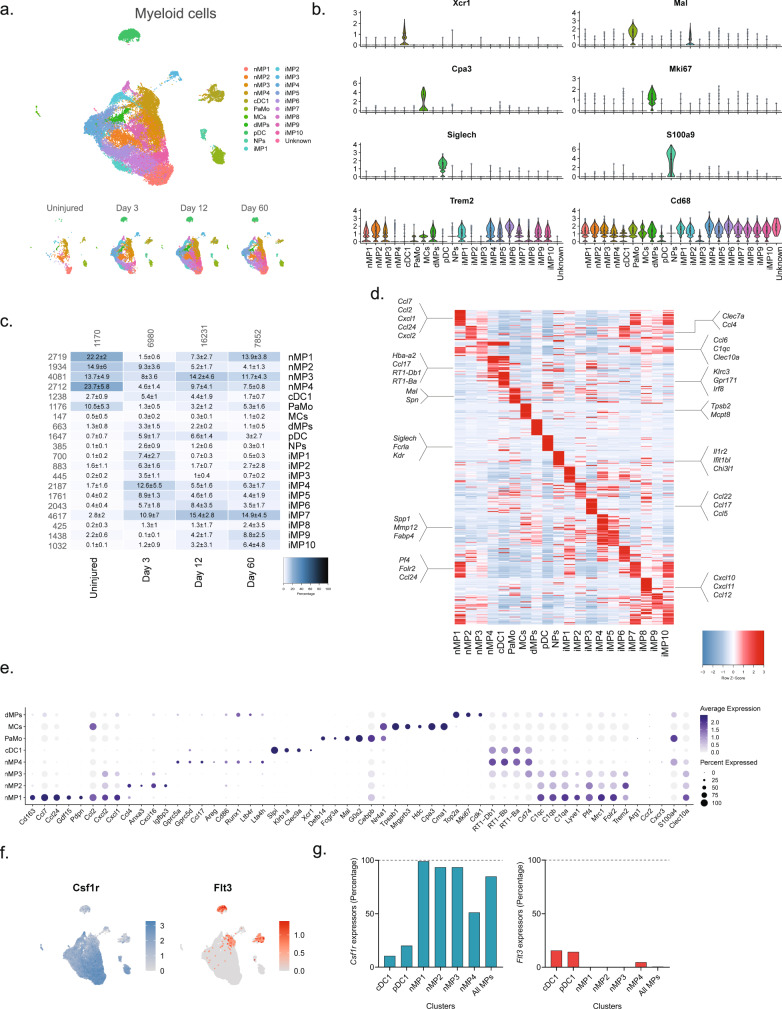
Identification of molecular subtypes of myeloid cells in naive and injured nerve. **a** Dimensional reduction plot (UMAP) of subclustered myeloid cells (*n* = 32,265 cells). Top: All timepoints. Bottom: Individual timepoints. **b** Violin plot with boxplot overlay and outliers (dots) of cell type markers. **c** Heat map of the distribution of each myeloid subtype at each timepoint (percentage, mean ± SD). Left row labels and top column labels indicate cell number in cluster and timepoint, respectively. **d** Heat map displaying scaled expression of the top 40 differentially expressed genes across cell types from all timepoints. **e** Dot plot of scaled expression of genes differentiating clusters in naive and injured dominant subtypes. **f** Feature plot of Csf1rand Flt3 expression distribution across cells from all timepoints, respectively. **g** Quantification of the percentage of cells expressing (*Csf1r*, left) and (*Flt3*, right) in relevant clusters.

Interestingly, the naive macrophage clusters displayed a distinct pattern of Clec10a and S100a4, markers which in another study labeled epineurial macrophages and recently recruited monocyte-derived macrophages, respectively^9^, suggesting that nMP1-3 are epineurial and nMP4 are recruited. 

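S100a4, a calcium-binding protein of migrating monocytes, was highest in clusters other than those with most class II or Cd163. It was at 2846 ± 447 and 2665 ± 849 CPM in naive clusters of 122 and 67 cells. In the cluster of 166 cells with the most RT1-Ba it was at 1855 ± 201, and in the cluster with the most Cd163 at 508 ± 339. Clec10a was at 395 ± 63.0 in the cluster with the most RT1-Ba. Over all macrophages S100a4 rose at day 3 (log2 fold change 0.95, standard error 0.24, adjusted p = 0.00510, 4 of 4 animals above every naive animal) and Clec10a passed the test at no time (adjusted p = 0.603, 0.818 and 0.972).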

Intriguingly, the nMP4 cluster also displayed expression of two different myeloid lineage markers, *Flt3* and *Csfr1*, indicating that unlike other nMP types (or injury types) which did not express *Flt3*, the nMP4 phenotype is populated by macrophages deriving from both embryonic precursors and bone marrow lineages (Fig. 4f). In dendritic cells (cDC1 and pDC1), which derive from the hematopoietic lineage, Flt3 could be detected in about 15% of cells suggesting this gene could be underestimating the percentage of hematopoietic derived cells (Fig. 4g). 

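Flt3, the growth factor receptor of dendritic cell precursors, was found in a minority of dendritic cells and in few other cells. It had 1 or more UMIs in 16.4% of 1127 conventional and 14.9% of 1597 plasmacytoid dendritic cells. In macrophages and monocytes the share was 0.639%, and in Schwann cells, which do not use the gene, 0.0404%. Of the 175 macrophages and monocytes with Flt3, 115 lay in 1 cluster led by Ccl17 and class II genes, where they were 6.43% of 1789 cells (1.01% after thinning), and none in the largest cluster, of 8467 cells. Median depths were 7483, 3823, 5109 and 4739 UMIs in the same order. In cells thinned to 1000 UMIs the shares fell to 1.97%, 4.97%, 0.119% and 0.0143%. Csf1r, the growth factor receptor of macrophages, was in 86.6% of macrophages and monocytes (49.0% after thinning), 7.36% of conventional and 4.20% of plasmacytoid dendritic cells, and 4.93% of Schwann cells (1.03% after thinning). In the cluster led by Ccl17 and class II genes Csf1r was in 41.3% of cells (11.6% after thinning). In the largest cluster it was in 98.5% (72.9% after thinning). Whether the cluster led by Ccl17 holds macrophages and monocytes alone was not tested. From Flt3 in a small part of cells known to be of hematopoietic origin, the paper proposes that the gene underestimates how many cells are of that origin.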

While this result suggests that most nerve macrophages (~85%) derive from early development in line with previous studies^9^, it also shows that both lineages can differentiate into one phenotype as determined by dimensionality reduction. Thus, here we describe four transcriptionally distinct subdivisions of tissue-resident naive macrophages, adding two previously uncharacterized types, and further identify evidence suggesting that the MHC II macrophage phenotype can be populated by different lineages.

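Macrophages of the injured nerve raised genes of lipid handling and glycolysis, and the lipid genes stayed high to day 60. In this class 3565 genes changed at day 3, 2622 at day 12 and 2666 at day 60. Its largest cluster at day 3, with 20.2% of its cells, was led by Apoc1 and Spp1 and had 0.160% of its 3725 cells from naive nerve, where another cluster was the largest (33.1%). Values over the class therefore also carry the change in its mix of clusters. Of 16 genes of lipid handling and lysosomes, 12, 13 and 10 rose at day 3, 12 and 60 (13, 14 and 10 adjusted over the list alone; adjusted p = 0.00242, 0.00240 and 0.0221 with an estimated correlation). Gpnmb, a glycoprotein of lipid-laden macrophages, rose from 95.2 ± 24.6 to 2364 ± 652 CPM at day 3 (log2 fold change 4.61, standard error 0.28, adjusted p = 2.93e-09, 4 of 4 animals above every naive animal), Ctsd, a lysosomal protease, by 3.49 at day 3, Lgals3, galectin 3, by 3.26 at day 3 and 2.25 at day 60, and Fabp4, a fatty acid carrier, by 3.18 at day 60. Spp1, osteopontin, had log2 fold changes of 7.87, 6.13 and 6.65. Among the other large rises at day 3 were Apoc1 (7.39) and Pla2g7, which cleaves platelet-activating factor (5.43). The elastase gene Mmp12 went from 0 CPM to 142 ± 126, 384 ± 321 and 217 ± 54.6 (at day 3 a call lost under 4 of 11 alternatives).
Genes of glycolysis rose at day 3, 11 of 14 genes (11 adjusted over the list alone; adjusted p = 0.0577 with an estimated correlation), Pgk1 by 2.06 and Pdk1, which turns pyruvate away from mitochondria, by 2.62. Cell division genes were higher at day 3, 15 of 20 (17 adjusted over the list alone; adjusted p = 0.196 with an estimated correlation). In cells thinned to 1000 UMIs the dividing share went from 0.630% of naive macrophages to 2.79% ± 1.28 (SD, n = 4; log2 odds ratio 2.34, adjusted p = 8.04e-04, exact permutation p = 0.0857, 3 of 4 animals above every naive animal) at day 3 and 1.20% ± 0.331 (SD, n = 7) at day 12, which did not pass the test (log2 odds ratio 1.17, adjusted p = 0.0526). At day 12 it passed without naive animal 24 (adjusted p = 0.00200) and with 1 or more markers (adjusted p = 0.00381). Falls were led by Cxcl13, a B cell attractant (-3.84), G0s2, a brake on fat breakdown (-3.83), and Dnase1l3 (-3.74) at day 3, by Sdc4 (-2.23) and Cd7 (-2.18) at day 12, and by Plaur, the urokinase receptor (-3.16), Cxcl3 (-3.15) and Rel (-2.57) at day 60. Cd68, a lysosomal marker, rose by 0.94 and 0.72, and Csf1r fell (-0.94 and -0.30, the latter a call lost under 5 of 11 alternatives) at day 3 and 12.
Genes of other cells moved as well: Myh11 and Myl9 of vascular muscle fell by 3.54 and 2.04 at day 3, and Sfrp2 of epineurial fibroblasts rose by 5.55 at day 60. A total of 1684 genes changed at day 12 within batch 5, and with the strict cell filter 1518 at day 12 and 1428 at day 60.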

Injury triggered the emergence of several distinct myeloid subtypes driven by phenotypical changes or division of resident cells, and infiltration of additional cell types (Fig. 4b). Histological analysis revealed a dramatic increase in the density of *Cd68* + cells after injury which subsided toward naive levels at 60 days, except for highly necrotic areas which remained encapsulated by Cd68+ cells (Fig. 5a, b). At three days after injury several clusters emerged including plasmacytoid dendritic cells (pDCs, *Siglech*^64^) and neutrophils (*S100a8*^65^*, S100a9*^65,66^) as expected at this timepoint. 

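Neutrophils, the first blood cells to enter injured tissue, and plasmacytoid dendritic cells, which make interferon, rose at day 3. Neutrophils were 1.13% ± 0.388 (SD, n = 4) of named cells at day 3 (log2 odds ratio 6.05, adjusted p = 2.46e-06, 4 of 4 animals beyond every naive animal), 0.388% ± 0.217 (SD, n = 7) at day 12 (log2 odds ratio 4.15, adjusted p = 3.45e-05) and 0.0770% ± 0.0110 (SD, n = 4) at day 60 (log2 odds ratio 2.35, adjusted p = 0.00933). Since naive nerve had none, these odds ratios rest on the 0.5 added to each count and are no measure of size. Plasmacytoid dendritic cells rose from 0.0740% in naive nerve to 2.59% ± 0.929, 2.03% ± 0.543 and 0.70% ± 0.525 (log2 odds ratios 4.90, 4.56 and 2.79, adjusted p = 1.91e-07, 1.86e-07 and 4.79e-05). Conventional dendritic cells, which prime T cells, rose at day 3 (log2 odds ratio 2.48, adjusted p = 4.79e-05) and day 12 (log2 odds ratio 1.70, adjusted p = 6.35e-04), and macrophages and monocytes at all 3 times (log2 odds ratios 1.95, 1.43 and 1.49, adjusted p = 8.72e-07, 7.12e-06 and 1.36e-05).
With the stricter cell filter no cell was named a neutrophil (the median neutrophil held 707 UMIs). With it macrophages did not pass at day 12 (adjusted p = 0.0555) and turned the other way at day 60 (log2 odds ratio -0.32). The small share of neutrophils at day 60 was not past the threshold without Harmony or at resolution 0.4 (adjusted p = 0.116 and 0.0958), and by exact permutation plasmacytoid cells at day 60 and conventional cells at day 12 were not (adjusted p = 0.0762 and 0.0762).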

To verify that this was not just a confound of dissociation technique, we inspected the density of *Siglech* + cells in nerve. Our analysis revealed the emergence of pDCs cells which peaked at day 12 post injury, consistent with observations in the single-cell data (Contra- vs. ipsilateral at days 3, 12 and 60, respectively: 0.08 ± 0.04 vs. 0.33 ± 0.16, 0.05 ± 0.03 vs. 1.32 ± 0.80, and 0.005 ± 0.001 vs. 0.14 ± 0.05 cells (10^−3^/µm^2^), n = 2–3 animals) (Fig. 5c, d). The emergence of neutrophils and pDC1s was accompanied by numerous injury-specific clusters of macrophages some of which appeared transiently while other were more persistent over the time course investigated (Fig. 4c). These clusters were distinguishable based on markers and differentially expressed genes (Fig. 4d).

**Fig. 5:**
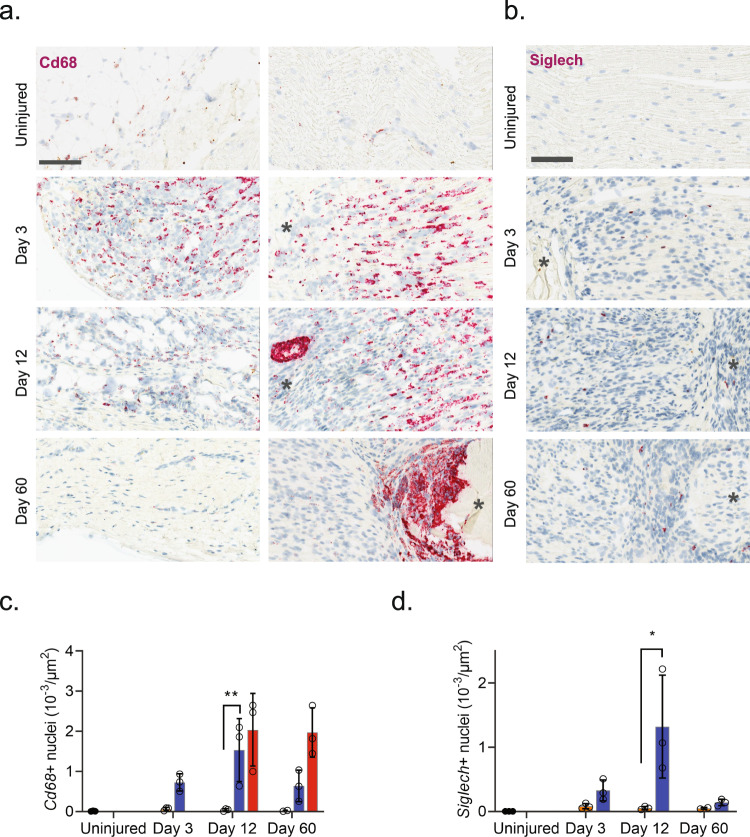
Myeloid cell types form a enveloping scar around necrotic areas. **a** ISH of *Cd68* in uninjured and injured (3, 12, and 60 days post-CCI) sciatic nerve. Column: left, epineurium; right, endoneurium. Asterisk: Necrotic area. Scale bar, 100 µm. **b** ISH of *Siglech* in endoneurium of uninjured and injured (3, 12, and 60 days post-CCI) sciatic nerve. Asterisk: Necrotic area. Note that at day 3 nerve does not exhibit necrosis. Scale bars: 100 µm. **c**, **d** Bar chart with individual values of ISH data in (**a**) and (**b**) in uninjured (dark gray), contralateral nerve (light gray), ipsilateral—whole area (blue), and ipsilateral—necrotic area (red) for each timepoint (mean ± SD, *n* = 3 animals, two-way ANOVA with Sidak’s multiple test comparison: *p < 0.05, **p < 0.01).

The emergence of injury-specific myeloid subtypes is consistent with the temporal mechanics of inflammatory initiation and resolution in other tissues^67^. Consistent with these studies we identify the emergence of several transient iMPs (injury-enriched macrophages) and neutrophils at the early timepoint. Injury caused the emergence of neutrophils which could be detected at 3 days after injury. These cells expressed many molecules consistent with a pro-inflammatory profile, including *Il1b*, *Ccl3*, and *Cxcr2* expression as well as enzymes and receptors for leukotriene B4 signaling (*Ltb4r* and *Lta4h*) consistent with autocrine signaling^32,67–70^ (Fig. 4d).

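Neutrophils carried more inflammatory cytokine transcripts than the macrophages beside them. At day 3, Il1b, the cytokine that starts acute inflammation, was at 6374 ± 2042 CPM in neutrophils and 359 ± 37.5 in macrophages and monocytes (n = 4; log2 fold change 4.10, standard error 0.40, adjusted p = 1.02e-21), in 4 of 4 animals. Ccl3, an attractant of leukocytes, was at 6943 ± 3861 and 433 ± 70.8 (log2 fold change 3.83, standard error 0.41, adjusted p = 7.14e-19). At day 12 the log2 fold changes were 3.80 for Il1b and 3.58 for Ccl3 (n = 6, 6 of 6 animals). Cxcr2, the receptor that draws neutrophils, had 3 counts in 174 neutrophils and 3 counts in 5562 macrophages at day 3, too few for a test. In macrophages Ccl3 fell after injury, by 1.13, 1.84 and 1.39 at day 3, 12 and 60.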

However, surprisingly we did not identify a clearly defined cluster with high expression of *Ccr2* (Fig. 4e), a factor necessary for monocyte extravasation and inflammatory resolution in other tissues, aside from very scarce expression in iMP2s^71^. 

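Ccr2, the receptor by which monocytes leave the blood, was rare in every myeloid class. It had 1 or more UMIs in 78 of 27388 macrophages and monocytes (0.285%), and in 0.501% of plasmacytoid and 0.178% of conventional dendritic cells. Schwann cells, as a class without the gene, had 0 of 14837 cells with a UMI. This allows a share of cells with a UMI of up to 0.0202%, a limit that covers counting error only. By time the share of macrophages and monocytes with Ccr2 was 0.0935%, 0.288%, 0.314% and 0.254%, and the highest cluster had 1.14%.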

Previous studies in rodent nerve have shown that Wallerian degeneration can progress independently of *Ccr2* suggesting that nerve might be a specialized tissue where *Ccr2* monocyte extravasation does not play a crucial role in inflammation, that Ccr2 is expressed in neurons not captured by our study, or we missed the temporal window for identifying these cells in our studies^72^.

The appearance of later arriving iMP types is also consistent with the phenotypical adoption of tissue repair programs in resident MPs. In other tissues these include an early appearance of a pro-inflammatory iMP which help control neutrophil life span followed by a phagocytotic iMP type which help remove debris and apoptotic neutrophils. Histological inspection of *Cd68* + cells revealed a dramatic increase in myeloid cells after injury and a distinct and temporally dependent distribution of Cd68+ cells within the tissue. This was evident by widespread homogenous distribution of Cd68+ cells within nerve at 3 days after injury. However, at 60 days after injury CD68 + cells displayed a distinct spatial pattern restricted to enveloping necrotic areas (Fig. 5a).

### Vascular cells display change after injury with minimal injury enriched subtypes emerging

We next subclustered vascular cells (13,290 cells) into 17 clusters, which all strongly expressed markers^73^ for vascular smooth muscle cells (vSMC: *Acta2*, but no *Cspg4*), pericytes (*Acta2* and *Cspg4*), or endothelial cells (EC: *Tie1*), except for cluster 14 which expressed *Acta2* and *Tie1* weakly, but in addition also expressed markers for epineurial fibroblasts (*Sfrp2*, *Pdgfra*, *Zfhx4*), prompting us to annotate this cluster as doublets (Fig. 6a–d and Supplementary Fig. 10). 

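Endothelial cells line the vessels, and 2 kinds of mural cell wrap them. There were 4479 endothelial cells, 1717 vascular smooth muscle cells and 3799 pericytes. In naive pericytes Acta2, smooth muscle actin, was at 9076 ± 1017 CPM, Des, the intermediate filament desmin, at 1376 ± 36.6, and Cspg4, a pericyte proteoglycan, at 28.1 ± 3.34. In pericytes Acta2 fell at day 3, 12 and 60 (-0.60, -0.75 and -1.67), from the naive level to 2848 ± 341 CPM at day 60 (adjusted p = 4.02e-09, 4 of 4 animals below every naive animal), and Cspg4 rose at day 3 (1.25). In vascular smooth muscle Acta2 fell at day 12 and 60 (-0.66 and -0.84), and Des rose at day 3 (1.08). Of 14 contractile genes tested in pericytes, 7 and 8 were lower at day 12 and 60 (9 and 11 adjusted over the list alone; adjusted p = 0.0799 and 0.00886 with an estimated correlation).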

EC marker analysis further identified clear clusters for dividing endothelial cells (*Tie1* and *Mki67*^16^) as well as lymphatic endothelial cells (LEC: *Pdpn*^74^, *Lyve*, *Ccl21*^75^, *Prox1*^76^). 

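Vessel cells made up a smaller part of the injured nerve. Endothelial cells went from 14.6% of named cells in naive nerve to 3.67% ± 1.24, 2.75% ± 0.613 and 4.12% ± 0.814 (SD, n = 4, 7 and 4; log2 odds ratios -2.21, -2.61 and -2.00, adjusted p = 6.36e-06, 4.0e-07 and 1.62e-05). A cluster of 985 cells with endothelial genes, 40.9% of them from day 3, had no name and is not counted. With unnamed clusters counted, or without Harmony, the share at day 3 was higher. Vascular smooth muscle cells had log2 odds ratios of -2.60, -3.72 and -3.36 (adjusted p = 7.12e-06, 1.56e-07 and 5.12e-07), and pericytes of -1.21, -1.96 and -3.10 (adjusted p = 0.00296, 1.36e-05 and 4.0e-07). Lymphatic endothelial cells, which drain tissue fluid, fell from 0.674% to 0.0170% ± 0.0170 at day 12 (log2 odds ratio -4.74, adjusted p = 2.67e-05), and at day 3 and at day 60, when they made up 0.305%, did not pass the test (log2 odds ratios -1.46 and -1.04, adjusted p = 0.128 and 0.275).
Without naive animal 24 lymphatic cells passed at day 3 and 60 (log2 odds ratios -2.37 and -1.96, adjusted p = 0.0218 and 0.0477). They did too without doublet removal (adjusted p = 0.00335 and 0.0254) and with the strict cell filter (adjusted p = 0.00760 and 0.0127). With the strict cell filter pericytes did not pass at day 3 (adjusted p = 0.477). A share falls when other cells enter, so these values do not count vessel cells.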

The expression of *Ccl21* in LECs is consistent with their role in shuttling neutrophils, dendritic, and T cells to the tissues, and play a role in inflammation. The remaining ECs could be divided into three clusters distinguished by markers (Fig. 6e, f) with nEC1 being the most abundant EC cluster. 

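Endothelial cells of nerve keep blood contents out with junctions, transporters and pumps, and over the class these genes fell after injury. In a naive cluster of 141 cells Abcb1a, which pumps drugs back into the blood, was at 400.2 ± 93.4 CPM against 103 ± 67.6 in the next, highest in 3 of 3 animals. Over all endothelial cells Abcb1a fell from 52.1 ± 7.77 to 4.39 ± 3.85 CPM at day 60 (log2 fold change -3.66, standard error 0.60, adjusted p = 3.87e-04, 4 of 4 animals below every naive animal), and by 1.96 and 2.39 at day 3 and 12. The cluster named above held 10.6% of endothelial cells in naive nerve and 6.78%, 3.05% and 1.55% at day 3, 12 and 60, so that values over the class also carry the change in its mix of clusters. Of 7 barrier genes, 7, 6 and 7 fell at day 3, 12 and 60 (7, 7 and 7 adjusted over the list alone; adjusted p = 0.0805, 0.0164 and 0.0231 with an estimated correlation). Among them were Cldn5, a tight junction protein (-2.00 at day 3), Lsr of tricellular junctions (-1.96, -2.80 and -2.85), Slc7a5, an amino acid carrier (-2.06 at day 3), and the glucose carrier Slc2a1 (-1.74 at day 12).
Interferon-response genes were spread over the naive clusters. Gbp2, a GTPase induced by interferon gamma, was at 120.0 ± 14.9 CPM in the Abcb1a cluster and 89.5 ± 11.0 in the largest, of 852 cells. Gbp5 was at 36.8 ± 12.8, 32.0 ± 13.0 and 31.5 ± 26.3 in 3 clusters, and Ifit2, an inhibitor of viral translation, at 198 ± 33.3 in the largest. Over the class Gbp2, Gbp5 and Ifit2 fell at day 3 (-1.34, -1.25 and -2.00; for Gbp5 a call lost under 3 of 11 alternatives).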

While we did not investigate the subanatomical relationship of these three clusters, we did, however, observe interesting markers suggesting functional roles that could impact drug uptake: nEC2 expressed Abcb1a, an ATP-dependent efflux pump with broad substrate specificity also known as Pgp suggesting that capillary vessels in either the epi- or endoneurial compartment may decrease drug penetration similar to the blood–brain barrier in the CNS. nEC3 expressed several markers (*Gpb2*, *Gbp5*, *Ifit2*) suggesting a role for this subtype in response to interferon-gamma stimulation^77^. In contrast to other major cell groups, injury did not seem to trigger the emergence of distinct cell states as evaluated by dimensional reduction. Instead, only one type of ECs (iECs) and one type of vSMC (iSMC) emerged after injury (Fig. 6c). 

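Genes of leukocyte adhesion fell in endothelial cells after injury. The cluster that was the largest in each of the 4 groups held 63.8% of the cells in naive nerve and 31.7%, 44.1% and 45.5% at day 3, 12 and 60, and at day 3 the second largest, with 27.8%, was another one than in the other groups. That second cluster counted as dividing, with cell division markers in 35.3% of its cells on average. As means over animals it held 3.03% of endothelial cells in naive nerve and 26.6% at day 3. Values over the class therefore also carry a shift to dividing cells. Icam1 and Vcam1, on which leukocytes hold to the vessel wall, fell at day 3 (-2.74 and -2.66), Vcam1 from 620.3 ± 52.7 to 84.8 ± 8.72 CPM at day 60 (log2 fold change -2.87, standard error 0.31, adjusted p = 1.16e-05, 4 of 4 animals below every naive animal). Of 5 leukocyte adhesion genes 5, 5 and 4 fell at day 3, 12 and 60 (adjusted p = 0.0373, 0.0164 and 0.0562 with an estimated correlation). Cx3cl1, a tethered chemokine, had a log2 fold change of -1.97 at day 3. Vwa1, a matrix protein, and Col12a1, a fibril collagen, were among the largest rises at day 3 (3.12 and 3.68) with the potassium channel subunit Kcne3 (3.61) and Tp53i11 (3.29). Aplnr, the apelin receptor of sprouting vessels, rose at all 3 times (1.90, 1.93 and 1.57), while of 14 angiogenesis genes 2 were higher and 3 lower at day 3 (adjusted p = 0.891 with an estimated correlation). Cdh5, the cadherin of endothelial junctions, rose by 0.47, 0.63 and 0.65.
Falls were led by Cytl1 (-5.36), Clec3b (-4.42) and the detoxifying enzyme Ephx1 (-3.88) at day 3, by Slc39a8, a zinc carrier (-2.71), and Rnf19b (-3.00) at day 12, and at day 60 by Olr1, the receptor for oxidised lipoprotein (-4.09), and Slco1a4, an organic anion carrier (-3.55). At day 60 Rbp7, a retinol carrier (2.62), and the interferon gene Irf7 (2.55) were among the largest rises. Markers of other cells moved too, Spp1 of macrophages by 3.55 and Dcn of fibroblasts by 1.82 at day 60, and 8 of 10 myelin genes were lower at day 3 (adjusted p = 0.0805 with an estimated correlation).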

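Vascular smooth muscle cells raised several matrix genes after injury. At day 3 large rises were in Ctgf, a matrix regulator (4.92), Tnc, tenascin C (4.79), and Fn1, fibronectin (3.41). Of 17 structural matrix genes 9, 10 and 4 rose at day 3, 12 and 60 (10, 11 and 5 adjusted over the list alone; adjusted p = 0.106, 0.140 and 0.664 with an estimated correlation). Tnc went from 11.6 ± 8.70 to 385 ± 138 CPM at day 3 (log2 fold change 4.79, standard error 0.53, adjusted p = 5.69e-06, 4 of 4 animals above every naive animal). Ctsk, Mmp2 and Mmp14, which digest collagen, rose at day 12 (2.52, 2.25 and 1.80). Falls at day 3 were led by Gchfr (-4.39) and the interleukin 6 receptor Il6r (-4.29), and at day 60 Eln, elastin (-2.34), was among the largest. A smooth muscle cluster with a median of 797 UMIs per cell held 3.08% of the class in naive nerve and 16.1% at day 3. The myosin Myh11 fell by 1.11 at day 12.
Pericytes at day 3 raised Tnnt2, a troponin (4.84), Slpi, a protease inhibitor (4.54), Upp1 (3.79) and Tubb3, a tubulin (3.61), and over the class had less Igfbp5 (-3.48) and Ccl19, a dendritic cell attractant (-3.26, and -3.24 at day 60). Slpi was at 345 CPM in animal 6 and at most 52.3 in the others (3.08 without animal 6), and its call was lost under 4 of 11 alternatives. The clusters of pericytes differed by group, since the 2 largest of naive nerve, with 37% and 34.6% of pericytes, were other ones than the 2 largest of day 3, with 44.7% and 25.7%. The largest of day 3 had a median of 681 UMIs per cell, against 2571 and 4765 in those of naive nerve, a sign of lower cell quality that goes along with these changes. Under the strict cell filter the day 3 changes named stayed past the threshold. Ccl19 was a leading gene of the largest naive one. Of 9 complement genes 6 and 6 rose in pericytes at day 12 and 60 (7 and 7 adjusted over the list alone; adjusted p = 0.0423 and 0.00886 with an estimated correlation). Whether RNA of macrophages carries part of this complement rise was not tested. In endothelial cells Csf1r, a growth factor receptor of macrophages, was at 2.675 CPM in naive nerve and 18.4 at day 60 (pooled cells). Sfrp2 of epineurial fibroblasts rose by 4.05 in vascular smooth muscle and 3.40 in pericytes at day 12.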

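Ribosomal protein genes rose by small amounts in endothelial cells after injury. Of 84 tested, 50, 15 and 49 were higher at day 3, 12 and 60 and 3, 8 and 3 lower (57, 19 and 53 higher and 3, 9 and 5 lower adjusted over the list alone; adjusted p = 0.426, 0.835 and 0.400 with an estimated correlation). Their median log2 fold changes were 0.39, 0.07 and 0.36. Rps15a, of the small subunit, rose at day 60 (0.34, adjusted p = 0.0219, a call lost under 3 of 10 alternatives), and Rpl34, of the large subunit, passed the test at no time (log2 fold changes 0.04, -0.19 and 0.11, adjusted p = 0.778, 0.180 and 0.495). In pericytes 67, 28 and 62 of 83 rose (adjusted p = 0.174, 0.547 and 0.0817 with an estimated correlation), with Rps15a at 0.38 and 0.60 at day 3 and 60 and Rpl34 at 0.36 and 0.42.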

The majority of top DEGs in iECs were mostly ribosomal protein genes (e.g., *Rpl34* and *Rps15a*) and iSMC expressed a less specific profile (Fig. 6f). This prompted us to investigate whether changes occurred within clusters and across timepoints. 

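Endothelial cells and pericytes changed most genes at day 3, while vascular smooth muscle cells changed about as many at day 12. In endothelial cells 3368, 1918 and 1844 genes changed, in vascular smooth muscle cells 1295, 1192 and 757, and in pericytes 2605, 1366 and 911. Of the changes at day 3, 1626 were higher and 1742 lower in endothelial cells, 637 and 658 in vascular smooth muscle, and 1243 and 1362 in pericytes. Dbp, a clock-controlled transcription factor, had a log2 fold change of -3.64 in endothelial cells at day 12 and -4.53 at day 3, and in pericytes it fell as well (-3.34 at day 3).
At day 12, batch 5 alone gave 1003 in endothelial cells, 449 in vascular smooth muscle and 499 in pericytes, and the first library of each animal 1255, 661 and 878. The first library also gave 1059, 368 and 464 at day 60 and 487 in vascular smooth muscle at day 3, fewer there than at day 12. The strict cell filter gave 660 and 271 in vascular smooth muscle at day 12 and 60 and 1375 and 568 in pericytes at day 3 and 12. Without naive animal 24 pericytes had 888 at day 12 and 588 at day 60.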

For this analysis, we only included nECs (nEC1-3), nSMC, and PC all of which had at least 150 cells represented at each timepoint (Fig. 6k), and we identified that these cell types demonstrated increased number of DEGs at Day 3 or Day 12 compared to the uninjured (Fig. 6l). Injury also triggered a 5–6 fold increase in the proportion of both dividing ECs (dECs: *Tie1* and *Mki67*) and SMC (dSMC: *Acta2*, *Cspg4*, *Mki67*) (Fig. 6c), which is supported by an increase in the density of both ECs and SMCs when examined by histology (Fig. 6g, j). 

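Division genes rose in endothelial and mural cells at day 3. In cells thinned to 1000 UMIs, 6.04% ± 3.45 (SD, n = 4) of endothelial cells had 2 or more division markers at day 3 (log2 odds ratio 3.36, adjusted p = 1.41e-05) and 0.745% ± 0.622 (SD, n = 7) at day 12, which did not pass the test (log2 odds ratio 0.48, adjusted p = 0.485). In mural cells, of which 379 with under 1000 UMIs were left out at day 3 and 877 kept, the share was 6.70% ± 4.03 at day 3 (log2 odds ratio 3.79, adjusted p = 2.65e-06) and 1.82% ± 0.693 at day 12 (log2 odds ratio 2.00, adjusted p = 0.00259). Of 19 cell division genes 18 rose in endothelial cells at day 3 (18 adjusted over the list alone; adjusted p = 0.0323 with an estimated correlation), Mki67 from 6.13 ± 2.35 to 58.7 ± 18.7 CPM (log2 fold change 3.22, standard error 0.41, adjusted p = 2.76e-06, 4 of 4 animals above every naive animal) and Cdk1, which drives mitosis, by 3.55. In pericytes 13 of 16 rose (14 adjusted over the list alone; adjusted p = 0.100 with an estimated correlation), Mki67 by 1.11 (a call lost under 5 of 11 alternatives). A dividing mural cluster of 207 cells, 128 of them from day 3, was assigned to neither mural class and is not in these pericyte values.
At day 12 endothelial cells passed without thinning or with 1 or more markers (adjusted p = 0.0194 and 0.0277). Mural cells at day 12 did not with 3 or more markers (log2 odds ratio 1.10, adjusted p = 0.197) or without naive animal 23 (log2 odds ratio 1.12, adjusted p = 0.112).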

In summary, vascular cells displayed the least diversity after injury responding with robust proliferation rather than the emergence of injury-specific subtypes.

**Fig. 6:**
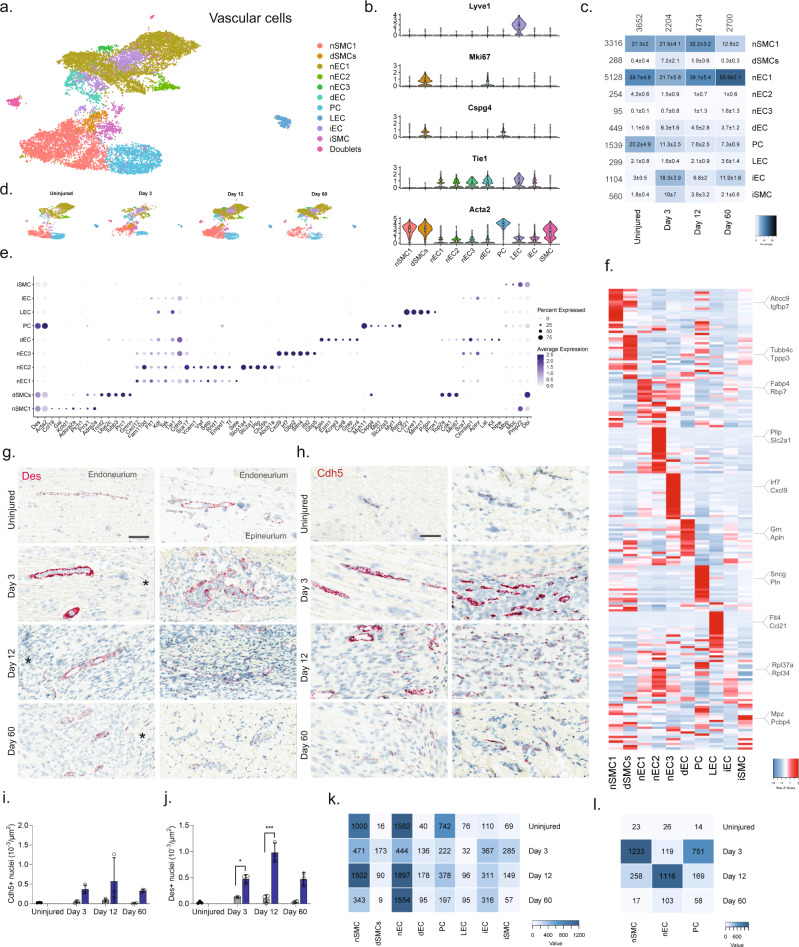
Identification of molecular subtypes of vascular cell types in naive and injured nerve. **a** Dimensional reduction plot (UMAP) of subclustered vascular cells from all timepoints (*n* = 13,290 cells). Top: All timepoints. Bottom: Individual timepoints. **b** Violin plot with boxplot overlay and outliers (dots) of cell type markers. **c** Heat map of the distribution of each vascular subtype at each timepoint (percentage, mean ± SD). **d** Feature plots of vascular subtype markers. **e** Dot plot of scaled expression of genes differentiating clusters in among naive and injured subtypes. **f** Heat map displaying scaled expression of the top 20 differentially expressed genes across cell types from all timepoints displayed from cluster averages. **g** ISH of *Des* in endoneurium (left column) and epineurium (right) of uninjured and injured (3, 12, and 60 days post-CCI) sciatic nerve. Asterisk: Necrotic area. Scale bars: 100 µm. **h** ISH of *Cdh5* in endoneurium (left column) and epineurium (right) of uninjured and injured (3, 12, and 60 days post-CCI) sciatic nerve. Asterisk: Necrotic area. Scale bars: 100 µm. **i**, **j** Quantification of ISH data in (**g**) and (**h**), respectively, displayed as bar charts with individual values: uninjured (dark gray), contralateral nerve (light gray), and ipsilateral—whole area (blue) for each timepoint (mean ± SD, *n* = 2–3 animals, two-way ANOVA with Sidak’s multiple comparison, *p < 0.05, ***p < 0.001). **k** Heat map of cell count in each cluster divided by timepoint. **l** Heat map of absolute count of DEGs for each cell subtype when compared among timepoints. Only cell subtypes with more than 150 cells in each group were included in the analysis.

### Unlike T cells, NK cells infiltrate primarily the epineurial nerve compartment

We finally subclustered lymphoid cells which resulted in 17 clusters (Fig. 7a, b and Supplementary Fig. 11). Previous studies of blood white cells have demonstrated the vast diversity and complex expression patterns that is present among this major cell group. In fact, several scOmics studies have demonstrated that combining transcriptomics and proteomics help annotate deeper subtypes among lymphoid subtypes^78^. In our study, we also observed widespread cluster heterogeneity and decided to not fully characterize clusters beyond major cell types. To this end, we identified eight different subtypes of T cells (*Cd3e*), five subtypes of NK/ILC1 cells (*Ncr1, Klrb1a*), ILC2 cells (*Pparg*), B cells (*Cd19*), and mast cells (*Cpa3*) (Fig. 7c–e)^55^. 

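T cells and natural killer cells, which kill infected or stressed cells, rose after injury and stayed high to day 60. There were 5533 T cells, 1717 natural killer cells, 274 B cells, 261 type 2 innate lymphoid cells and 73 mast cells. T cells went from 1.10% of named cells in naive nerve to 3.87% ± 0.817, 6.92% ± 2.67 and 5.42% ± 2.22 (SD, n = 4, 7 and 4; log2 odds ratios 1.97, 2.80 and 2.42, adjusted p = 5.04e-04, 6.36e-06 and 6.48e-05). Natural killer cells rose from 0.259% to 1.21% ± 0.534, 2.15% ± 0.741 and 1.64% ± 0.739 (log2 odds ratios 2.08, 2.97 and 2.54, adjusted p = 3.66e-04, 4.78e-06 and 5.03e-05). Innate lymphoid cells 2, which respond to alarm signals of tissue, went the other way, from 0.584% to 0.158% ± 0.0680 and 0.220% ± 0.122 at day 3 and 12 (log2 odds ratios -1.78 and -1.47, adjusted p = 0.00426 and 0.00795). By exact permutation T and natural killer cells did not pass at day 3, where 4 animals stand against 3, nor natural killer cells at day 60 (adjusted p = 0.0762 each). Innate lymphoid cells 2 did not pass at day 12 within batch 5 (log2 odds ratio -0.91, adjusted p = 0.168) or without naive animal 22 (adjusted p = 0.0706).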

Interestingly, histological evaluation of the presence of *Cd3e* + T cells and *Ncr1* + NK cells revealed that in uninjured tissue these cells types were essentially absent (Fig. 7f–j), but that injury triggered NK cell infiltration primarily of the epineurial compartment, while T cells could be identified in both the epi- and endoneurial compartments.

**Fig. 7:**
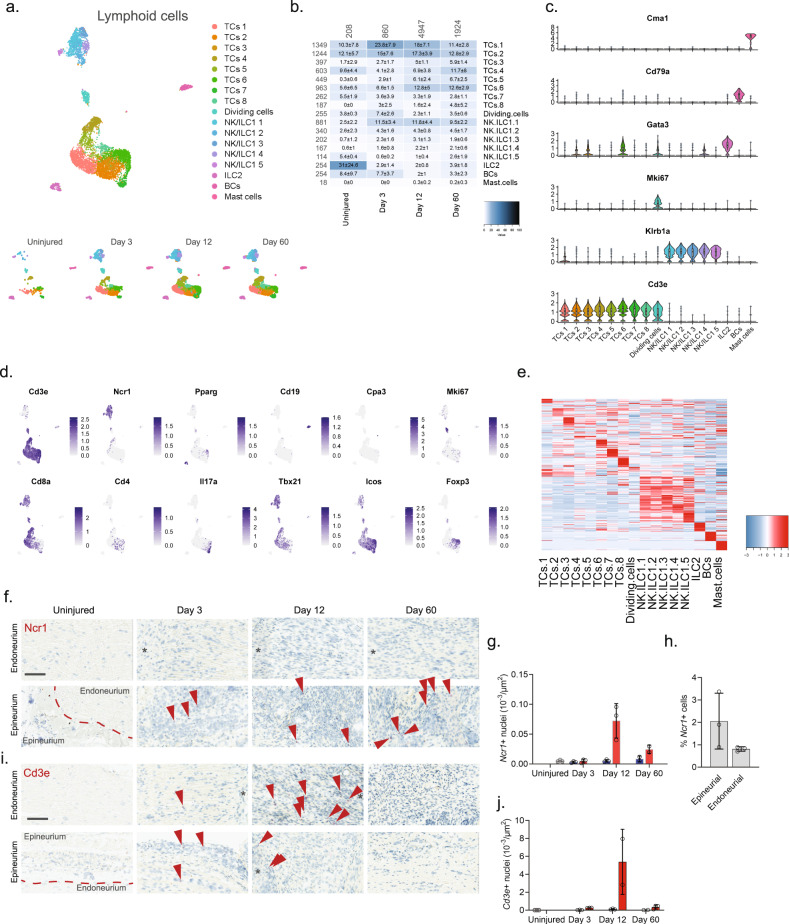
Identification of molecular subtypes of lymphoid cells in naive and injured nerve. **a** Dimensional reduction plot (UMAP) of subclustered lymphoid cells from all timepoints (*n* = 7957 cells). Top: All timepoints. Bottom: Individual timepoints. **b** Heat map of the distribution of each lymphoid subtype at each timepoint (percentage, mean ± SD). Left row labels and top column labels indicate cell number in cluster and timepoint, respectively. **c** Violin plot with boxplot overlay and outliers (dots) of cell type markers. **d** Feature plots of lymphoid subtype markers. **e** Heat map displaying scaled expression of the top 20 differentially expressed genes across cell types from all timepoints displayed from cluster averages. **f** ISH of *Ncr1* in endoneurium and epineurium areas of uninjured and injured (3, 12, and 60 days post-CCI) sciatic nerve. Asterisk: Necrotic area. Scale bars: 100 µm. **g** Bar chart with individual values displaying number of *Ncr1* + cells in uninjured (light gray), contralateral (blue), and ipsilateral (red, whole area) nerve for each timepoint (mean ± SD, *n* = 2–3 animals). **h** Percent *Ncr1* + cells in ISH data in (**f**) in epineurial and endoneurial areas. **i** ISH of *Cd3e* in endoneurium and epineurium areas of uninjured and injured (3, 12, and 60 days post-CCI) sciatic nerve. Asterisk: Necrotic area. Scale bars: 100 µm. **j** Bar chart with individual values displaying number of *Cd3e* + cells in uninjured (light gray), contralateral (blue), and ipsilateral (red, whole area) nerve for each timepoint (mean ± SD, *n* = 2–3 animals).

### Potential paracrine interactions in anatomically restricted regions increase after injury

We next sought to explore the potential ligand–receptor (LR) interactions that exist between different cell types within naive nerve. We used a bioinformatic framework, SingleCellSignalR, to extract annotated LR pairs derived from a set of curated databases. Using this framework an LR score can be calculated and significant interactions can be identified based on scores between 0.5 and 1^79^. In naive nerve, we observed thousands of potential pairs among all cell types. Interestingly, the majority of LR pairs were between Schwann cells, fibroblasts, myeloid and vascular cells, whereas lymphoid cells occupied a much smaller fraction of potential pairs (Fig. 8a). Given no inflammatory response is anticipated in naive tissues, this observation further establishes confidence that the LR method provides physiologically relevant sensitivity. For exploring interactions between cell types, we focused on Schwann cell and perineurial fibroblasts which displayed anatomically proximity based on our histology data. We identified 112 potential interactions (LR score >0.5) from Schwann cells to perineurial fibroblasts. 

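Cntf, ciliary neurotrophic factor, was highest in myelinating Schwann cells, and Cntfr, the part of its receptor that binds it, was highest in perineurial fibroblasts. In naive nerve Cntf was at 631 ± 154 CPM in myelinating and 58.0 ± 16.9 in Remak Schwann cells, and Cntfr at 316 ± 102 in perineurial, 4.03 ± 1.36 in endoneurial and 9.31 ± 3.91 in epineurial fibroblasts. Cntfr in perineurial fibroblasts was at 39.5 ± 33.1 at day 3, 145 ± 41.9 at day 12 and 295 ± 172 at day 60.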

Among the top pairs (Fig. 8b), we identified the *Cntf-Cnftr* pair (LR score = 0.84) between myelinating Schwann cells and perineurial fibroblasts (Fig. 8c). *Cntf-Cntfr* has a known role in nerve development and inflammatory nociception, however, a direct interaction between myelinating Schwann cells and perineurial fibroblasts has not previously been demonstrated (Fig. 8d).

**Fig. 8:**
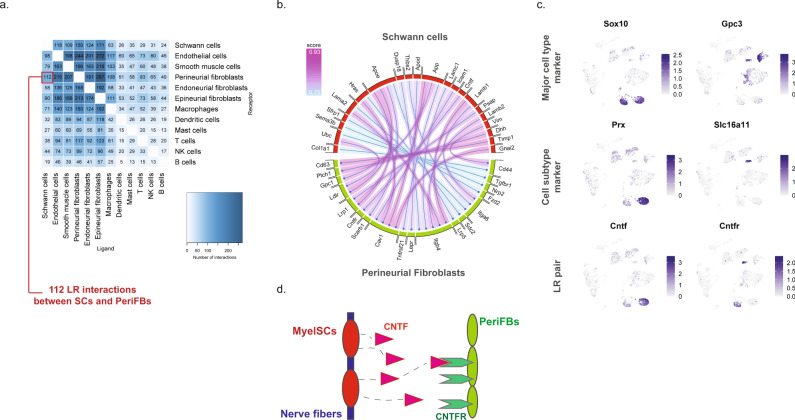
Ligand–receptor interactions in naive nerve. **a** Number of LR pairs between indicated cell types identified using SingleCellSignalR in naive nerve (LR > 0.05). **b** Circosplot of top interactions signaling from naive Schwann cells (ligand) to naive perineurial fibroblasts (receptor). **c** Feature plots validating cell type markers and identified LR pair in all naive cells. **d** Illustration of signaling between the LR pair, *Cntf*-*Cntfr*, between myelinating Schwann cells and perineurial fibroblasts. The LR score between myelinating Schwann cells and perineurial fibroblasts for *Cntf* and *Cntfr* is 0.84.

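The ligand-receptor score, which runs from 0 to 1, rises with the product of ligand and receptor levels. For Cntf of myelinating Schwann cells and Cntfr of perineurial fibroblasts it was 0.918 ± 0.0106 (SD, n = 3) in naive nerve. After injury it was 0.83 at day 3 (n = 3), 0.831 at day 12 (n = 6) and 0.898 at day 60 (n = 4). The score takes no account of where the cells lie, and no test was made of it.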

When we explored the number of significant LR pairs after injury, we observed that the number increased especially at day 12 after injury. The distribution also changed with more interactions involving lymphoid and mast cells supporting the activation of an immune response (Fig. 9a–c). 

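Repair Schwann cells stood above Remak Schwann cells in the mean level of Ngfr at day 12. It was at 1323 ± 114 CPM in repair and 369 ± 32.3 in Remak Schwann cells (SD, n = 7), given without a test. Ngfr is among the markers that named the repair clusters, so its higher level there follows in part from the naming.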

Exploring the top most-variable interactions at day 12 and focusing on genes that we identified in injury-specific clusters, we found that the activation of *Ngfr* in repair Schwann cells might derive from Ngf in endoneurial fibroblasts (Fig. 9d, f). 

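Ptn, pleiotrophin, a growth factor that binds the phosphatase Ptprz1, was present in fibroblasts, vessel cells and Schwann cells alike. At day 12 Ptn was at 1253 ± 289.7 in endoneurial, 785 ± 100.2 in perineurial and 333 ± 63.3 in epineurial fibroblasts, 966 ± 204 in endothelial cells, and 1102 ± 171 in repair Schwann cells themselves (CPM). Ptn rose in endoneurial fibroblasts at day 12 (2.28) and day 60 (1.59, a call lost under 5 of 10 alternatives), and in epineurial fibroblasts at day 3 (1.70) and day 12 (2.08). Ptprz1 was at 63.1 ± 9.77 in repair and 67.6 ± 21.4 in Remak Schwann cells at day 12. Scores to repair cells at day 12 were 0.874 from endoneurial, 0.855 from perineurial (n = 6) and 0.819 from epineurial fibroblasts.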

In the same gene set, we identified another interaction between *Ptprz1* in repair cells and the ligand *Ptn* in almost all types of fibroblasts. We also identified a *Timp3-Kdr* (VEGFR) interaction between injured fibroblasts and endothelial cells suggesting an importance of fibroblasts in the negative regulation of angiogenesis after injury^80^. Among these LR pairs may be opportunities for pharmacological intervention for alleviating pain after nerve trauma.

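Timp3, an inhibitor of metalloproteases that also blocks the VEGF receptor Kdr, fell in fibroblasts at day 3. In epineurial fibroblasts Timp3 fell by 3.56 and in endoneurial fibroblasts by 2.54 at day 3, going in the former from 73.6 ± 15.4 to 6.25 ± 1.82 CPM (log2 fold change -3.56, standard error 0.28, adjusted p = 9.18e-08, 4 of 4 animals below every naive animal). By day 12 the epineurial level was 63.5 ± 21.4, and Timp3 passed the test at neither later time (adjusted p = 0.531 and 0.996). Pericytes and vascular smooth muscle cells had more of it at day 12 (301 ± 72.7 and 197 ± 52.5 CPM). Kdr was at 219 ± 38.3 in endothelial cells and, higher, at 539 ± 166 in plasmacytoid dendritic cells at day 12. The score from epineurial fibroblasts to endothelial cells was 0.799 in naive nerve and 0.602, 0.795 and 0.811 at day 3, 12 and 60, and with CPM as the scale 0.399 at day 3. From the pair the paper proposes that fibroblasts hold back vessel growth after injury.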

**Fig. 9:**
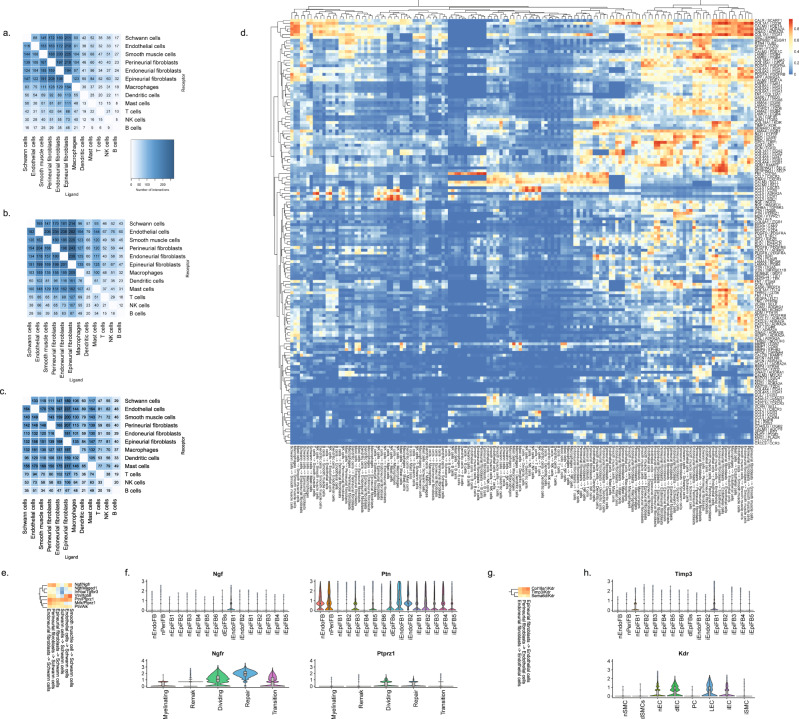
Ligand–receptor interactions after injury. Number of LR interactions larger than 0.5 between the indicated two cell types after **a** 3 days, **b** 12 days, and **c** 60 days of CCI injury, respectively. **d** Heat map of scaled expression of top 100 most-variable interactions at day 12. **e** Subset of interactions from (**d**) between types of fibroblasts and Schwann cells. **f** Violin plot with boxplot overlay and outliers (dots) of highlighted pairs, *Ngf - Ngfr* and *Ptn - Ptprz1*, from (**e**). **g** Subset of interactions from (**d**) between types of fibroblasts and vascular cells. **h** Violin plot with boxplot overlay and outliers (dots) of highlighted pair, *Timp3 - Kdr*, from (**g**).

## Discussion

In our study, we examined the molecular changes at single-cell resolution in uninjured naive nerve and in nerve after injury at three timepoints related to early (3 days) and late (12 days) responses to injury as well as at a more chronic state of tissue repair (60 days). At each of these timepoints, we were able to capture significant changes in fibroblasts, Schwann cells, and immune cells summing a total of 45 cell subtypes identified in naive nerve and 23 cell subtypes emerging after injury. Further, we identified numerous injury-specific ligand–receptor interactions that may be targeted for pharmacological intervention. While CCI nerve injury in rats is a widely used model in drug discovery for assessing the efficacy of analgesics in neuropathic pain assays, we are not able to conclude what genes are directly involved in the emergence or persistence of pain, or whether these targets translate to human pain conditions. This will require genetic or pharmacological validation of the targets in question and validation in human tissues, and remains a topic for future studies.

Peripheral nerve responds to injury with dramatic swelling and edema, in part due to increased vascularization, cell infiltration and proliferation. In this study, using histology we demonstrate that injury triggers a significant 3–6 fold increase in cell density compared to the contralateral side at 12 and 60 days. Investigation of proliferative markers in the scOmics data, including *Mki67* (Ki67), *Top2a*, and *Cdk1*^16^, indicate division among all major cell groups and reveal that Schwann cells and epineurial fibroblasts were the most proliferative types with increased densities ranging from 10 to 24 fold. We also identified a significant increase in the density of cell subtypes such as dendritic cells, T cells, and neutrophils which are commonly known to infiltrate tissues, further supporting that some of the increased density is due to infiltration. And last, histological analysis support increased vascularization in both the epi- and endoneurial compartment. Unexpectedly, we also identified a trend, although not significant, of increased cell density on the contralateral side after injury. This was consistent for the total nuclei density across all animals tested and peaked at day 3 or 12 before returning to uninjured levels at day 60.

Analysis of Schwann cells revealed that two subtypes, myelinated and unmyelinated Remak cells, are the prevailing types in naive nerve in agreement with the common consensus on glia in the periphery. In addition, we also identified that about 1% of naive Schwann cells are undergoing cell division suggesting naive nerve continue to replenish and repair even during homeostasis. After injury, however, cell division increased dramatically to 20%, and an injury-specific Schwann cell type emerged transiently and expressed markers of previously characterized Repair cells^19^. In fact, during the peak of inflammation, the majority of *Sox10* + Schwann were either dividing, transitional, or Repair cells, underscoring that the Schwann cell phenotype is highly plastic. Previous studies of Repair cells have suggested the potential of these cells to transition between myelinated and unmyelinated phenotypes via a Repair cell transition, although this has not been conclusively demonstrated^20^. In our study, we identified unique and selective markers of the Repair phenotype, which may aide future studies in interrogating the potential for targeting this injury-specific cell type for therapeutic purposes.

Here, we also identified the distinguishing molecular features of multiple subpopulations of myeloid cells in uninjured naive and injured sciatic nerve. We found eight distinct subtypes in naive nerve: *Cma1* + mast cells, *Xcr1*+/*Clec9a* + conventional self-renewing tissue-resident dendritic cells, five types of MHC II+ or C1q+ macrophages including one dividing and patrolling non-classical *N4a1r* + monocyte population. Injury was marked by a dramatic increase in the density of myeloid cells, both in the epineurial and endoneurial compartments. Our data further identified the emergence of injury-specific cell subtypes distinguished by molecular features and temporal patterning, and identified recruited neutrophils, *Siglech* + plasmacytoid dendritic cells, and nine injury subtypes of macrophages. A recent study by Ydens et al. report that the majority of endoneurial and epineurial macrophages are populated by late embryonic precursors that slowly replenish after birth by hematopoietic stem cells derived precursors suggesting this origin could remain in adulthood. This is supported by another study by Wang et al., who show by fate mapping, that the PNS is fully populated with macrophages at birth and only 8% of these derive from the yolk sac. This is in stark contrast to CNS microglia which derive almost exclusively from yolk sac progenitors. Using a Flt3 transgenic reporter line, Wang et al. further identify that 74% of nerve macrophages were derived from hematopoietic stem cell-derived progenitors. This is significantly more than what we find (~30% of nMP4 in naive nerve), but can be explained by differences in nerve harvest technique and how much epineurial tissue is included in the dissociate. While both reports identify two populations of macrophages distinguished by distinct markers (e.g., *Cd74*, MHC II genes) or (*Clec10a*, *Lyve1*^*Hi*^), Ydens et al. further show *Clec10a* is restricted to the epineurial compartment. This finding is supported by a recent study in lung tissues where MHC II genes and *Lyve1* distinguished macrophages associated with nerve bundles and vessels, respectively, adding further support to anatomical functional specialization in the peripheral nerve compartment^81^. Based on these previously validated markers, our study suggests that the epineurial compartment is populated by three subtypes of self-maintaining macrophages involved in tissue wound repair, while the endoneurial compartment is populated by one subtype of macrophage derived from both embryonic and hematopoietic stem cells lineages, but with a similar phenotype involved in antigen presentation. Further studies are needed to fully delineate the molecular types and their respective functional roles in homeostasis and repair.

In our study, fibroblasts had the most diverse phenotypical heterogeneity. We identified three different anatomical types comprising more than nine types in naive nerve and an additional seven types in injured nerve. Histological analysis demonstrated robust proliferation and the development of an inflammatory profile among fibroblasts as well as the emergence of many injury triggered epineurial types peaking at day 12. The role of fibroblasts in nociception remains not fully understood. A previous study by Carr et al. investigated nerve injury and proposed that endoneurial fibroblasts, also termed mesenchymal cells, possess precursor potential for bone and dermal repair^6^. The major cell type with the least heterogeneity were vascular cells. This cell group also displayed minimal emergence of distinct subtypes after injury although types displayed robust DEGs after, but not before, injury. This is not surprising since the vasculature may be uniquely equipped with mechanisms to quickly deal with neurogenic inflammation.

Lymphoid cells displayed a unique profile. While the uninjured nerve was essentially devoid of lymphoid cells, many different subtypes infiltrated after injury, which was also supported by histological evidence. Given the known challenges in phenotyping lymphoid cell subtypes based on RNA alone and without protein markers^78^, we decided not to pursue annotation of this cell group in detail. However, interestingly, histological evaluation of uninjured and injured nerve demonstrated that NK cells predominantly occupied the epineurial compartment while T cells occupied the endoneurial compartment.

Exploring ligand–receptor interactions revealed that injury caused an increase in the number and distribution of interactions, as observed in previous studies examining interactions between sensory neurons and other tissues or cell types^82^. Our analysis revealed the potential importance of fibroblast cells in all compartments of the nerve based on the identification of putative LR pairs to injury-specific Schwann cells as well as endothelial cells. Although our analysis did not investigate the molecular changes of DRG neurons after injury, previous studies of DRG have demonstrated that neurons adopt a different molecular profile after injury^13^. Future analysis integrating these studies and validating LR pairs may delineate a molecular sequence of changes and identification of the cellular origins. This in turn, may provide a path for the discovery of novel analgesics that prevent the development of persistent neuropathic pain after injury.

Altogether, our study provides insight into the vast heterogeneity among cell subtypes in different nerve compartments of the uninjured and injured nerve. Our goal with this study was to provide a descriptive foundation of cellular heterogeneity in naive and injured nerve. While our study provides sufficient resolution to identify many novel cell subtypes, to the best of our knowledge, among the 45 cell subtypes in naive nerve and 23 cell subtypes emerging after injury, there may be still subtypes that we our study could not resolve bioinformatically, but that require even larger Omics studies of nerve to resolve. However, while this report documents the emergence of cell subtypes, the function of many of these types still remains unclear and was not the scope of this study. We hope this work will enable future studies aimed at identifying cells of druggable interest for the prevention and symptomatic treatment of emergence and persistence of neuropathic pain.

## Methods

### CCI model generation, perfusion, and nerve extraction

Sprague Dawley rats weighed between 175 and 250 g at the time of surgery. The procedure was performed under aseptic conditions, and using standard sterile technique to perform CCI (or Sham-CCI) surgery. Anesthesia (3% Isoflurane in 100% Oxygen) was delivered by a nose cone, connected to an anesthetic machine containing a scavenging system. The skin over the back and left thigh was shaved and wiped alternately 3 times with alcohol and Betadine. The animals laid on a heating pad, temperature regulated. An incision was made to expose the left common sciatic nerve at mid-thigh level. Four loose ligatures (catgut chromic 4-0) were applied to the sciatic nerve (1 mm apart) in order to induce a local constriction injury according to the model by Bennett and Xie^10^. The skin was closed with wound clips. For all studies conducted at the Research Labs of Merck & Co., Inc., Kenilworth, NJ, USA, experimental procedures described herein were approved by the Institutional Animal Care and Use Committees, and subjects were housed and tested in AAALAC-accredited facilities.

### Enzymatic digestion and single-cell RNA-seq

About 10 mm of naive sciatic nerve or 10 mm of the CCI ligated sciatic nerve was dissected from rats transcardially perfused with PBS for immediate enzymatic dissociation. Nerve tissues were finely chopped with scalpels and then digested in 1–2 ml enzyme cocktail comprising: trypsin (Gibco, 3 mg/ml), collagenase II (Worthington 800 U/ml), hyaluronidase (Worthington, 1105 U/ml), pronase (Sigma, 240 U/ml), and dispase (Sigma, 5 U/ml) in HEPES buffered HBSS with 0.45% glucose. The digestion continued at 37 °C and 5% CO_2_, and was terminated after 40–60 min by adding 1–2 ml dissociation medium (HBSS with HEPES, 0.45% glucose, and 1% BSA) followed by trituration with a p1000 pipette. The dissociate was then filtered over a 40 µm filter and into a 50 ml tube on ice and 10 ml dissociation medium was added. Cells were centrifugated (10 min, 1000 rpm, 10 °C) and resuspended in 1 ml dissociation medium for an additional two washes. Cells were finally resuspended in PBS with 1% BSA and counted. Single-cell RNA-sequencing was performed using the Chromium Single Cell 3′ Kit with v2 chemistry (10X Genomics) according to manufacturer instructions. We targeted 8000 cells per 10X GEM reaction. Libraries were QC’ed by verifying optimal size using the High Sensitivity DNA Agilent Bioanalyzer kit and cDNA concentration quantified using the Invitrogen Qubit HS DNA kit according to the manufacturer’s instructions. Then libraries were sequenced on an Illumina Novaseq 6000.

### scRNA-seq data analysis

Raw fastq files were demultiplexed with CellRanger (v3.0.0) and aligned using the rat genome (Rn6). Downstream analyses were performed with R (v.3.5) and Seurat (v.3.1). Cells with 200-5,500 genes and <10% mitochondrial reads were retained. Data were normalized using sctransform and batch correction was performed using harmony. 30 principal components and resolution = 0.8 were used for dimensionality reduction and clustering, respectively. Clusters of red blood cells (high *Hbb*) and doublets/debris (multiple cell type markers, low gene counts) were removed and the data was reprocessed using the same parameters. Dendritic cells and B cells both expressed high MHC levels and were clustered together at resolution 0.8. Expression of *Cd19* and *Siglech* confirmed two distinct populations which were subsequently reclustered at resolution 0.1 to yield distinct populations. Major populations were subclustered using the same parameters. Detecting highly variable genes, finding clusters and creating UMAP dimplots, feature plots, violin plots, dot plots, and gene expression heatmaps plots was done using R (v.3.6) and Seurat (v.3.1). All violin plots are displayed with an overlayed boxplot where the lower, middle and upper hinges are the 25th percentile, median and 75th percentile, respectively, and the bottom and top whiskers are the minimum and maximum values. The gray circles in the boxplot display the outliers. Heatmaps of genes display scaled expression across each gene. Identification of marker genes in clusters was found using the FindAllMarkers function, and heatmaps showing average cluster expression were done using the AverageExpression function of the Seurat pipeline on SCT data. Heatmaps showing cell counts were produced using the table function in Seurat. To identify potential paracrine interactions we used SingleCellSignalR (v.1.0) in R (v.4.0) to mine 3251 LR pairs in an annotated dataset containing all cell types. SingleCellSignalR was used on an already annotated dataset exported from Seurat.

### RNAscope

RNA in situ hybridization experiments were performed using the RNAscope® technology on FFPE section from nerve of animals (*n* = 3 animals per condition, unless noted otherwise) in the same cohorts as those used for single-cell RNA-seq. Paired double-Z oligonucleotide probes were designed against the following target RNA from rat: Cd68 (NM_001031638.1), Cd3e (NM_001108140.1), Cdh5 (NM_001107407.1), Des (NM_022531.1), Sox10 (NM_019193.2), Sfrp2 (NM_001100700.1), Siglech (XM_008759473.2), Gpc3 (NM_012774.1), and Ncr1 (NM_057199.1). Hybridization was detected using the RNAscope 2.5 LS Reagent RED Kit (ACD) according to the manufacturer’s instructions where the gene of interest is stained red, and all nuclei are blue. Each sample was quality controlled for RNA integrity with a probe specific to the housekeeping genes POLAR2a, PPIB, and UBC. Negative control background staining was evaluated using a probe specific to the bacterial dapB gene. Brightfield images were acquired using a AperioXT microscope using a 40x objective and images were analyzed in HALO (v.3.2).

### Statistics and reproducibility

Differential gene expression was quantified using the Seurat pipeline using the FindAllMarkers function which identifies differentially expressed genes between two groups of cells using a Wilcoxon Rank Sum test. *P* values were filtered at *p* < 0.05 and returning only genes upregulated against the comparator (pos.only = TRUE)). Statistical analysis of imaging data quantified in HALO was performed in Graph Prism version 8 using a ANOVA analysis with multiple comparison test as indication in figure legend. Supplementary Table 1 outlines the biological and technical sample sizes of the scRNA-seq data. Supplementary Fig. 2 outlines the sample sizes of each annotated cell type per timepoint of the scRNA-seq data.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Source data is provided for Figs. 1f, g, 2i, 3h, k, 4g, 5c, d, 6b, 6j, 7g, h, and j in Supplementary Data 1. Single-cell RNA-seq data that support the findings of this study is deposited in GEO Omnibus with the accession code (http://www.ncbi.nlm.nih.gov/).

## References

[1] Binder A, Baron R (2016). The pharmacological therapy of chronic neuropathic pain. Dtsch. Arztebl. Int..

[2] Woolf CJ (2020). Capturing novel non-opioid pain targets. Biol. Psychiatry.

[3] Smith MT, Anand P, Rice ASC (2016). Selective small molecule angiotensin II type 2 receptor antagonists for neuropathic pain: preclinical and clinical studies. Pain.

[4] Shepherd AJ (2018). Macrophage angiotensin II type 2 receptor triggers neuropathic pain. Proc. Natl Acad. Sci. USA.

[5] Yuste R (2020). A community-based transcriptomics classification and nomenclature of neocortical cell types. Nat. Neurosci..

[6] Carr MJ (2019). Mesenchymal precursor cells in adult nerves contribute to mammalian tissue repair and regeneration. Cell Stem Cell.

[7] Wolbert J (2020). Redefining the heterogeneity of peripheral nerve cells in health and autoimmunity. Proc. Natl Acad. Sci. USA.

[8] Wang PL (2020). Peripheral nerve resident macrophages share tissue-specific programming and features of activated microglia. Nat. Commun..

[9] Ydens E (2020). Profiling peripheral nerve macrophages reveals two macrophage subsets with distinct localization, transcriptome and response to injury. Nat. Neurosci..

[10] Bennett GJ, Xie YK (1988). A peripheral mononeuropathy in rat that produces disorders of pain sensation like those seen in man. Pain.

[11] Chen H (2018). Effect of autophagy on allodynia, hyperalgesia and astrocyte activation in a rat model of neuropathic pain. Int. J. Mol. Med..

[12] Chen JY (2018). Valproate reduces neuroinflammation and neuronal death in a rat chronic constriction injury model. Sci. Rep..

[13] Renthal W (2020). Transcriptional reprogramming of distinct peripheral sensory neuron subtypes after axonal injury. Neuron.

[14] Gillespie CS, Sherman DL, Blair GE, Brophy PJ (1994). Periaxin, a novel protein of myelinating Schwann cells with a possible role in axonal ensheathment. Neuron.

[15] Yang Z, Wang KK (2015). Glial fibrillary acidic protein: from intermediate filament assembly and gliosis to neurobiomarker. Trends Neurosci..

[16] Elmentaite R (2021). Cells of the human intestinal tract mapped across space and time. Nature.

[17] Nocera G, Jacob C (2020). Mechanisms of Schwann cell plasticity involved in peripheral nerve repair after injury. Cell. Mol. Life Sci..

[18] Watanabe E, Hiyama TY, Kodama R, Noda M (2002). NaX sodium channel is expressed in non-myelinating Schwann cells and alveolar type II cells in mice. Neurosci. Lett..

[19] Jessen, K. R. & Mirsky, R. The success and failure of the Schwann cell response to nerve injury. *Front. Cell. Neurosci.***13**, 10.3389/fncel.2019.00033 (2019).10.3389/fncel.2019.00033PMC637827330804758

[20] Jessen KR, Mirsky R (2016). The repair Schwann cell and its function in regenerating nerves. J. Physiol..

[21] Uchida H, Nagai J, Ueda H (2014). Lysophosphatidic acid and its receptors LPA1 and LPA3 mediate paclitaxel-induced neuropathic pain in mice. Mol. Pain..

[22] Yang N (2013). Generation of oligodendroglial cells by direct lineage conversion. Nat. Biotechnol..

[23] Marcinkiewicz M, Savaria D, Marcinkiewicz J (1998). The pro-protein convertase PC1 is induced in the transected sciatic nerve and is present in cultured Schwann cells: comparison with PC5, furin and PC7, implication in pro-BDNF processing. Mol. Brain Res..

[24] Gomes I (2016). Identification of GPR83 as the receptor for the neuroendocrine peptide PEN. Sci. Signal..

[25] Mack SM, Gomes I, Devi LA (2019). Neuropeptide PEN and its receptor GPR83: distribution, signaling, and regulation. ACS Chem. Neurosci..

[26] Torii T (2014). In vivo knockdown of ErbB3 in mice inhibits Schwann cell precursor migration. Biochem. Biophys. Res. Commun..

[27] Tabib T, Morse C, Wang T, Chen W, Lafyatis R (2018). SFRP2/DPP4 and FMO1/LSP1 define major fibroblast populations in human skin. J. Investigative Dermatol..

[28] Siu, M. K. Y. et al. Hexokinase 2 regulates ovarian cancer cell migration, invasion and stemness via FAK/ERK1/2/MMP9/NANOG/SOX9 signaling cascades. *Cancers***11**, 10.3390/cancers11060813 (2019).10.3390/cancers11060813PMC662734531212816

[29] Ma W, Chabot JG, Vercauteren F, Quirion R (2010). Injured nerve-derived COX2/PGE2 contributes to the maintenance of neuropathic pain in aged rats. Neurobiol. Aging.

[30] Zhuang GZ (2015). Carbonic anhydrase-8 regulates inflammatory pain by inhibiting the ITPR1-cytosolic free calcium pathway. PLoS ONE.

[31] Zhuang GZ (2018). Human carbonic anhydrase-8 AAV8 gene therapy inhibits nerve growth factor signaling producing prolonged analgesia and anti-hyperalgesia in mice. Gene Ther..

[32] Sawant KV (2016). Chemokine CXCL1 mediated neutrophil recruitment: role of glycosaminoglycan interactions. Sci. Rep..

[33] Venkatesh D (2013). Endothelial TNF receptor 2 induces IRF1 transcription factor-dependent interferon-β autocrine signaling to promote monocyte recruitment. Immunity.

[34] Yang X (2010). Conditional expression of Spry1 in neural crest causes craniofacial and cardiac defects. BMC Dev. Biol..

[35] Ben-Kraiem A (2021). Selective blood-nerve barrier leakiness with claudin-1 and vessel-associated macrophage loss in diabetic polyneuropathy. J. Mol. Med..

[36] Li S (2015). GDF10 is a signal for axonal sprouting and functional recovery after stroke. Nat. Neurosci..

[37] Farrukh F, Davies E, Berry M, Logan A, Ahmed Z (2019). BMP4/Smad1 signalling promotes spinal dorsal column axon regeneration and functional recovery after injury. Mol. Neurobiol..

[38] Heinke J (2008). BMPER is an endothelial cell regulator and controls bone morphogenetic protein-4-dependent angiogenesis. Circulation Res..

[39] Nomura S (2008). FGF10/FGFR2 signal induces cell migration and invasion in pancreatic cancer. Br. J. Cancer.

[40] Tong L (2016). Fibroblast growth factor-10 (FGF-10) mobilizes lung-resident mesenchymal stem cells and protects against acute lung injury. Sci. Rep..

[41] English AW, Liu K, Nicolini JM, Mulligan AM, Ye K (2013). Small-molecule trkB agonists promote axon regeneration in cut peripheral nerves. Proc. Natl Acad. Sci. USA.

[42] Rao J-S (2018). NT3-chitosan enables de novo regeneration and functional recovery in monkeys after spinal cord injury. Proc. Natl Acad. Sci. USA.

[43] Muhl L (2020). Single-cell analysis uncovers fibroblast heterogeneity and criteria for fibroblast and mural cell identification and discrimination. Nat. Commun..

[44] Karnik SK (2003). A critical role for elastin signaling in vascular morphogenesis and disease. Development.

[45] Schweitzer, K. S. et al. IGSF3 mutation identified in patient with severe COPD alters cell function and motility. *JCI Insight***5**, 10.1172/jci.insight.138101 (2020).10.1172/jci.insight.138101PMC745388632573489

[46] Zheng L (2022). Telmisartan relieves liver fibrosis and portal hypertension by improving vascular remodeling and sinusoidal dysfunction. Eur. J. Pharm..

[47] Kang X (2020). Neuropeptide Y acts directly on cartilage homeostasis and exacerbates progression of osteoarthritis through NPY2R. J. Bone Min. Res..

[48] Obata K (2016). Tachykinin receptor 3 distribution in human oral squamous cell carcinoma. Anticancer Res..

[49] Mackay F, Browning JL (2002). BAFF: a fundamental survival factor for B cells. Nat. Rev. Immunol..

[50] Janssens R, Struyf S, Proost P (2018). The unique structural and functional features of CXCL12. Cell. Mol. Immunol..

[51] Kwiatkowski K (2019). Chemokines CCL2 and CCL7, but not CCL12, play a significant role in the development of pain-related behavior and opioid-induced analgesia. Cytokine.

[52] van Nieuwenhoven FA (2017). Cartilage intermediate layer protein 1 (CILP1): a novel mediator of cardiac extracellular matrix remodelling. Sci. Rep..

[53] Cancel, J.-C., Crozat, K., Dalod, M. & Mattiuz, R. Are conventional type 1 dendritic cells critical for protective antitumor immunity and how? *Front. Immunol.***10**, 10.3389/fimmu.2019.00009 (2019).10.3389/fimmu.2019.00009PMC637965930809220

[54] Wohn C (2020). Absence of MHC class II on cDC1 dendritic cells triggers fatal autoimmunity to a cross-presented self-antigen. Sci. Immunol..

[55] Villani A-C (2017). Single-cell RNA-seq reveals new types of human blood dendritic cells, monocytes, and progenitors. Science.

[56] Wernersson S, Pejler G (2014). Mast cell secretory granules: armed for battle. Nat. Rev. Immunol..

[57] Caughey GH (2007). Mast cell tryptases and chymases in inflammation and host defense. Immunol. Rev..

[58] Carlin LM (2013). Nr4a1-dependent Ly6Clow monocytes monitor endothelial cells and orchestrate their disposal. Cell.

[59] Buscher, K., Marcovecchio, P., Hedrick, C. C. & Ley, K. Patrolling mechanics of non-classical monocytes in vascular inflammation. *Front. Cardiovasc. Med.***4**, 10.3389/fcvm.2017.00080 (2017).10.3389/fcvm.2017.00080PMC574212229312957

[60] Rőszer T (2015). Understanding the mysterious M2 macrophage through activation markers and effector mechanisms. Mediators Inflamm..

[61] Bohlson, S. S., O’Conner, S. D., Hulsebus, H. J., Ho, M.-M. & Fraser, D. A. Complement, C1q, and C1q-related molecules regulate macrophage polarization. *Front. Immunol.***5**, 10.3389/fimmu.2014.00402 (2014).10.3389/fimmu.2014.00402PMC413973625191325

[62] Chávez-Galán, L., Olleros, M. L., Vesin, D. & Garcia, I. Much more than M1 and M2 macrophages, there are also CD169+ and TCR+ macrophages. *Front. Immunol.***6**, 10.3389/fimmu.2015.00263 (2015).10.3389/fimmu.2015.00263PMC444373926074923

[63] Diamond AG, Hood LE, Howard JC, Windle M, Winoto A (1989). The class II genes of the rat MHC. J. Immunol..

[64] Blasius AL, Colonna M (2006). Sampling and signaling in plasmacytoid dendritic cells: the potential roles of Siglec-H. Trends Immunol..

[65] Pruenster M (2015). Extracellular MRP8/14 is a regulator of β2 integrin-dependent neutrophil slow rolling and adhesion. Nat. Commun..

[66] Wache C (2015). Myeloid-related protein 14 promotes inflammation and injury in meningitis. J. Infect. Dis..

[67] Soehnlein O, Lindbom L (2010). Phagocyte partnership during the onset and resolution of inflammation. Nat. Rev. Immunol..

[68] Reichel CA (2009). Ccl2 and Ccl3 mediate neutrophil recruitment via induction of protein synthesis and generation of lipid mediators. Arteriosclerosis, Thrombosis, Vasc. Biol..

[69] Li JL (2016). Neutrophils self-regulate immune complex-mediated cutaneous inflammation through CXCL2. J. Investigative Dermatol..

[70] Kolaczkowska E, Kubes P (2013). Neutrophil recruitment and function in health and inflammation. Nat. Rev. Immunol..

[71] Shi C, Pamer EG (2011). Monocyte recruitment during infection and inflammation. Nat. Rev. Immunol..

[72] Lindborg JA, Mack M, Zigmond RE (2017). Neutrophils are critical for myelin removal in a peripheral nerve injury model of Wallerian degeneration. J. Neurosci..

[73] Vanlandewijck M (2018). A molecular atlas of cell types and zonation in the brain vasculature. Nature.

[74] Astarita, J., Acton, S. & Turley, S. Podoplanin: emerging functions in development, the immune system, and cancer. *Front. Immunol.***3**, 10.3389/fimmu.2012.00283 (2012).10.3389/fimmu.2012.00283PMC343985422988448

[75] Vaahtomeri K (2017). Locally triggered release of the chemokine CCL21 promotes dendritic cell transmigration across lymphatic endothelia. Cell Rep..

[76] Wigle JT (2002). An essential role for Prox1 in the induction of the lymphatic endothelial cell phenotype. EMBO J..

[77] Fensterl V, Wetzel JL, Sen GC, Lyles DS (2014). Interferon-induced protein Ifit2 protects mice from infection of the peripheral nervous system by vesicular stomatitis virus. J. Virol..

[78] Hao Y (2021). Integrated analysis of multimodal single-cell data. Cell.

[79] Cabello-Aguilar S (2020). SingleCellSignalR: inference of intercellular networks from single-cell transcriptomics. Nucleic Acids Res..

[80] Qi JH (2003). A novel function for tissue inhibitor of metalloproteinases-3 (TIMP3): inhibition of angiogenesis by blockage of VEGF binding to VEGF receptor-2. Nat. Med..

[81] Chakarov S (2019). Two distinct interstitial macrophage populations coexist across tissues in specific subtissular niches. Science.

[82] Wangzhou A (2021). A ligand-receptor interactome platform for discovery of pain mechanisms and therapeutic targets. Sci. Signal..

# Supplementary material for: scRNA-seq generates a molecular map of emerging cell subtypes after sciatic nerve injury in rats
**Source:** Commun Biol. 2022 Oct 19;5:1105. doi: 10.1038/s42003-022-03970-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **scRNA-Seq Generates A Molecular Map Of Emerging Cell Subtypes After Sciatic Nerve Injury In Rats**

Ditte Lovatt<sup>1\*</sup>, Alex Tamburino<sup>2</sup>, Alicja Krasowska-Zoladek<sup>1</sup>, Raul Sanoja<sup>1,4</sup>, Lixia Li<sup>3</sup>, Vanessa Peterson<sup>3</sup>, Xiaohai Wang<sup>1</sup>, and Jason Uslaner<sup>1</sup>

<sup>4</sup>New address: Biomarkers & Imaging, Vertex Pharmaceuticals, Boston, MA, USA

- Supplementary Table 1
- Supplementary Figures 1-11

**Supplementary Table 1**

| <b>CCI day</b> | <b>Library ID</b> | <b>Animal #<br/>(Biological replicate)</b> | <b>Technical sequencing replicate</b> | <b>Total cells</b> |
|----------------|-------------------|--------------------------------------------|---------------------------------------|--------------------|
| naïve          | B5S22a_Naïve      | 22                                         | a                                     | 1709               |
| naïve          | B5S22b_Naïve      | 22                                         | b                                     | 2225               |
| naïve          | B5S23b_Naïve      | 23                                         | b                                     | 2513               |
| naïve          | B5S24a_Naïve      | 24                                         | a                                     | 1496               |
| naïve          | B5S24b_Naïve      | 24                                         | b                                     | 2408               |
| Day 3          | B5S1a_CCId3       | 1                                          | a                                     | 2429               |
| Day 3          | B5S1b_CCId3       | 1                                          | b                                     | 2446               |
| Day 3          | B5S4a_CCId3       | 4                                          | a                                     | 1570               |
| Day 3          | B5S4b_CCId3       | 4                                          | b                                     | 1611               |
| Day 3          | B5S5a_CCId3       | 5                                          | a                                     | 1295               |
| Day 3          | B5S5b_CCId3       | 5                                          | b                                     | 1477               |
| Day 3          | B5S6a_CCId3       | 6                                          | a                                     | 4435               |
| Day 3          | B5S6b_CCId3       | 6                                          | b                                     | 2954               |
| Day 12         | B4S1_CCId12       | 1                                          | a                                     | 5523               |
| Day 12         | B5S3_CCId12       | 3                                          | a                                     | 5846               |
| Day 12         | B5S2a_CCId12      | 2                                          | a                                     | 5328               |
| Day 12         | B4S2b_CCId12      | 2                                          | b                                     | 5234               |
| Day 12         | B4S4a_CCId12      | 4                                          | a                                     | 5332               |
| Day 12         | B4S4b_CCId12      | 4                                          | b                                     | 5069               |
| Day 12         | B4S5a_CCId12      | 5                                          | a                                     | 5184               |
| Day 12         | B4S5b_CCId12      | 5                                          | b                                     | 5142               |
| Day 12         | B4S6a_CCId12      | 6                                          | a                                     | 4807               |
| Day 12         | B4S6b_CCId12      | 6                                          | b                                     | 4551               |
| Day 12         | B4S7a_CCId12      | 7                                          | a                                     | 5358               |
| Day 12         | B4S7b_CCId12      | 7                                          | b                                     | 4727               |
| Day 60         | B6S31a_CCId60     | 31                                         | a                                     | 4657               |
| Day 60         | B6S31b_CCId60     | 31                                         | b                                     | 3419               |
| Day 60         | B6S32a_CCId60     | 32                                         | a                                     | 3527               |
| Day 60         | B6S32b_CCId60     | 32                                         | b                                     | 3848               |
| Day 60         | B6S33a_CCId60     | 33                                         | a                                     | 4671               |
| Day 60         | B6S33b_CCId60     | 33                                         | b                                     | 4730               |
| Day 60         | B6S34a_CCId60     | 34                                         | a                                     | 2751               |
| Day 60         | B6S34b_CCId60     | 34                                         | b                                     | 3249               |

## Supplementary figure 1

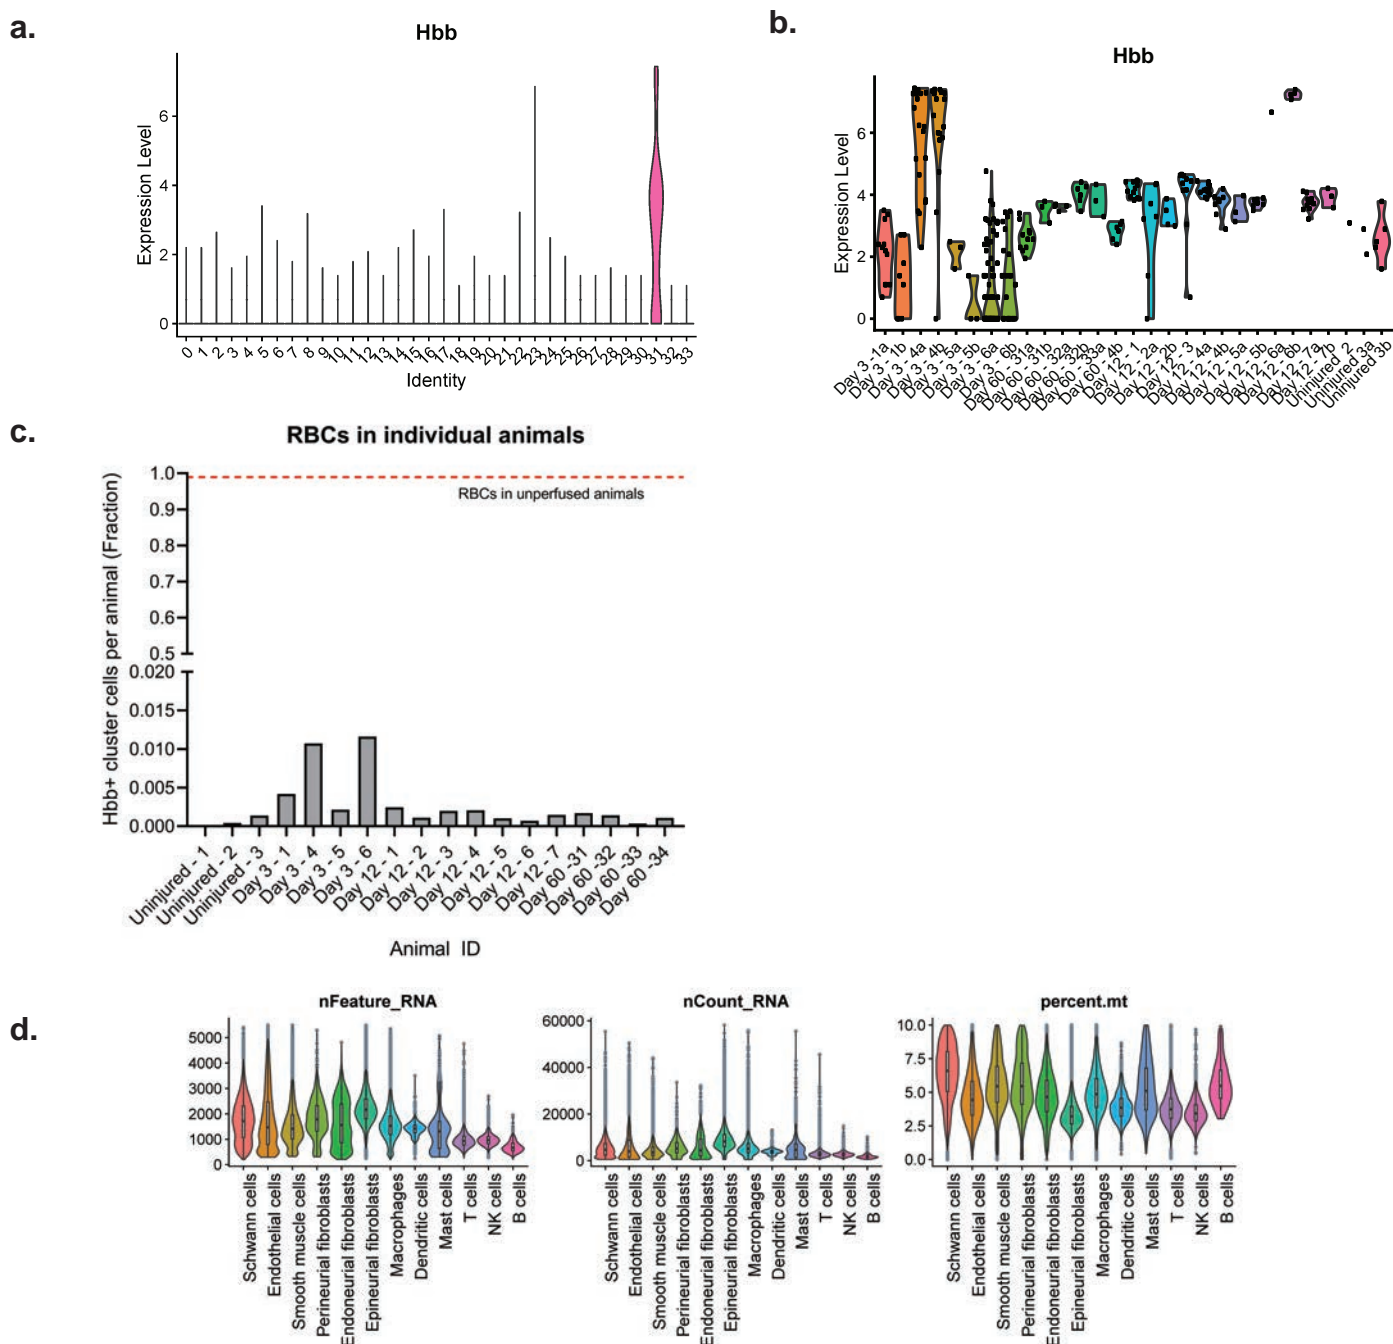

**Supplementary Figure 1. Quality control of single-cell RNA-seq data.** In pilot studies optimizing the nerve dissociation procedures, we observed that more than 90% of the recovered cells were red blood cells. This number was reduced to insignificant levels by transcatheter perfusion of the rodent prior to nerve harvesting. **a)** To remove red blood cells, we perfused animals prior to nerve harvest. In the first iteration Seurat object of the normalized and clustered single-cell data (116,907 cells across 33 libraries), we detected a small *Hbb* positive cluster (Cluster 31, 298 cells). **b)** Almost all cells in cluster 31 expressed high levels of *Hbb*, establishing confidence that this cluster was primarily red blood cells. **c)** Exploring the contribution of cluster 31 *Hbb*+ cells in each animal established that perfusion remove the vast majority of red blood cells, and that less than 1% remained. **d)** Violin plots of the number of genes (nFeature\_RNA), number of transcripts (nCount\_RNA) and percent mitochondrial RNA (percent.mt).

Supplementary figure 2

Annotation of all cell groups/types

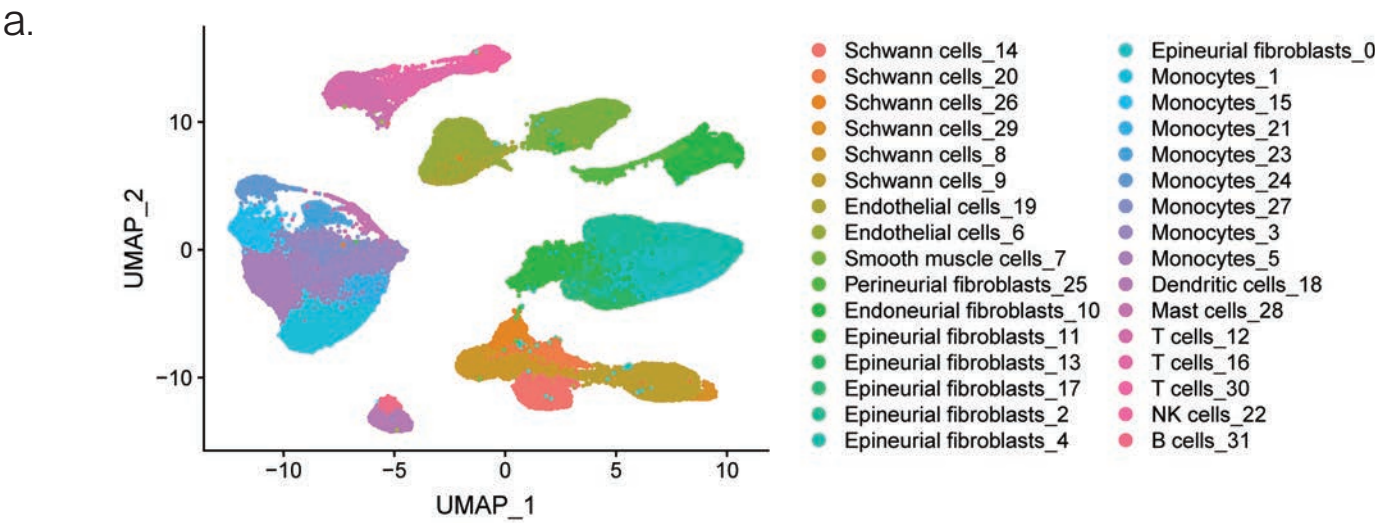

b.

| Percentage per timepoint<br>(Mean±STDEV) | Uninjured<br>Naïve | Day 3      | Day 12     | Day 60     |
|------------------------------------------|--------------------|------------|------------|------------|
| B cells_31                               | 0.17±0.06          | 0.36±0.01  | 0.19±0     | 0.25±0.03  |
| Dendritic cells_18                       | 0.09±0.02          | 2.34±0.13  | 1.86±0     | 0.72±0.05  |
| Endoneurial fibroblasts_10               | 8.83±0.69          | 6.99±0.36  | 3.77±0.01  | 2.1±0.2    |
| Endothelial cells_19                     | 2.9±0.3            | 0.76±0.09  | 1.61±0     | 1.97±0.06  |
| Endothelial cells_6                      | 15.05±0.54         | 5.81±0.42  | 3.04±0.01  | 5.56±0.07  |
| Epineurial fibroblasts_0                 | 1.5±0.29           | 5.27±0.66  | 10.95±0.02 | 10.88±0.38 |
| Epineurial fibroblasts_11                | 1.12±0.09          | 8.94±0.86  | 4.32±0.01  | 2.41±0.12  |
| Epineurial fibroblasts_13                | 0.44±0.11          | 0.65±0.04  | 4.05±0.01  | 4.06±0.19  |
| Epineurial fibroblasts_17                | 1.8±0.17           | 0.14±0.01  | 2.23±0     | 1.94±0.17  |
| Epineurial fibroblasts_2                 | 2.79±0.17          | 1.74±0.18  | 5.82±0.01  | 14.3±0.44  |
| Epineurial fibroblasts_4                 | 1.4±0.18           | 3.16±0.4   | 5.5±0.01   | 10.09±0.59 |
| Mast cells_28                            | 0.1±0.01           | 1.09±0.04  | 0.41±0     | 0.48±0.02  |
| Macrophages_1                            | 2.96±0.14          | 9.43±0.98  | 7.17±0.01  | 8.5±0.3    |
| Macrophages_15                           | 2.27±0.23          | 2.76±0.21  | 2.71±0     | 2.67±0.04  |
| Macrophages_21                           | 0.12±0.01          | 1.89±0.07  | 2.08±0     | 0.79±0.06  |
| Macrophages_23                           | 1.25±0.19          | 1.63±0.08  | 1.34±0     | 1.75±0.07  |
| Macrophages_24                           | 0.31±0.04          | 2.45±0.17  | 1.29±0     | 0.56±0.02  |
| Macrophages_27                           | 0.11±0.02          | 1.02±0.06  | 0.59±0     | 0.28±0.02  |
| Macrophages_3                            | 1.16±0.07          | 14.06±0.47 | 5.38±0.01  | 6.1±0.27   |
| Macrophages_5                            | 3.21±0.24          | 5.06±0.55  | 6.36±0.01  | 6.33±0.39  |
| NK cells_22                              | 0.27±0.03          | 1.03±0.06  | 1.92±0     | 1.48±0.05  |
| Perineurial fibroblasts_25               | 2.76±0.31          | 0.6±0.03   | 0.94±0     | 0.93±0.16  |
| Schwann cells_14                         | 11.77±0.98         | 0.59±0.01  | 3.16±0.01  | 0.97±0.05  |
| Schwann cells_20                         | 0.32±0.02          | 2.73±0.11  | 1.35±0     | 1.85±0.1   |
| Schwann cells_26                         | 0.25±0.03          | 2.94±0.16  | 0.84±0     | 0.13±0.01  |
| Schwann cells_29                         | 0±0                | 0±0        | 0.54±0     | 0±0        |
| Schwann cells_8                          | 0.3±0.05           | 3.96±0.18  | 7.24±0.01  | 1.1±0.03   |
| Schwann cells_9                          | 17±0.85            | 2.22±0.1   | 2.7±0      | 4.44±0.22  |
| Smooth muscle cells_7                    | 18.16±0.25         | 6.61±0.64  | 3.85±0.01  | 2.16±0.08  |
| T cells_12                               | 1.27±0.07          | 2.45±0.11  | 4.01±0.01  | 2.97±0.13  |
| T cells_16                               | 0.31±0.02          | 1.02±0.04  | 2.59±0     | 2.07±0.1   |
| T cells_30                               | 0.05±0             | 0.29±0.02  | 0.17±0     | 0.15±0.01  |
| All cells                                | 100                | 100        | 100        | 100        |

**Supplementary Figure 2. Annotation and distribution of cells prior merging clusters. (A)** UMAP plot of obtained clusters at utilized resolution as well as their annotation as indicated in the legend prior to merging clusters for figure 1 in the main manuscript. **(B)** Figure summarizing the percentage of cells in the indicated cluster across biological replicates per timepoint (mean +/- SD).

# Supplementary figure 3

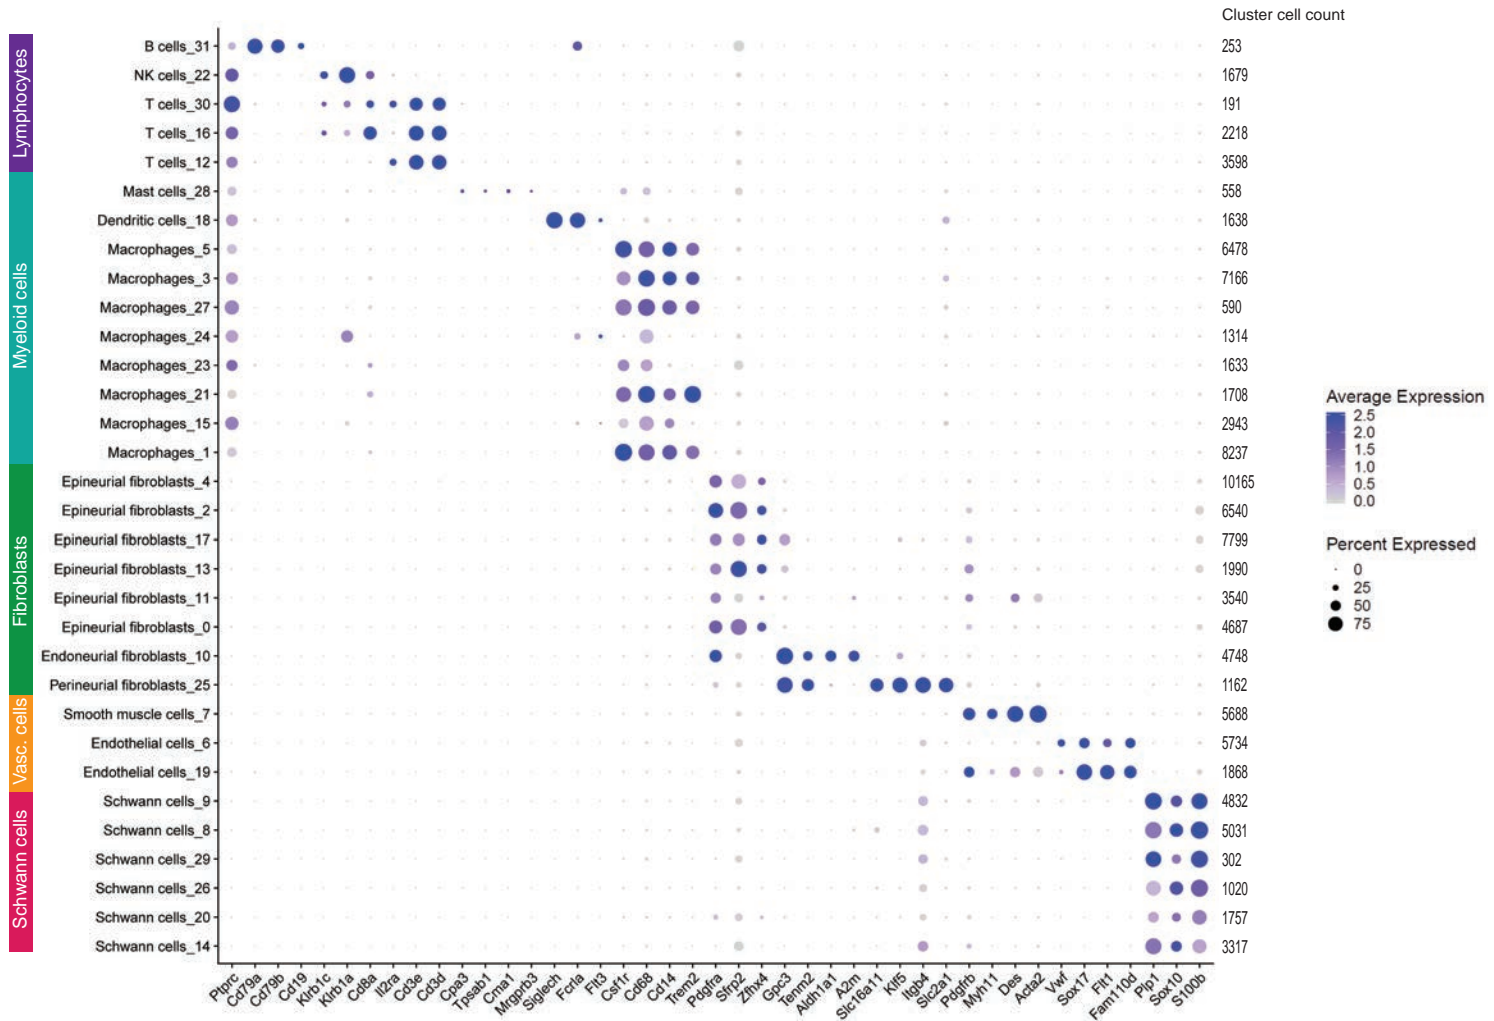

**Supplementary Figure 3.** Dot plot supporting the purity and merger of individual cluster into major cell groups/types in the final iteration of Seurat object of all timepoints based on the expression known markers. Number in the right column indicates number of cell count in the indicated cluster.

### Supplementary figure 4

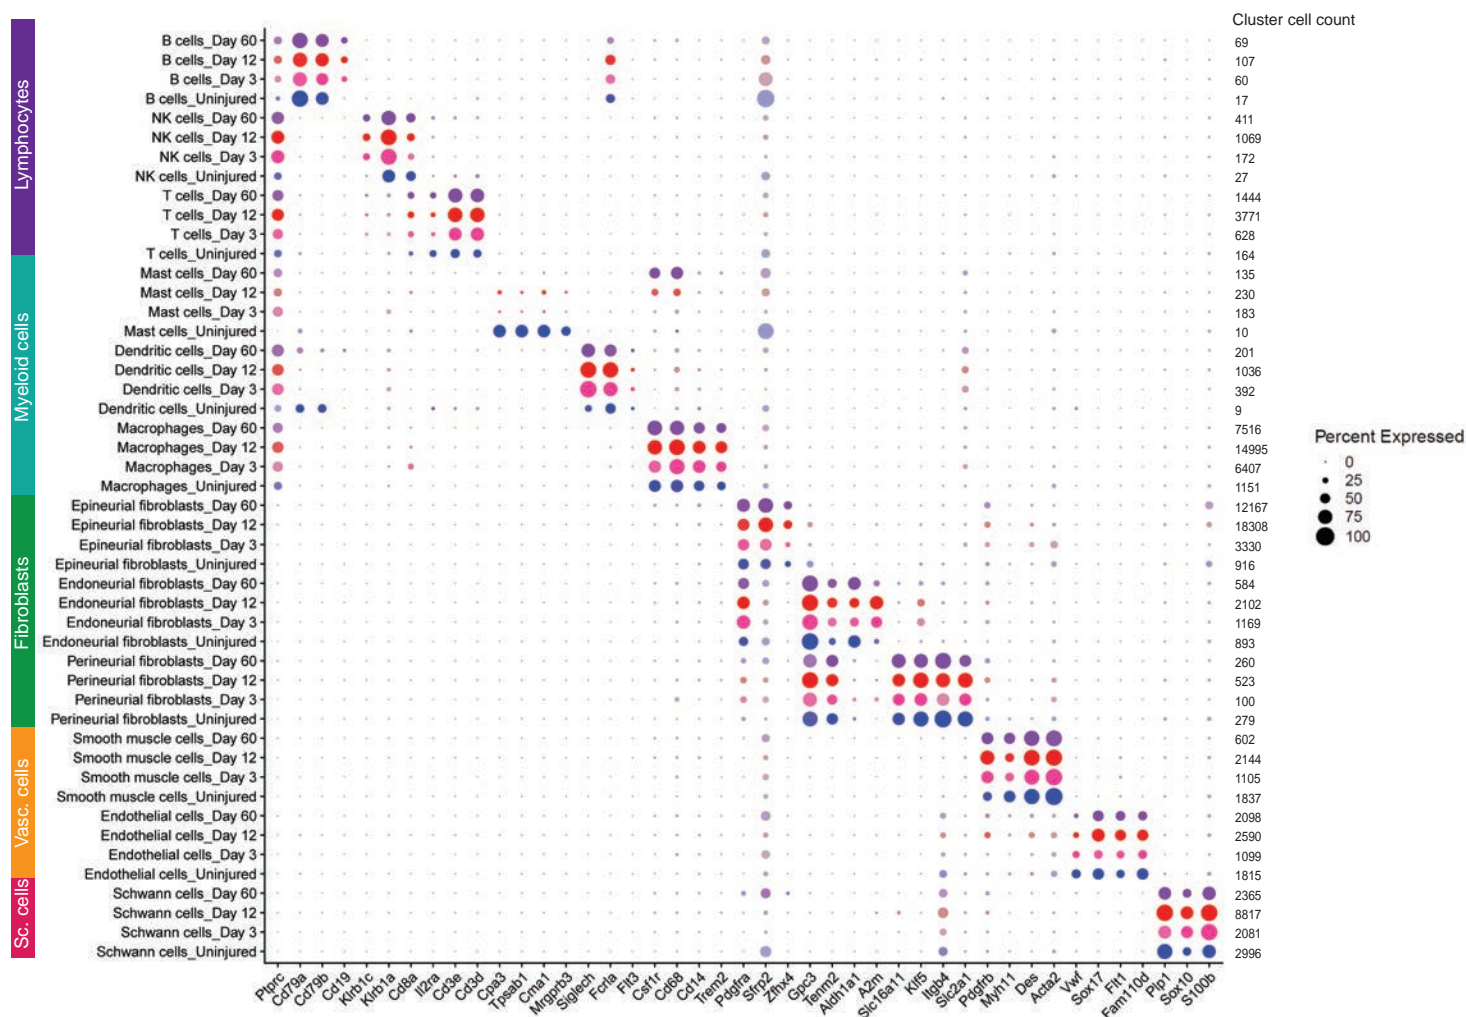

**Supplementary Figure 4.** Dot plot exploring the scaled expression of known markers across different timepoints in the final iteration of Seurat object after merging major cell groups/types. Blue, Uninjured; Pink, Day 3; Red, Day 12; Purple, Day 60. Number in the right column indicates the cell count in the indicated cluster.

## Supplementary figure 5

### Schwann cell subclustering

a.

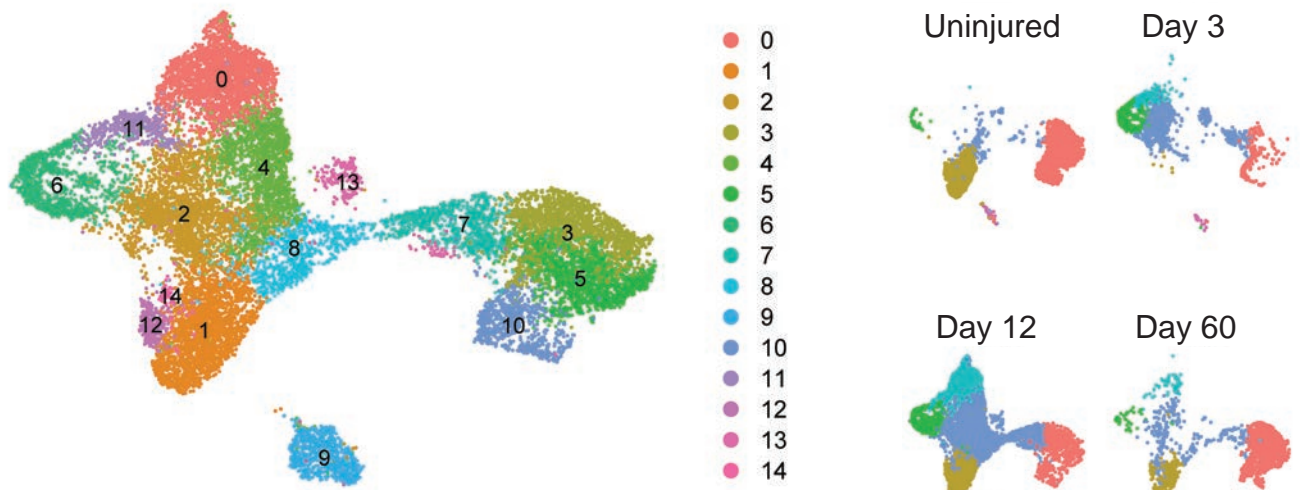

b.

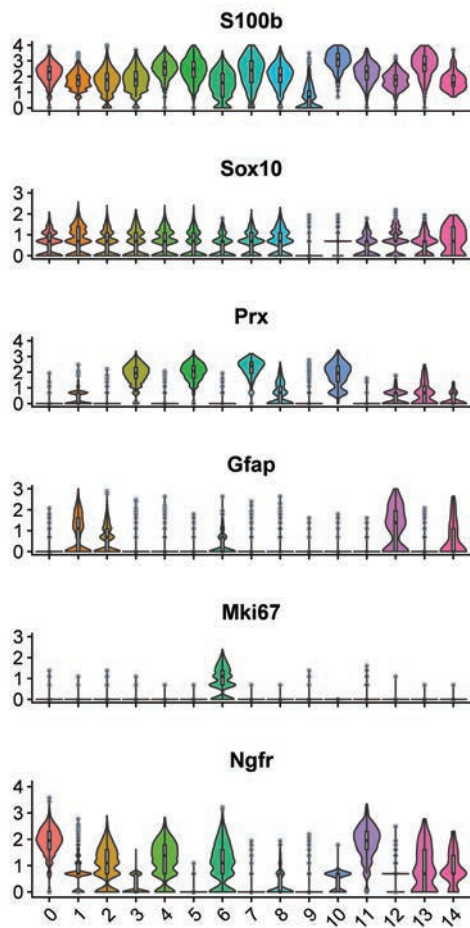

c.

| Cluster ID | Cell subtype |
|------------|--------------|
| 0          | Repair       |
| 1          | Remak        |
| 2          | Transition   |
| 3          | Myelinating  |
| 4          | Transition   |
| 5          | Myelinating  |
| 6          | Dividing     |
| 7          | Transition   |
| 8          | Transition   |
| 9          | Unknown      |
| 10         | Myelinating  |
| 11         | Repair       |
| 12         | Remak        |
| 13         | Transition   |
| 14         | Remak        |

**Supplementary Figure 5.** Subclustering on Glial and Schwann cell clusters (a). Annotation of Schwann cell types based on known markers (b) before merging of subclusters (c).

## Supplementary figure 6

### Naive remak and myelinating Schwann cell markers

a.

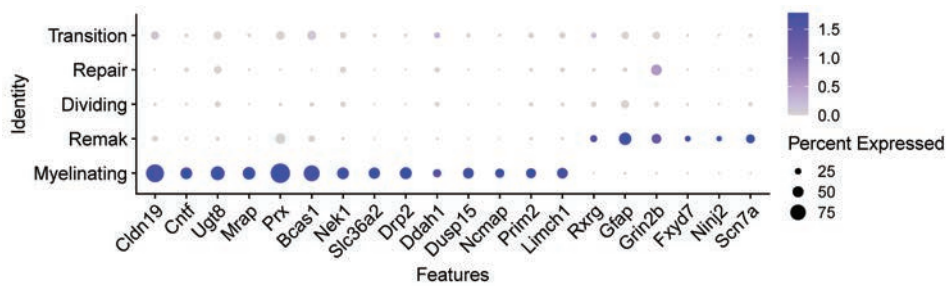

b.

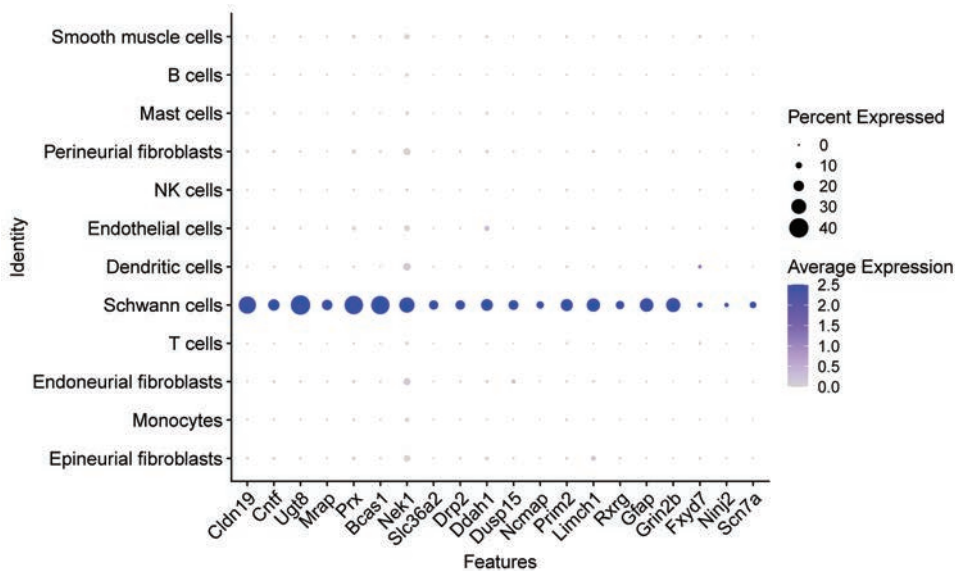

**Supplementary Figure 6.** Dot plots of scaled expression of genes. Validation of markers distinguishing Remak and Myelinating cells in naïve nerve (a) and distinguishing these cells from any of other cluster in nerve (b).

## Supplementary figure 7

### Injury specific Repair cell markers

a.

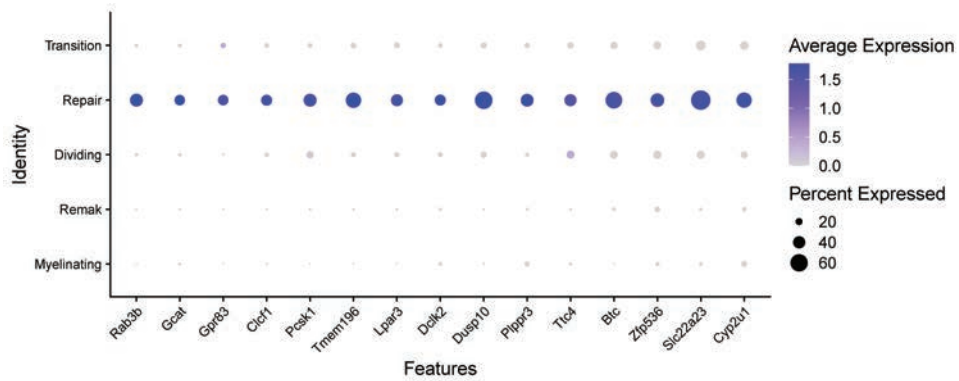

b.

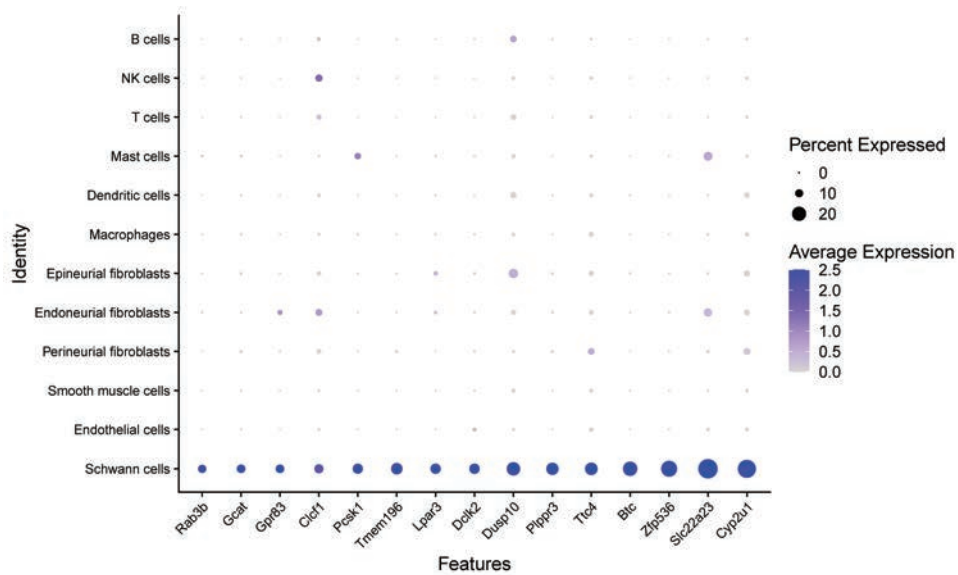

**Supplementary Figure 7.** Dot plots of scaled expression of genes. Validation of markers distinguishing Repair cells from other Schwann cell types in naïve nerve, including Remak and Myelinating cells (a). These markers are distinguishing repair cells from any of other cluster in nerve (b).

## Supplementary Figure 8

### Fibroblast annotation

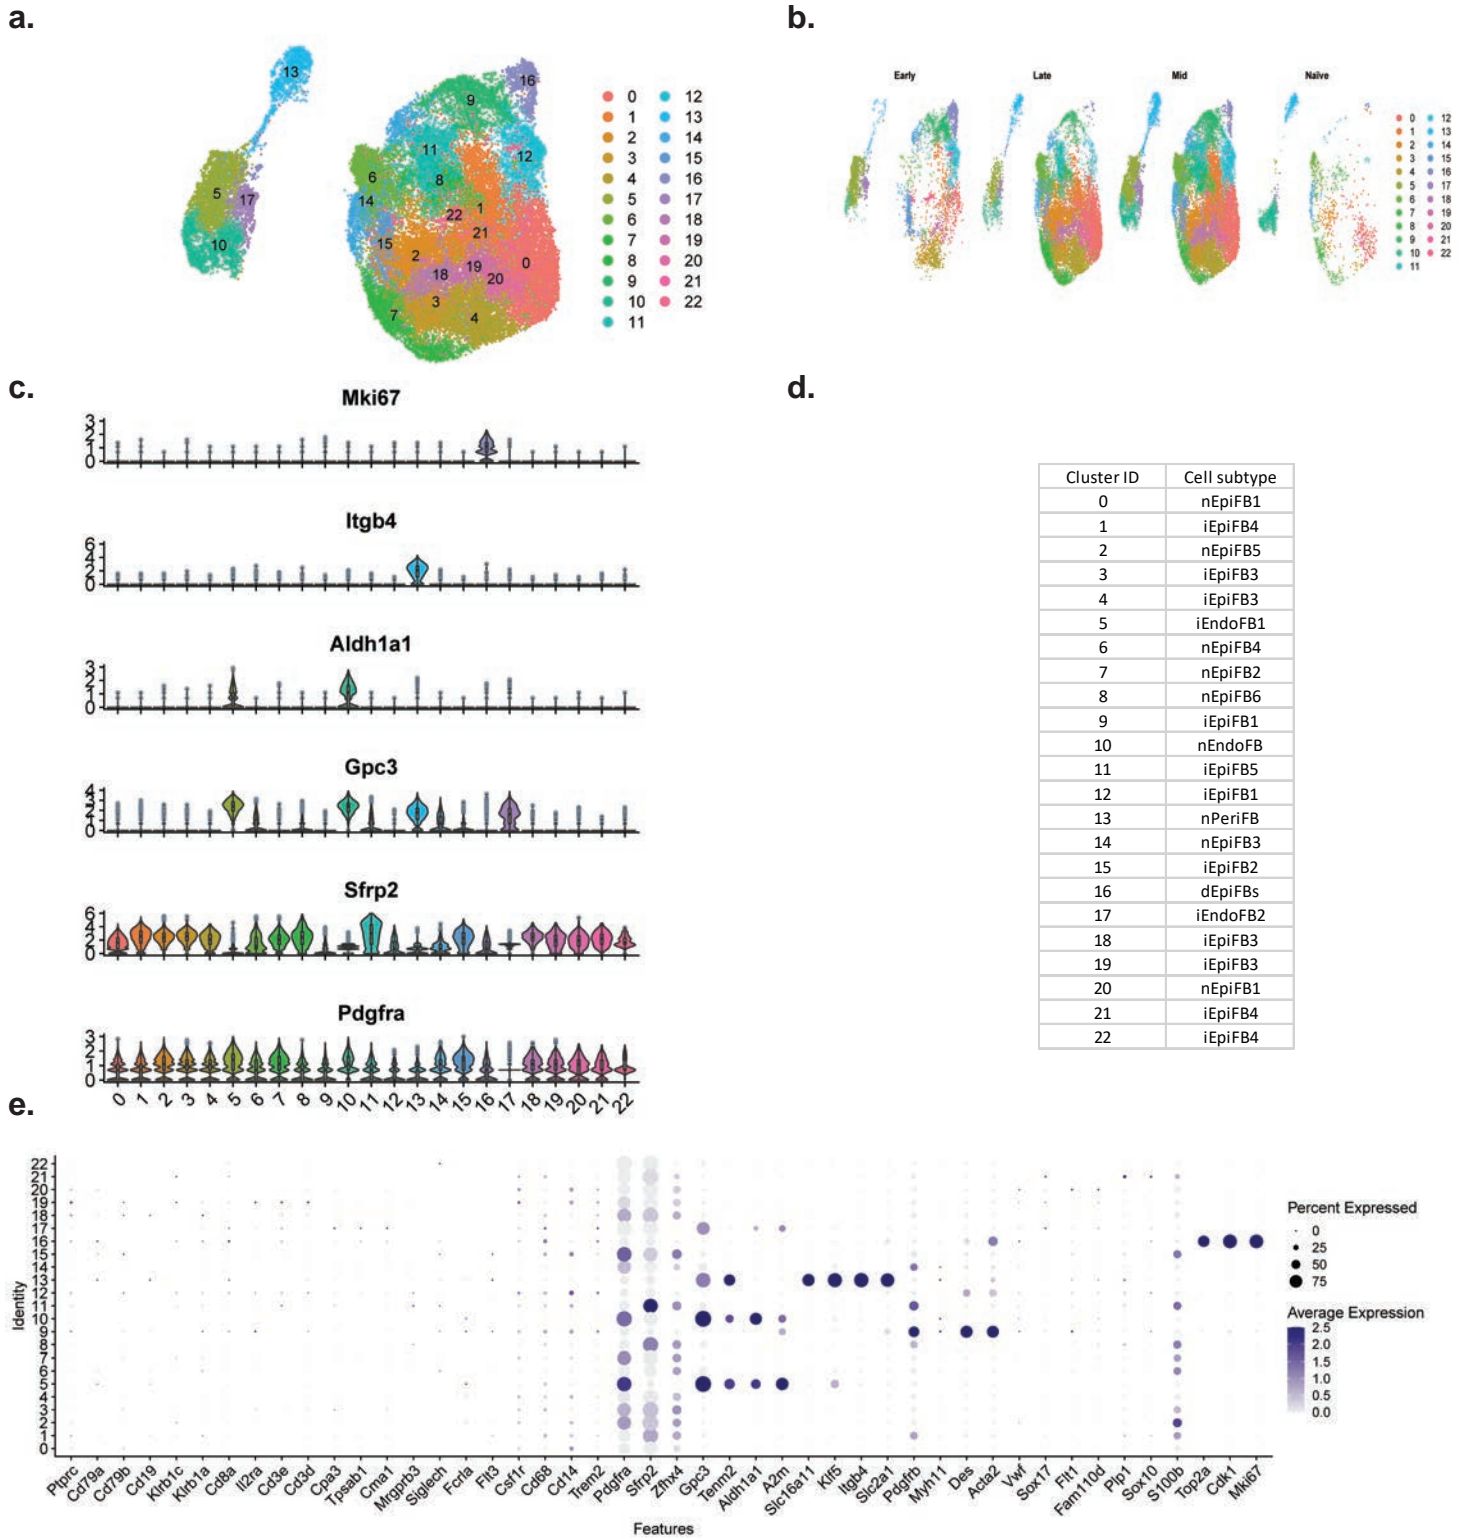

**Supplementary Figure 8.** Subclustering on Fibroblast cell clusters, at all timepoints (**a**) and at individual timepoints (**b**). Annotation of fibroblast cell types based on known markers (**c**) before merging of subclusters (**d-e**). (**e**) Dot plot of scaled expression of major cell type marker genes.

## Supplementary Figure 9

### Myeloid subcluster

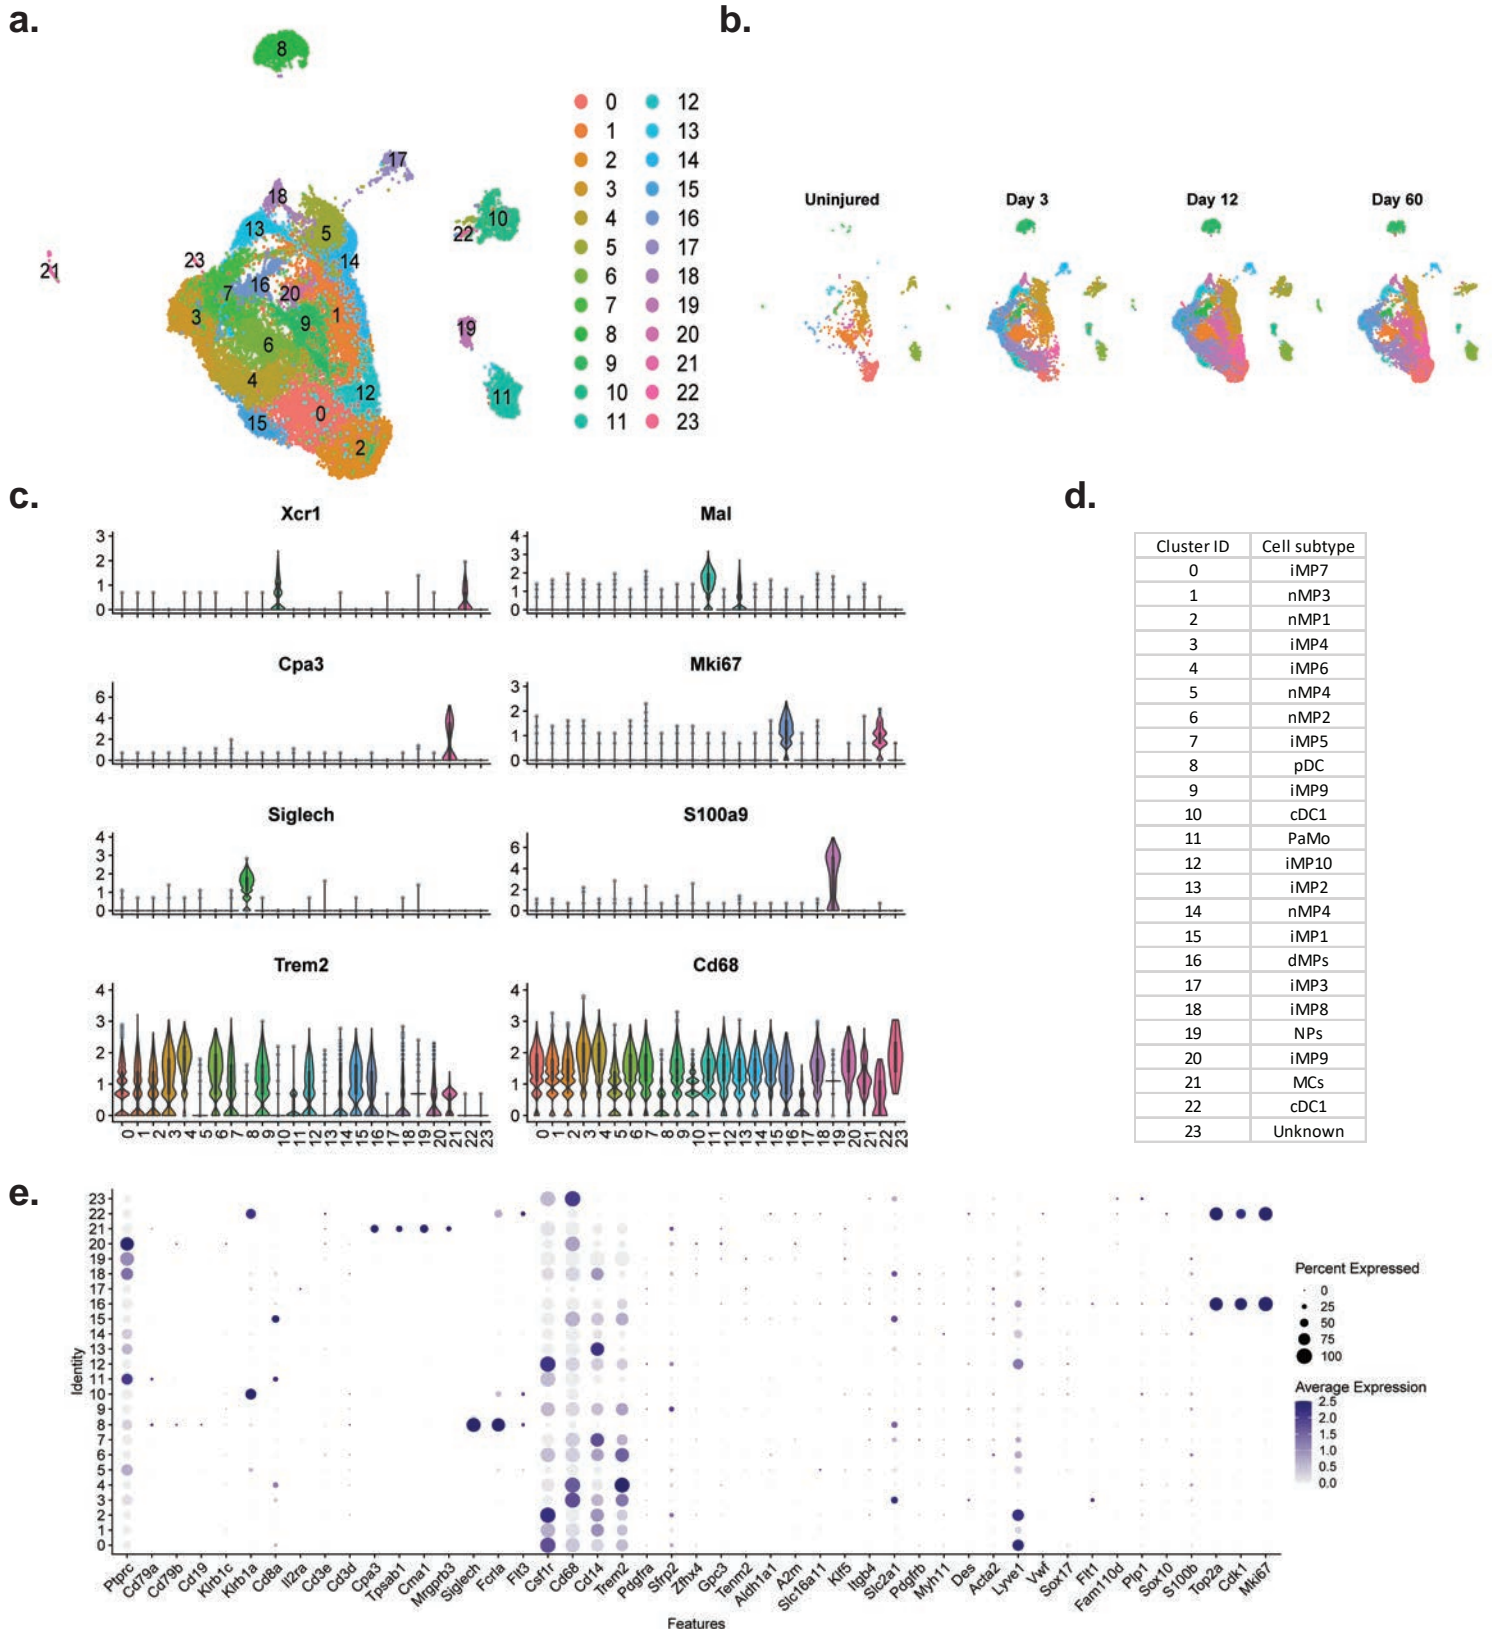

**Supplementary Figure 9.** Subclustering on Myeloid cell clusters, at all timepoints (**a**) and at individual timepoints (**b**). Annotation of Myeloid cell types based on known markers before merging of subclusters (**c-e**). (**e**) Dot plot of scaled expression of major cell type marker genes.

# Supplementary figure 10

## Vascular cell subcluster annotation

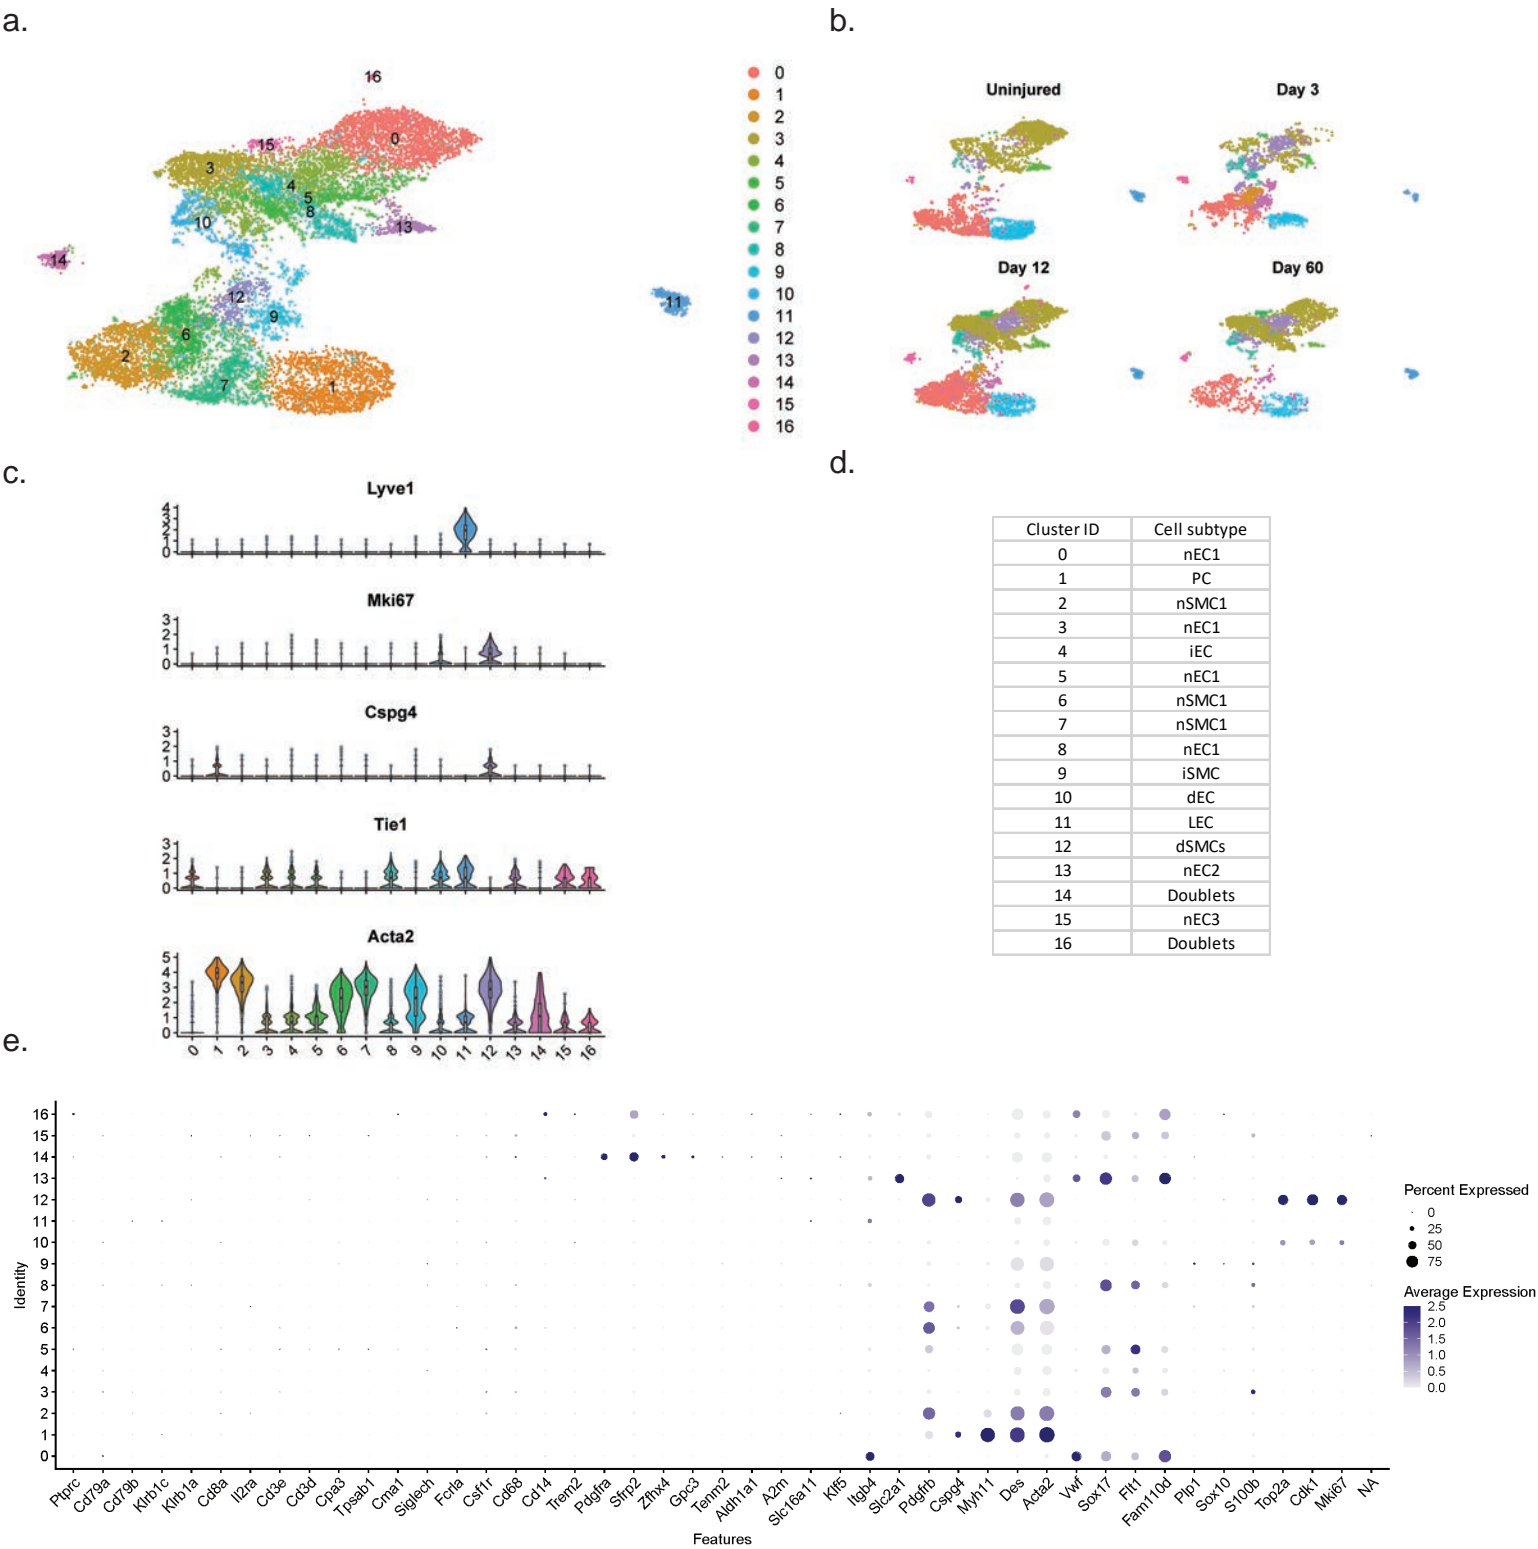

**Supplementary Figure 10.** Subclustering on vascular cell clusters, at all timepoints (**a upper panel**) and at individual timepoints (A bottom panel). Annotation of vascular cell types based on known markers before merging of subclusters (**b-d**). (**e**) Dot plot of scaled expression of major cell type marker genes.

# Supplementary Figure 11

## Lymphoid cell subcluster annotation

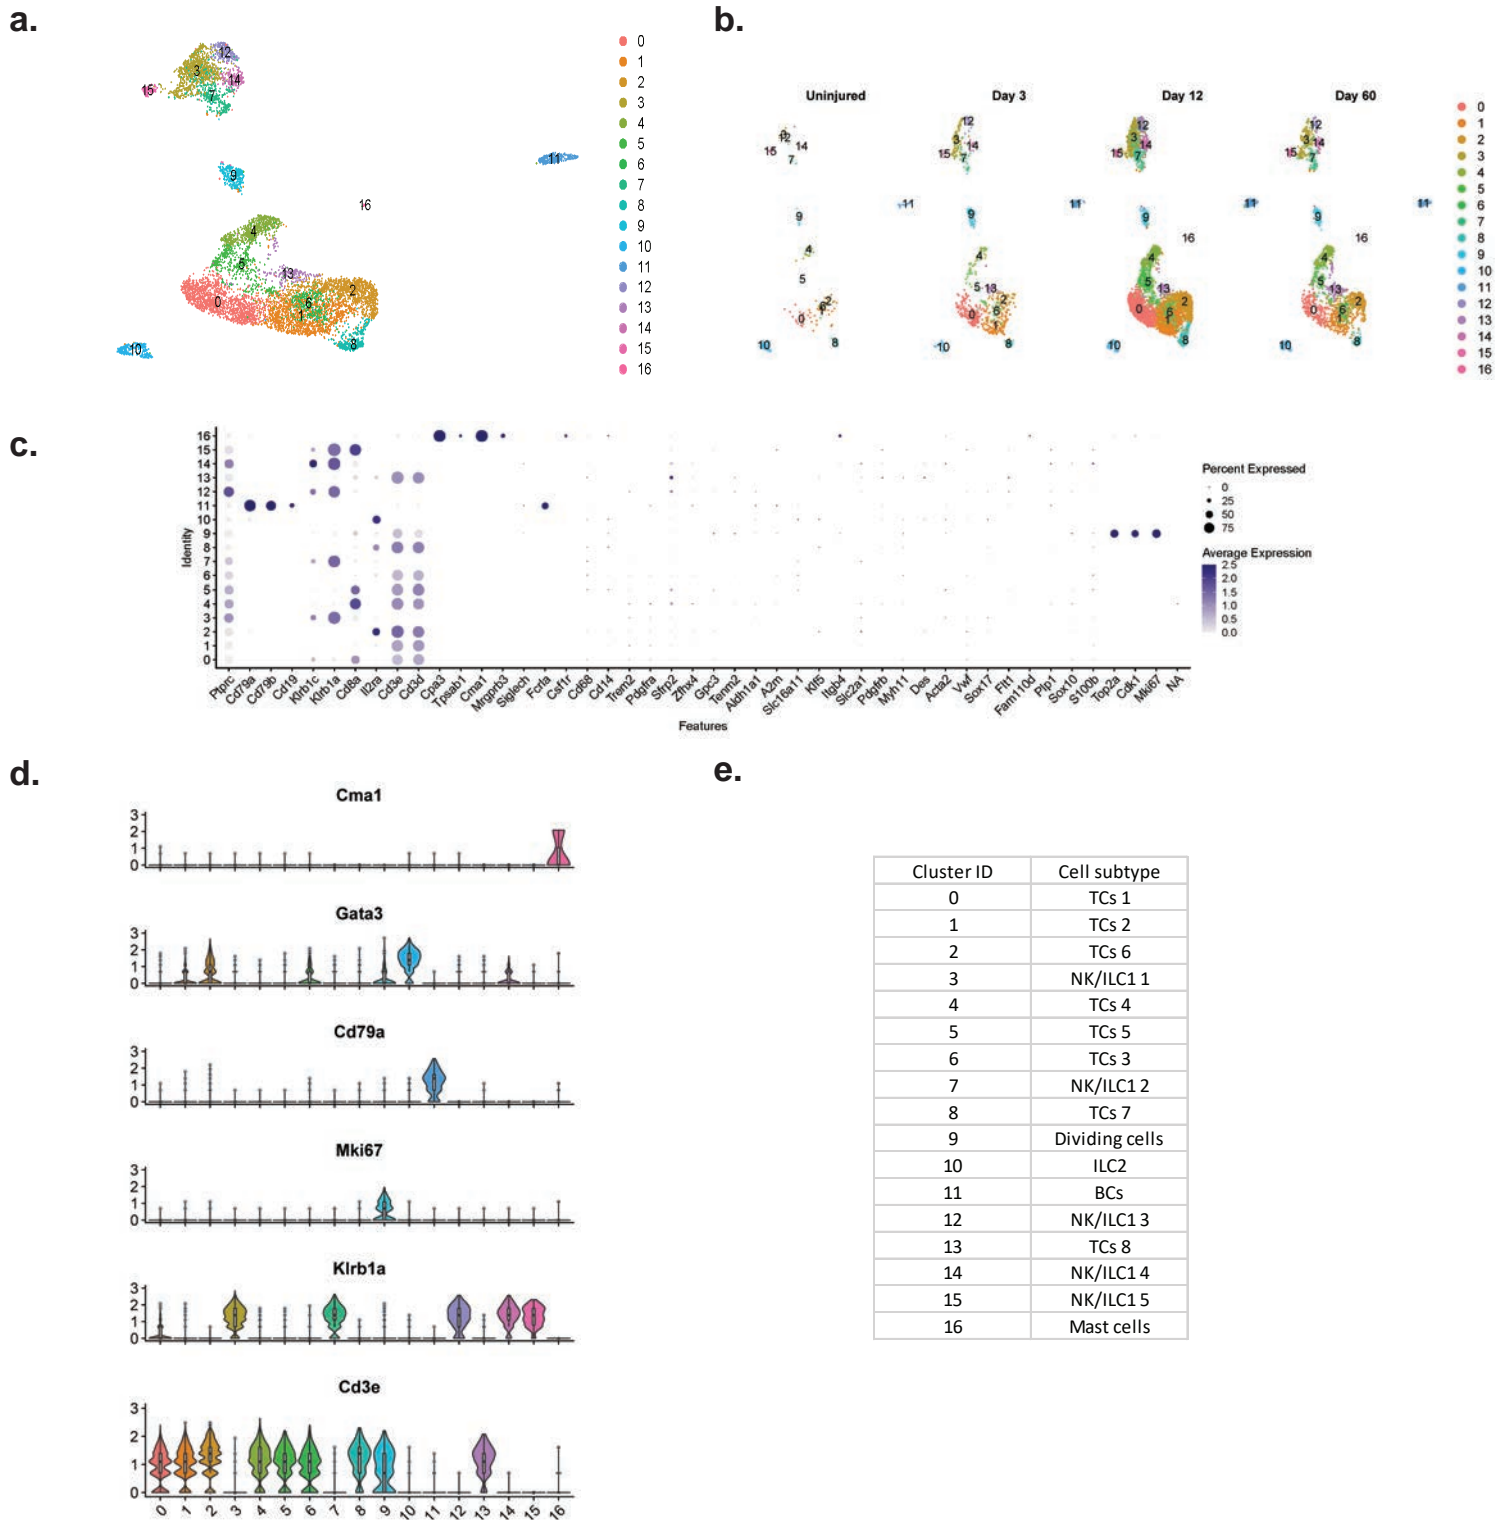

**Supplementary Figure 11.** Subclustering on lymphoid cell clusters, at all timepoints (**a**) and at individual timepoints (**b**). Annotation of vascular cell types based on known markers before merging of subclusters (**c-d**). Annotation of each cluster ID (**e**).

# Supplementary material for: scRNA-seq generates a molecular map of emerging cell subtypes after sciatic nerve injury in rats
**Source:** Commun Biol. 2022 Oct 19;5:1105. doi: 10.1038/s42003-022-03970-0
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data availability. Source data is provided for figures 1f, 1g, 2i, 3h, 3k, 4g, 5c, 5d, 6b, 6j, 7g, 7h, and 7j in Supplementary Data 1. Single-cell RNA-seq data that support the findings of this study is deposited in GEO Omnibus with the accession code (<http://www.ncbi.nlm.nih.gov/...>).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We designed the experiment to include both biological replicates and technical replicates. Due to high experimental costs the n was between three and seven animals per experimental group totaling 18 animals in the RNA-seq study (see supplementary table 1). |
| Data exclusions | Clusters with red blood cells were removed from the processed and mined RNA-seq data (See supplementary Figure 1).                                                                                                                                               |
| Replication     | We analyzed the reproducibility of identifying the same proportions of cell subtypes among different biological samples. This is displayed in a heat-map for each sub-cluster in the manuscript.                                                                 |
| Randomization   | Rats were randomized into cohorts for surgery.                                                                                                                                                                                                                   |
| Blinding        | Blinding was not necessary since no subjective scoring was performed.                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                       |
|--------------------|-----------------------------------------------------------------------|
| Laboratory animals | Sprague Dawley rats weighed between 175-250 g at the time of surgery. |
|--------------------|-----------------------------------------------------------------------|

|                         |                                                                                                                                                                                                                                                                            |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | Our study did not include wild animals.                                                                                                                                                                                                                                    |
| Reporting on sex        | Sex-based analysis was not the focus of this study.                                                                                                                                                                                                                        |
| Field-collected samples | The study did not contain samples collected in the field.                                                                                                                                                                                                                  |
| Ethics oversight        | For all studies conducted at the Research Labs of Merck & Co., Inc., Kenilworth, NJ, USA, experimental procedures described herein were approved by the Institutional Animal Care and Use Committees, and subjects were housed and tested in AAALAC-accredited facilities. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

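Single cells were measured in the sciatic nerves of 18 rats, 3 naive and 4, 7 and 4 at day 3, 12 and 60 after chronic constriction injury, in 33 libraries of 3′ ends. The authors processed the reads with Cell Ranger and deposited, per library, a matrix of raw UMI counts per gene and barcode. Each matrix was checked to hold whole counts, and features with the same symbol were summed. The deposited barcodes had not been filtered on genes or mitochondrial counts, since each filter described in the paper still removed some of them. Depth per library ran from 4438606 to 46944245 UMIs, and the median per kept cell from 1950 to 8174. For a class of cells, a count of 0 in all cells of a group was read against a limit of 3 counts.

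Barcodes were kept with 200 to 5500 genes and under 10% mitochondrial counts. In each library simulated doublets were scored against their neighbours and the highest scores removed, at a rate of 0.8% per 1000 cells. Counts were scaled to 10000 per cell and logged, and 2000 variable genes, without the genes held out for later tests, gave 30 principal components. These were corrected for the library with the Harmony algorithm, written in numpy 2.4.6 (theta 2, sigma 0.1, lambda 1, up to 100 clusters and 10 rounds), and clustered with leidenalg 0.10.2 on 20 neighbours at resolution 0.8. A cluster took the name of a class when its markers rose to at least 0.5 of their rise in the leading cluster of that class. A share of 0.35 was enough where it was at least 2 times that of any other lineage, and 0.4 for a class within a lineage already named. The 5 lineages were then clustered again, into 18 Schwann, 16 fibroblast, 20 myeloid, 16 vascular and 19 lymphoid clusters. Clusters of mixed markers, or of fat cells and red blood cells, were left out of the classes. A Schwann cluster took the name of a subtype at 0.8 of the leading cluster's rise, and a cluster counted as dividing when the dividing markers were found in 30% of its cells on average.

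Markers were fixed beforehand, but the naming rule was not. It was rewritten in 3 rounds after the clusters were looked at, to stop clusters from taking a wrong name or none, and at the last round the cells per class had been set beside the paper's numbers. The bound for a Schwann subtype was 0.7 at first and was raised with the paper's Remak shares in view, and the first bound was kept as an added alternative. Earlier forms of the naming rule were not run to the end.

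Counts of each class were summed over both libraries of an animal, with at least 20 cells, in 7 classes. Genes were filtered with filterByExpr and fitted with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test) in 1 model of the 4 groups. Lists of genes were tested with camera of limma 3.58.1 at its preset correlation of 0.01, and beside it with a correlation estimated from the data. Shares of cells were compared with limma on log2 odds, and cells positive for markers, with 2 or more markers of a set, after thinning to 1000 UMIs. Genes held out of the clustering were compared between clusters within a group, so that the clusters were not tested on the genes that made them. The score of a ligand and its receptor is the square root of the product of their levels, divided by itself plus the mean level of all genes, given without a test. All tests are two-sided with animals as replicates, and p was adjusted by Benjamini and Hochberg within a comparison, with a threshold of 0.05. Levels are means ± SD over animals.

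The genes named in the text follow a rule: every gene the paper names for the class or claim, the 3 members of a list with the smallest p, and the 5 largest rises and falls among genes past the threshold with an average log2 CPM of 5 or more and no overlap between the groups. Symbols without a name (such as LOC and RGD) and abundant genes of other classes were left out of the last. The paper's values of its named genes had been seen. Some genes that the rule names are not reported here.

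The edgeR step was tested on simulated data made from the fitted values of each class, with 200 genes changed. For Schwann cells at day 3 it recovered 34.3%, 53.7% and 86.4% of genes changed 1.5-fold, 2-fold and 4-fold among 9121 genes, and over all classes and times at most 8.94% of the calls were false. The clustering was tested on 1800 simulated cells of 4 types in 3 libraries, and gave the 4 types back with Harmony, and 12 clusters without it. The simulated types were spread evenly over the libraries. The test therefore cannot show what Harmony does to types found only in injured libraries.

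Alternatives were DESeq2 1.42.0 in place of edgeR, no filter on low counts, fits of 2 groups only, at least 50 cells per animal, the first library of each animal, no doublet removal, a strict cell filter, no Harmony, resolution 0.4, abundant genes of other cells left out, batch 5 alone, libraries as samples, no thinning, 1 or 3 markers, the CPM scale for pairs, the animal number as a block, exact permutation, and each animal of the groups of 3 and 4 left out in turn. Counting cells of unnamed clusters with their leading class, and exact permutation for marker shares, were added after the data were seen. Day 12 has 7 animals, and none of these was left out. No term for batch was fitted. Day 60 forms a batch of its own, so that its effect cannot be set apart from batch, whereas naive, day 3 and day 12 libraries could have had such a term and were compared within batch 5 instead. Tissue sections of the paper were not analysed here. Python 3.11.15, scipy 1.17.1, pandas 2.3.3 and R 4.3.3 were used.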

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

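The depth and batch tests of immediate-early genes and the batch test of ribosomal protein genes were chosen after these results were seen. The other tests of these patterns were written down before their results. That the test of RNA from other cells decides nothing for ribosomal protein genes was settled after its result was seen. The same holds for the handling and depth tests of immediate-early genes.

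Myelin genes were lower after the injury in the 6 cell classes other than Schwann cells as well, a signal the paper does not report: the class medians at day 3 lay between -2.83 and -1.97 (log2), with 4 genes tested in vascular smooth muscle and more elsewhere. Lower expression by these cells themselves is hard to hold with the finding that, within groups, the level of the list in a class followed that of all cells of the library (median correlation 0.683 over 6 classes). RNA from Schwann cells in the droplets of other cells stays a candidate explanation: over genes found almost only in Schwann cells, the change at day 3 in each other class followed the change in all cells, with a lowest Spearman correlation of 0.512, in vascular smooth muscle, where 25 genes were tested. In epineurial fibroblasts 135 of 166 such genes that fell in all cells were lower, and 23 of 38 that rose were higher, while in endoneurial fibroblasts the rises were not followed (10 of 21). Values of Schwann cell genes in other classes may therefore hold RNA of Schwann cells.

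Immediate-early genes, which stimulation and tissue handling both induce, were lower at day 3 in all 7 classes, with medians between -2.87 and -0.56. In endothelial cells 12 of 12 fell (12 adjusted over the list alone; adjusted p = 0.0323 with an estimated correlation). Handling that differs from animal to animal was not settled by whether animals high in 1 class were high in others. Correlations over pairs of classes had a median of -0.01. They ran from -0.609 (epineurial fibroblasts and endothelial cells) to 0.473 (endoneurial fibroblasts and vascular smooth muscle). Values that go both ways decide nothing, so such handling stays open. Sequencing depth stays open for the same reason. Within groups its correlation with the list ran from -0.396 in endothelial cells to 0.244 in pericytes (median -0.065). Naive and day 3 libraries share 1 library batch. Handling that differed between whole groups and a lower activity of the cells after injury cannot be separated by these tests and both stay open, untested.

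Ribosomal protein genes were higher at day 3 by their medians in the 6 classes other than macrophages, where the median was 0.01. In vascular smooth muscle only 24 of 80 genes passed as higher. With an estimated correlation the list did not pass at day 3 in Schwann cells, endoneurial fibroblasts, endothelial cells or pericytes. Cells of low quality in naive libraries are argued against by the strict cell filter, under which the median change was 1.15 times as large in the median class. RNA from other cells stays open: leaving out their abundant genes moved the change by 0.001 (log2), but this takes no ribosomal RNA out of a droplet, so the bound set for it decides nothing. Naive and day 3 libraries lie in 1 library batch. Sequencing depth per cell cannot be told apart from the injury: within groups, libraries with more UMIs per cell tended to be higher in the list (median correlation 0.310 over 6 classes), between the bounds set for either reading, and a rise in the making of ribosomes stays open, untested.

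Single animals or libraries stood far from the others of their group, by the gap to the nearest relative to the range of the group, in 15 of 357 groups of named genes, 4 of 57 of cell type shares, 3 of 24 of marker-positive shares and 1 of 3 each of library depth and cell number. Chance picks out about 1 in 20 groups.

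Among cell shares, day 12 animal 3 was highest for lymphoid cells (16.8% against 9.92% in the nearest other) and for T cells (12.5% against 7.07% in the nearest other). Day 3 animal 6 was lowest for lymphoid cells (3.62%, against 6.19%), and day 3 animal 1 highest for macrophages (38.3%, against 32.4%). Dividing marker-positive cells were highest in day 60 animal 32 among endothelial cells (0.437%, with none in the others after thinning), in day 60 animal 31 among mural cells (0.538%, with none in the others) and in day 12 animal 2 among Schwann cells (5.22%, against 3.11%). Library a of day 3 animal 6 had the most cells (5427, against 3102) and the fewest UMIs per cell (median 2589, against 5382).

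Among named genes, the animals far from their group were: in Schwann cells Btc in day 12 animal 3 (177 CPM, the highest, next 76.4), Kif19 in day 12 animal 3 (64.1 CPM, the lowest, next 132), Kif19 in day 3 animal 6 (39.2 CPM, the highest, next 20.3) and Myh11 in day 3 animal 1 (0.719 CPM, the lowest, next 2.94). In epineurial fibroblasts they were Bmp4 in day 3 animal 4 (1.71 CPM, the lowest, next 4.78), Ntf3 in day 60 animal 31 (19.6 CPM, the highest, next 12.3), Sparcl1 in day 3 animal 4 (15.1 CPM, the lowest, next 23.1) and Tnn in day 3 animal 1 (27.6 CPM, the lowest, next 100.4), and in endoneurial fibroblasts Col15a1 in day 12 animal 1 (1163 CPM, the highest, next 995). In macrophages they were Ccl4 in day 12 animal 3 (96.3 CPM, the lowest, next 159.6), Ccl7 in day 12 animal 3 (480.1 CPM, the lowest, next 837) and Trem2 in day 3 animal 4 (734 CPM, the highest, next 509), in endothelial cells Cdh5 in day 3 animal 5 (494 CPM, the lowest, next 552) and Cx3cl1 in day 3 animal 4 (13.5 CPM, the highest, next 6.79), and in pericytes Slpi in day 3 animal 6 (345 CPM, the highest, next 52.3).

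Schwann cells differed between the injury times by direct test: 4374 genes changed between day 12 and day 3.

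Kdr, the receptor for the vascular growth factor VEGF, was found in plasmacytoid dendritic cells, a signal in cells where the paper does not discuss it. At day 12 it was seen in 73.4% of them, against 1.21% of macrophages, and stood at 539 CPM. At day 3 and 60 it was seen in 53.8% and 80.2%. Dbp, a transcription factor of the daily clock, which the paper does not discuss, stood at -4.53 (log2) in endothelial cells at day 3.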

How the results depend on the processing

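The first bound on the Schwann subtype score, the counting of unnamed clusters and the permutation test of marker-positive shares were added as alternatives after the data were seen, and the others were set before. Most cell type shares and named genes kept their direction and their side of the threshold. This held for 370 of 397 alternative values of cell type shares and for 3592 of 3731 of named genes, but for only 48 of 84 of marker-positive shares. Of the other marker-positive values 23 fell short, 8 came past and 5 turned. Of values with no test, 21 of 22 pair scores, 6 of 6 percentages of Flt3 and Csf1r and 2 of 12 Schwann subtype shares moved. Of the other values of named genes 111 fell short of the threshold, 13 came past it and 15 turned direction. With 1 animal left out, 1956 of 2067 values of named genes stayed on their side, 88 fell short, 5 came past and 18 turned. Numbers of genes changed stayed within 1.5 times in 211 of 235 alternatives.

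The numbers of genes changed fell under 3 settings that leave fewer animals or cells. Within batch 5, which leaves 2 of the 7 animals of day 12, they were 929 in epineurial fibroblasts, 1684 in macrophages, 1003 in endothelial cells, 449 in vascular smooth muscle and 499 in pericytes at day 12, and 2512 between day 12 and day 3 in Schwann cells. With the strict cell filter (500 genes or more, under 5% mitochondrial counts) the last was 2183. The same filter gave 172 in Schwann cells, 789 in endoneurial fibroblasts, 1428 in macrophages and 271 in vascular smooth muscle at day 60, 1518 in macrophages, 660 in vascular smooth muscle and 568 in pericytes at day 12, and 1375 in pericytes at day 3. With the first library of each animal alone there were 1245, 852, 1059, 368 and 464 at day 60 (Schwann cells, endoneurial fibroblasts, endothelial cells, vascular smooth muscle, pericytes), 1255, 661 and 878 at day 12 (the last 3 of these), and 487 in vascular smooth muscle at day 3. Pericytes at day 60 were not run with the strict filter, which left too few of their cells.

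Animals 1, 4, 5 and 6 of day 3 and of day 12 share only a number. Correlations of their deviations from the group means in Schwann cells were 0.053, -0.041, 0.085 and 0.083, and 3 of 4 correlated best with their own number. With the number as a block over these animals, 4199 genes changed between day 12 and day 3, against 4374.

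With 1 animal left out, the numbers ranged over these values, with each animal that moved them by more than 1.5 times: epineurial fibroblasts at day 12 1458 to 1826 (1458 without naive animal 23, 1480 without naive animal 24), epineurial fibroblasts at day 60 1170 to 2124 (1419 without naive animal 23, 1170 without naive animal 24), endoneurial fibroblasts at day 12 1585 to 2090 (1585 without naive animal 24). They ranged further over endoneurial fibroblasts at day 60 817 to 1414 (817 without naive animal 24), pericytes at day 12 888 to 1008 (888 without naive animal 24), pericytes at day 60 588 to 727 (588 without naive animal 24).

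Fewer gene lists passed camera with an estimated correlation, 50 list tests against 256 with the preset one. Without Harmony, 3 held-out markers passed between repair and other Schwann clusters at day 3, against 6. The cause was not tested.

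The Remak cluster shares after the injury depend on the bound on the subtype score. It was 0.7 at first, and was raised to 0.8 after the clusters were seen and with the paper's Remak shares in view, which moved the shares toward the paper's. Under the first bound Remak clusters hold 26.2% of Schwann cells at day 3 and 28.1% at day 12, against 9.80% and 16.2%. The Remak shares of naive nerve and day 60 and all myelinating shares moved by less than the SD between animals, the repair shares and the held-out counts not at all, and Ngfr and Ptprz1 in Remak cells at day 12 stand at 411 and 79.7 CPM.

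Of 317 calls of named genes, 50 were lost under 1 or more alternatives. Those lost under 3 or more are, with the number of alternatives, in Schwann cells Cenpf day 60 (6); in epineurial fibroblasts Ccnb1 day 60 (3), Col8a1 day 12 (7), Cxcl12 day 12 (4), Dpp4 day 3 (5); in endoneurial fibroblasts Calcrl day 3 (5), Ptn day 60 (5), Sox8 day 12 (3); in macrophages Ccl17 day 12 (3), Csf1r day 12 (5), Mmp12 day 3 (4); in endothelial cells Gbp5 day 3 (3), Rps15a day 60 (3); in pericytes Mki67 day 3 (5), Slpi day 3 (4). Those lost under 1 or 2 are in Schwann cells C1qa day 60, C1qc day 60, Csrp2 day 12 against day 3, Dpt day 60, Mki67 day 12, Ninj2 day 60; in epineurial fibroblasts Fbln2 day 12, Fgf10 day 3, Ptn day 3 and 12, Tnc day 12; in endoneurial fibroblasts Calcrl day 60, Sox8 day 60; in macrophages C1qa day 3, Ccl4 day 60, Ltb4r day 60, Mmp12 day 12 and 60, Nr4a1 day 12; in endothelial cells Abcb1a day 12, Irf7 day 60, Spp1 day 60; in vascular smooth muscle Acta2 day 12 and 60, Eln day 60, Gchfr day 3, Mmp14 day 12, Mmp2 day 12, Tnc day 3; in pericytes Acta2 day 3, Ccl19 day 60, Des day 3, Rpl34 day 3 and 60, Rps15a day 3. With 1 animal left out, 7 more were lost: in epineurial fibroblasts Car8 day 3, Des day 3 and 12, Fbln2 day 3, Myoc day 12; in endoneurial fibroblasts Igsf3 day 3; in endothelial cells Clec3b day 3.

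Shares are given as log2 odds ratios against naive. Within batch 5 the following fell short of the threshold: at day 12 0.59 of fibroblasts, -0.91 of Schwann cells and -0.91 of innate lymphoid cells, and at day 3 0.87 of epineurial fibroblasts. With the strict filter myeloid cells and macrophages turned at day 60 (-0.22 and -0.32, neither past the threshold). The same filter took below the threshold -1.23 of Schwann cells, 0.64 of epineurial fibroblasts and -0.38 of pericytes at day 3, and 0.64 of macrophages at day 12. It took lymphatic endothelial cells at day 3 and 60 past it (-2.74 and -2.50), as did no doublet removal (-1.71 and -1.21), and it left no cell named a neutrophil. Without Harmony epineurial fibroblasts at day 3 (0.61) and neutrophils at day 60 (1.46) fell short, the latter also at the lower clustering resolution (1.51). With the cells of unnamed clusters counted with their leading class, epineurial fibroblasts at day 3 fell short (0.81). With libraries as samples fibroblasts at day 3 passed (0.39). The cause was not tested in these cases.

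The exact permutation test has a smallest p of 0.0286 with 3 against 4 animals, before adjustment. At day 3 and 60 the shares at this smallest p passed it after adjustment, and no others did. It left short of the threshold Schwann cells (-1.22), epineurial fibroblasts (0.87), NK cells (2.08) and T cells (1.97) at day 3, conventional dendritic cells (1.70) at day 12, and NK cells (2.54), perineurial fibroblasts (-2.14) and plasmacytoid dendritic cells (2.79) at day 60. Lymphoid cells as a group, which the text gives for day 12, fell short at day 3 and 60 (1.42 and 1.85).

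With 1 animal left out, 6 shares fell short of the threshold for the animals named: Schwann cells at day 3 -1.58 to -0.90 (-1.09 without naive animal 22, -1.01 without naive animal 24, -0.90 without day 3 animal 6), Schwann cells at day 12 -1.36 to -0.80 (-0.88 without naive animal 22, -0.80 without naive animal 24), epineurial fibroblasts at day 3 0.58 to 1.16 (0.72 without naive animal 22, 0.83 without naive animal 24, 0.79 without day 3 animal 1, 0.58 without day 3 animal 6). The others were innate lymphoid cells at day 12 -1.76 to -1.07 (-1.07 without naive animal 22), perineurial fibroblasts at day 3 -2.17 to -1.57 (-1.57 without naive animal 23), perineurial fibroblasts at day 12 -2.23 to -1.63 (-1.63 without naive animal 23). Lymphatic endothelial cells came past it at day 3 and 60 (at day 3 -2.37 to -0.85, -2.37 without naive animal 24, and at day 60 -1.96 to -0.44, -1.96 without naive animal 24).

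Depth limits the shares of marker-positive cells, since naive cells carry fewer counts. In Schwann cells without thinning, cells with myelinating markers at day 12 turned to 0.85, Remak markers rose past the threshold at day 3 and 12 (3.20 and 2.86), as did myelinating markers at day 60 (1.35), and Remak and dividing cells at day 60 fell short (-0.40 and -1.08). Dividing endothelial cells at day 12 passed (1.56). With 1 marker enough, dividing endothelial cells (1.03), dividing macrophages (1.51) and Remak Schwann cells (1.37) passed at day 12 and Remak at day 3 (1.64), while at day 60 dividing (-1.28), Remak (-0.76) and repair (0.95) Schwann cells fell short and myelinating turned (-0.11). With 3 markers required, dividing fibroblasts (-0.95) and repair Schwann cells (0.77) at day 60 and dividing mural cells at day 12 (1.10) fell short, and myelinating at day 60 (-0.046) and Remak at day 12 and 3 (-0.47 and -0.15) turned. Thinned to 1000 UMIs, Flt3 was found in 1.97%, 4.97% and 0.119% of conventional dendritic cells, plasmacytoid dendritic cells and macrophages, and Csf1r in 1.25%, 1.34% and 49.0%.

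By the exact permutation test no marker-positive share passes after adjustment (lowest adjusted p 0.1), as its smallest p leaves little room. These fell short: in Schwann cells dividing (3.70, 1.50, -1.44) and repair (5.80, 5.56, 2.76) at day 3, 12 and 60, myelinating at day 3 and 12 (-4.97, -2.80) and Remak at day 60 (-1.21). Dividing fibroblasts did at day 3 and 60 (3.01, -1.76), mural cells at day 3 and 12 (3.79, 2.00), and macrophages and endothelial cells at day 3 (2.34, 3.36).

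Single animals moved these marker shares too, over the following ranges: dividing fibroblasts at day 60 -2.15 to -1.33 (-1.85 without naive animal 22, -1.33 without naive animal 23, -1.59 without day 60 animal 33, -1.51 without day 60 animal 34), dividing macrophages at day 12 0.34 to 1.99 (1.99 without naive animal 24), dividing mural cells at day 12 1.12 to 2.76 (1.12 without naive animal 23). Among Schwann cells they were dividing Schwann cells at day 12 1.16 to 1.88 (1.16 without naive animal 22), dividing Schwann cells at day 60 -2.00 to -0.95 (-1.07 without naive animal 23, -1.33 without day 60 animal 33, -0.95 without day 60 animal 34), Remak Schwann cells at day 60 -1.51 to -0.73 (-0.73 without naive animal 22, -1.15 without day 60 animal 31, -0.83 without day 60 animal 33), myelinating Schwann cells at day 60 -0.22 to 0.54 (-0.22 without naive animal 23, -0.081 without naive animal 24, -0.073 without day 60 animal 33, -0.096 without day 60 animal 34). Only the macrophages came past the threshold, and the myelinating share turned.

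On the CPM scale the pair scores were lower, at 0.903 for Cntf and Cntfr. From epineurial, endoneurial and perineurial fibroblasts in turn they were 0.758, 0.858 and 0.831 for Ptn and Ptprz1. For Timp3 and Kdr they were 0.715, 0.459 and 0.691 in the same order. The perineurial scores of Ptn and Timp3, at day 12, rest on 6 animals. The cause was not tested.

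Named genes that turned had all missed the threshold, except Ccnb1 in epineurial fibroblasts at day 60, which is at 0.53 without Harmony, where Mki67 in Schwann cells at day 60 is at 0.002. With the strict filter Cyp2u1 at day 3 and Prx at day 60 in Schwann cells are at -0.43 and -0.26, and with the first library alone Erbb3 and Zfp536 at day 3 are at -0.012 and -0.12. Sox9 in endoneurial fibroblasts at day 60 is at 0.084 with the strict filter and 0.004 without doublet removal. Clec10a in macrophages at day 60 is at -0.018 with DESeq2. Timp3 in epineurial fibroblasts is at 0.16 at day 12 within batch 5, and at day 60 at -0.015 with DESeq2, -0.029 with the first library, -0.027 at the lower resolution, -0.032 without Harmony and -0.18 with the strict filter. The cause was not tested.

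With 1 animal left out the range crossed 0 for Bdnf in Schwann cells at day 3 -0.96 to 4.58 (-0.96 without day 3 animal 4, -0.13 without naive animal 22), Zfp536 in Schwann cells at day 3 -0.073 to 0.25 (-0.073 without naive animal 24), Mki67 in Schwann cells at day 60 -1.34 to 0.039 (0.039 without day 60 animal 33, 0.019 without day 60 animal 34), Clec10a in macrophages at day 3 -0.13 to 0.43 (-0.13 without day 3 animal 6), Clec10a in macrophages at day 60 -0.075 to 0.11 (-0.016 without day 60 animal 31, -0.075 without day 60 animal 34, -0.052 without naive animal 24). So it did for Rpl34 in endothelial cells at day 3 -0.076 to 0.16 (-0.076 without naive animal 22), Rpl34 in endothelial cells at day 60 -0.008 to 0.20 (-0.008 without naive animal 22), Sox9 in endoneurial fibroblasts at day 12 -0.053 to 0.33 (-0.053 without naive animal 24), Sox9 in endoneurial fibroblasts at day 60 -0.26 to 0.13 (0.058 without day 60 animal 32, 0.13 without naive animal 22, 0.027 without naive animal 23), Timp3 in epineurial fibroblasts at day 60 -0.10 to 0.20 (-0.012 without day 60 animal 32, -0.019 without day 60 animal 33, -0.10 without naive animal 22).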

Differences from the paper's values

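The shares below are means over animals. A difference is listed where it exceeds the spread between animals (SD) and 1 value is more than 1.5 times the other. All alternatives named were set before the data were examined, except the first bound on the Schwann subtype score and the counting of unnamed clusters.

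Endothelial cells made up 3.67%, 2.75% and 4.12% of named cells at day 3, 12 and 60, against the paper's 6.57%, 4.65% and 7.53% in the source data of Fig. 1f. The groups may be unlike, since the paper finds lymphatic endothelial cells only when it clusters its vascular cells again. Lymphatic cells, left out here, bring the shares to 3.88%, 2.77% and 4.42%. Without Harmony the share at day 3 was 6.34%, within the bounds of the paper's value. A cluster of 985 cells with endothelial genes was left without a name. With the cells of unnamed clusters counted with their leading class the shares were 5.59%, 2.89% and 5.15%, within the bounds at day 3 and 60 and not at day 12. The strict filter, no doublet removal, the lower clustering resolution, libraries as samples, batch 5 alone and each animal left out did not close the gap at the times where each was run.

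Dendritic cells, conventional and plasmacytoid together, made up 0.449%, 4.67% and 3.35% in naive nerve and at day 3 and 12, against the paper's 0.0890%, 2.34% and 1.86%. Within batch 5, with 2 animals at day 12 and so a wide spread, the share at day 12 was 4.09% and no longer beyond that spread. Every other alternative kept the difference. The groups may be unlike, since the paper's Methods tell its dendritic cells from B cells by Siglech, a plasmacytoid marker. Plasmacytoid cells alone made up 0.074%, 2.59% and 2.03% here, near the paper's values. Mast cells made up 0.0518%, 0.123%, 0.0759% and 0.0370% in naive nerve and at day 3, 12 and 60, against the paper's 0.0989%, 1.09%, 0.413% and 0.485%. In naive nerve the difference was within the bounds without Harmony, with libraries as samples and without naive animal 22 or 23 (0.0582%, 0.0608%, 0.0441% and 0.0777%), and at the later times under no alternative. The groups may be unlike: the paper's list of main clusters has no neutrophils, and neutrophils made up 1.13% and 0.388% here at day 3 and 12, near its values for mast cells.

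Dividing clusters held 2.06% of Schwann cells in naive nerve and 37.3% at day 3, against the paper's 0.8% and about 20%. Without Harmony they held 0.642% and 18.3%, and at the lower resolution 1.13% and 25.7%, which are within the bounds. With unnamed clusters counted the share at day 3 was within them too (29.0%), and under the other alternatives neither was. Repair clusters held 0.765% of Schwann cells at day 60, against the paper's 3%, under every alternative too. Dividing clusters held 2.43% of naive fibroblasts, against the paper's 0.5%, and under no alternative was the difference within the bounds. Without Harmony no fibroblast cluster met the rule for dividing clusters.

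Remak clusters held 9.80% of Schwann cells at day 3, against the paper's about 0.4% in Fig. 2d. The bound on the subtype score had been raised with the paper's shares in view. Under the first bound the gap was wider, 26.2%, and at day 12 and 60 the shares of 28.1% and 26.3% differed from the paper's about 12% and about 16% too, while under the bound used they did not. A match of the Remak shares at day 12 and 60 is therefore no independent evidence. Only the strict filter brought the share at day 3 within the bounds (1.15%). Cells in no named subtype, set beside the paper's transition cells, made up 28.6% at day 3 and 8.52% in naive nerve, against about 51% and 4.7%. Without doublet removal the share at day 3 (39.9%), and at the lower resolution and under the first bound that of naive nerve (5.57% and 5.10%), were within the bounds.

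Of naive fibroblasts, 12.1% were perineurial and 37.2% endoneurial, against the paper's 41% and 13% in its text on naive nerve, and all alternatives kept this. The paper's later statement on endoneurial fibroblasts before injury, about 40%, and its source data for Fig. 1f are near the values found here. Csf1r was detected in 4.20% of plasmacytoid dendritic cells, against the paper's 20.1%, and in 1.34% after thinning. In the same source data the column for Flt3 carries the label Flt1, and its values are near those of Flt3 here.

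The paper's heat map of changed genes by time, in Fig. 6l, has its highest number for endothelial cells at day 12. Here the number of genes higher than in naive nerve was 1626 at day 3, 855 at day 12 and 803 at day 60. The paper's test took cells as replicates, compared the times with one another, kept genes higher at a time and used p under 0.05, while here animals were the replicates and p was adjusted. For vascular smooth muscle and pericytes both have the highest number at day 3, but with first libraries alone vascular smooth muscle has 196 genes higher at day 3 and 268 at day 12.

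The paper places Rpl34 among the top genes of its injury-specific endothelial cluster. Over all endothelial cells it did not pass the test (log2 fold change 0.04 at day 3), while 50 of 84 ribosomal protein genes did. The paper's naive macrophage type with Cd163 is described with Cxcl2 and Ccl2, and its type with Ccl4 by Ifngr1. Here Cxcl2 was highest by its mean in the Ccl4 cluster, Ccl2 in a cluster of 31 cells and Ifngr1 in another cluster, while Ccl7, Ccl24, Ccl4, Cxcl16 and Igfbp3 stood where the paper places them. Sox2, which the paper lists among genes raised in repair cells, did not pass over all Schwann cells at day 3 or day 12, while Bdnf passed at day 12. The paper's statement is on repair cells. In repair against other Schwann clusters Sox2 was higher, by 0.78 at day 12 (adjusted p = 8.56e-13) and 0.49 at day 3 (adjusted p = 2.99e-05). The difference is therefore only in the values over the class.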

Other observations

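The test of an exchange of libraries was chosen after the numbers were seen, as was the test of other splits for Schwann cells at day 3. The tests of clock genes were written down before their results, on a pattern seen in these data. The rule that their medians decide nothing when single values pass both ways was added after the results were seen.

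Several gene sets moved where the paper makes no statement. In endothelial cells at day 60, 8 of 9 complement genes rose (8 adjusted over the list alone; adjusted p = 0.0511 with an estimated correlation). Macrophage genes moved there too: Spp1 rose, and Csf1r was at 2.675 CPM in naive nerve and 18.4 at day 60 (pooled cells). Whether RNA of macrophages carries part of the complement rise was not tested. In vascular smooth muscle at day 12, 6 of 8 complement genes rose (7 adjusted over the list alone; adjusted p = 0.0487 with an estimated correlation). In the same muscle cells 8 of 13 contractile genes fell at day 12 (10 adjusted over the list alone; adjusted p = 0.140 with an estimated correlation), and 5 of 6 matrix protease genes rose (5 adjusted over the list alone; adjusted p = 0.0642 with an estimated correlation). In pericytes 6 of 10 trophic factor genes fell at day 3 (8 adjusted over the list alone; adjusted p = 0.0343 with an estimated correlation). Late after the injury, 6 of 17 interferon-response genes in Schwann cells and 8 of 17 in endoneurial fibroblasts were higher at day 60 (7 and 12 adjusted over the list alone; adjusted p = 0.576 and 0.212 with an estimated correlation). Immediate-early genes were higher at day 60 in epineurial fibroblasts (5 of 13, 7 adjusted over the list alone; adjusted p = 0.0235 with an estimated correlation) and endoneurial fibroblasts (7 of 12, 9 adjusted over the list alone; adjusted p = 0.0127 with an estimated correlation).

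Genes of the daily clock in the phase of Dbp were lower after the injury in 7 of 7 classes, with medians over the classes of -1.91, -1.62 and -1.06 (log2) at day 3, 12 and 60. A candidate explanation is another time of day of tissue collection, which would raise genes of the opposite phase, such as Arntl. The median change of the opposite phase was -0.297, 0.247 and 0.394 at day 3, 12 and 60 (SD over classes 0.271, 0.554 and 0.605). These medians decide nothing, since values of single genes and classes passed the test both ways at each time, 5, 9 and 11 higher and 6, 5 and 4 lower. Arntl passed as higher in 2, 5 and 6 of 6 classes at day 3, 12 and 60 (up to 2.21, 2.96 and 3.22) and as lower in none. Clock passed as lower in epineurial fibroblasts at day 3 and 12 (-0.75 and -0.50), and Cry1 in macrophages and endothelial cells at day 60 (-1.64 and -1.38). All 3 comparisons share the same 3 naive animals, and no time of day is given, so that the hypothesis stays open at all 3 times.

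The cell numbers of 2 naive libraries in the paper's Supplementary Table 1 look exchanged: 2225 for library 22b and 1496 for 24a, with 1898 and 3153 barcodes in the data. A mislabelled sample was tested by the distance in gene expression between the libraries of an animal. The distance as labelled was 0.896 times that after an exchange (median over 7 classes, 0.826 to 0.951), which argues against an exchange of the data themselves. The libraries of animal 22 paired less clearly. Library 22b was nearer to 24b than to 22a in Schwann cells (0.535 against 0.546), epineurial fibroblasts (0.589 against 0.617) and endoneurial fibroblasts (0.556 against 0.595). It was nearer to 22a in macrophages, endothelial cells and vascular smooth muscle, and the distances were equal in pericytes.

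Chance is argued against as the source of the numbers of genes changed in each of the 22 comparisons, since only the real grouping, 1 of 35 splits of the animals at day 3 and 60 and 1 of 100 at day 12, gave as many. With 35 splits no smaller share is possible. No adjustment was made over the 22 comparisons, most of which share the same 3 naive animals. The real number against the highest of the other splits was 5167 against 2635, 4636 against 169 and 1954 against 544 in Schwann cells at day 3, 12 and 60, and 4374 against 565 between day 12 and day 3. In the same order it was 4935 against 2678, 2349 against 56 and 2213 against 53 in epineurial fibroblasts, 2584 against 704, 2468 against 47 and 1493 against 828 in endoneurial fibroblasts, and 3565 against 979, 2622 against 1 and 2666 against 739 in macrophages. Among vascular cells it was 3368 against 2656, 1918 against 4 and 1844 against 722 in endothelial cells, 1295 against 744, 1192 against 5 and 757 against 279 in smooth muscle, and 2605 against 1299, 1366 against 43 and 911 against 238 in pericytes. At day 60 the batch is that of the injury group, so that the splits do not separate batch from injury. Most day 12 libraries lie in another batch than all naive and day 3 libraries, so the splits do not fully separate them at day 12 either.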
